# Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24

**DOI:** 10.1590/1678-4685-GMB-2021-0379

**Published:** 2023-01-06

**Authors:** Nurul Arneida Husin, Sadequr Rahman, Rohini Karunakaran, Subhash Janardhan Bhore

**Keywords:** Durian, Durio zibethinus, ethylene, fruit ripening, transcriptome

## Abstract

Durian (*Durio zibethinus* Murr.) fruits are famous for their unique aroma. This study analysed the Durian fruit transcriptome to discover the expression patterns of genes and to understand their regulation. Three developmental stages of Durian fruit, namely, early [90 days post-anthesis (DPA)], mature (120 DPA), and ripen (127 DPA), were studied. The Illumina HiSeq platform was used for sequencing. The sequence data were analysed using four different mapping aligners and statistical methods: CLC Genomic Workbench, HISAT2+DESeq2, Tophat+Cufflinks, and HISAT2+edgeR. The analyses showed that over 110 million clean reads were mapped to the Durian genome, yielding 19,976, 11,394, 17,833, and 24,351 differentially expressed genes during 90-127 days post-anthesis. Many identified differentially expressed genes were linked to the fruit ripening processes. The data analysis suggests that most genes with increased expression at the ripening stage were primarily involved in the metabolism of cofactors and vitamins, nucleotide metabolism, and carbohydrate metabolism. Significantly expressed genes from the young to mature stage were mainly associated with carbohydrate metabolism, amino acid metabolism, and cofactor and vitamin metabolism. The transcriptome data will serve as a foundation for understanding Durian fruit development-specific genes and could be helpful in fruit’s trait improvement.

## Introduction

Durian fruits are extremely popular in South-East Asia. Durian fruit is known as the “King of Fruits” because of its remarkable flavour and aroma. Both traditional and modern breeding approaches can be used to improve the quality of the fruits. In this line, understanding the gene expression patterns that occur during the development of durian fruit is critical for its further quality improvement. The texture and aroma are the two primary quality characteristics that define the market demand for durian fruits from the consumer’s perspective (Husin et al., 2018).

Premature fruit ripening causes significant economic losses for both farmers and consumers alike. Durian is a climacteric fruit that softens intensively during the last stages of development. The pulp softening is regulated by endogenous ethylene. However, this process involves several genes that are regulated mainly for fruit softening in durian. The ability to regulate fruit softening would have economic benefits for durian growers. Hence, genetic engineering tools for delaying maturation and softening processes can be desirable (Bouzayen et al., 2010; Asif et al., 2014). 

Ripening is accompanied by increased polygalacturonase and galactosidase activity (Imsabai et al., 2002). Hydrolysis activity on the fruit cell wall polysaccharides leads to modifying cell wall composition (Brownleader et al., 1999). Cell wall polymer degradation is facilitated by various enzymes such as cellulase, polygalacturonase, β-galactosidase, pectate lyase, and xyloglucan endotransglycosylase/hydrolase (XTH) (Han et al., 2016). 

As of January 2021, 69,566 nucleotide sequences, 44,924 genes, 65,547 proteins, and 14 SRA from *Durio zibethinus* were deposited by researchers in NCBI GenBank. These DNA and mRNA sequences are helpful in the identification of genes and or transcripts. The genome draft sequence of the Musang King durian cultivar has been made public (Teh et al., 2017), and most recently, long PacBio reads to sequence the Musang King var. chloroplast genome has been reported by Shearman et al., 2020. 

Transcriptomic studies are essential in understanding multiple pathways, gene expression patterns, and secondary metabolites biosynthesis in developing fruits or tissues of interest. Several studies on gene expression patterns and gene expression profiles at the molecular level in Durian varieties have been reported (Nyffeler and Baum, 2000; Ruwaida, 2009; Vanijajiva, 2011, 2012; Hariyati et al., 2013; Santoso and Saleh, 2013; Posoongnoen et al., 2015; Teh et al., 2017; Husin et al., 2018). In transcriptomics of Durian, Musang King var., ripening-related gene sets included genes regulated by the MADS-BOX transcription factor family 29, SEPALLATA transcription factor family, and ethylene-related genes such as ACS (aminocyclopropane-1-carboxylic acid synthase), a key ethylene-production enzyme, are involved in ripening (Teh *et al.,* 2017). On the other hand, high-throughput sequencing has not been employed to analyse differential gene expression during development or to compare stages of Durian growth. Hence, the data reported in this paper will contribute to a better understanding of durian fruit development.

The ultimate goal of this study was to contribute fundamental knowledge about durian fruit development and ripening from a gene expression perspective. We have investigated the transcriptomic variations in Durian by performing differential gene (DEG) discovery and gene expression characterisation in edible fruit pulp in its young, mature, and ripened stages. We identified genes involved in ethylene biosynthesis, fruit softening, and other metabolic pathways essential for the development and ripening of durian fruit. 

## Material and Methods

### Plant material

Fruit pulp samples from three different stages (young, mature, and ripening) of Durian variety (clone D24) fruits were collected freshly in triplicate at the Agriculture Park of Universiti Putra Malaysia (UPM), Selangor, Malaysia (Figure 1). Fruit pulp tissues were separated from the husk (and seeds), frozen in liquid nitrogen, and stored at ₋80 °C until the total RNA isolation. The young fruits were collected on the 90^th^ day after the anthesis. The mature fruits were left at room temperature for seven days to let them ripe naturally. The fruit pulp tissue was separated from the ripened fruit stage.

**Figure 1 −:**
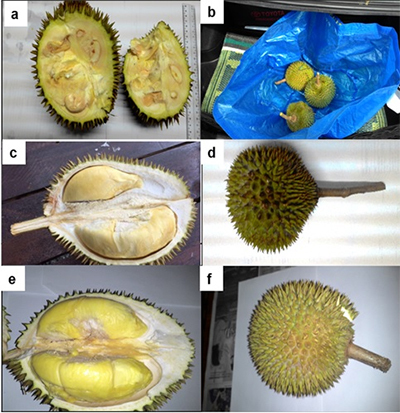
Durian fruits and pulp tissue. (a-b) Durian fruits at its young stage of growth and development (90 days); (c-d) Durian fruit at its mature stage of growth and development (120 days); and (e-f) Durian fruit at its ripening stage of growth and development (127 days).

YS, youngstage; MS, mature stage; RS, ripening stage; DPA, days post anthesis.

### RNA isolation, cDNA library construction, and HiSeq Illumina sequencing

An RNA extraction kit, namely the GeneAll RibospinTM Seed/Fruit RNA mini kit, was used to isolate the total RNA from young, mature, and ripened Durian pulp tissues. RNA samples with RIN numbers more than 7.0 were considered for constructing the cDNA library as guidelines. 

Poly-A mRNAs were purified from 1 µg of total RNA from respective samples using 20 µl of NEBNext Oligo d(T)_25_ beads as per illustrated in NEB Next Poly (A) mRNA magnetic isolation module. RNA mixtures were placed on a thermal cycler at 65 °C for 5 minutes and held at 4 °C to denature the RNA and facilitate binding the poly-A mRNA to the beads. The first and second strand of cDNA synthesis was performed with purified mRNA using the NEB Next Ultra RNA Library Prep Kit (Ilumina). Messenger RNAs (mRNAs) were eluted from the beads by adding the pre-prepared First-Strand Synthesis Reaction Buffer and Random Primer mix (2X). After incubation in a thermal cycler, second-strand cDNA synthesis was performed immediately by adding the mixture of second-strand synthesis reaction buffer and enzyme mix. The adaptor ligation was proceeded immediately by adding the TA ligase master mix and NEBNext adaptor. The final purification of the PCR reaction was carried out using AmPure XP beads. Before sequencing, the cDNA library’s quality was assessed using the Qubit 2.0 Fluorometer and Agilent Tape station. The anticipated data output from HiSeq Illumina sequencing was 16.7 million reads or 5 GB per sample.

### Raw read processing

After sequencing, the reads (raw reads) contain low-quality reads and adapters, which will affect the analysis quality. Therefore, it is crucial to filter the raw reads and get clean reads. Reads containing adapters, sequences with N less than 10 % (base cannot be determined), and sequences with (Qscore <= 5) base, which is over 50 % of the total base, were filtered and removed. The quality of the raw data was assessed using the FastQC software. The FastQC results showed per tile sequence quality, base sequence content, sequence duplication level, overrepresented sequences, and adapter content. The pre-processing step was crucial to ensure the raw data was cleaned before downstream analysis. In addition, the removal of adapter contamination in sequence reads was a necessary step. FastQC (Andrews, 2010) and Trimmomatic (Bolger et al., 2014) tools were used to check and improve the quality of the raw transcriptome.

### Tools for the differential expression analysis

Four DEG/transcript identification methods were used (Figure S1). When the absolute expression log2 fold change was greater than 1.5, and the FDR-corrected p-value was less than 0.05, the analysis was considered statistically significant (Padovan et al., 2013; Aarhus, 2015; Zhu et al., 2017; Sebastian et al., 2018). A series of analyses, such as the number of expressed genes/transcripts, the number of up and down-regulated genes/transcripts, and the number of differentially expressed genes/transcripts, were determined. 

CLC Genomic Workbench: Several QC trimming methods were used within the CLC Genomic workbench software before mapping to the reference *Durio zibethinus* genome. A reference-guided assembly was performed to assemble the sequencing reads by mapping the reads to the *D. zibethinus* reference genome with the defined mapping options for RNA seq, followed by the empirical analysis of differential gene expression (EDGE test), functional annotations, and categorisation of the assembled reads (Aarhus, 2015). 

DESeq2: Principal component analysis (PCA) was performed with rlog-transformed transcripts count from htseq in DESEq2 to verify each library’s identity and suitability for differential expression (DE) analysis. The data analysis consists of pre-processing raw reads, mapping reads with HISAT2, transcript assembly using StringTie, gene counts with ht-seq, and differential analysis with DESeq2 (Love et al., 2014). 

edgeR: MDS plot was constructed to assess the level of similarity between samples and their groups. This data analysis consists of pre-processing raw reads, mapping reads with HISAT2, transcript assembly using StringTie, and gene counts with htseq (Robinson et al., 2009; McCarthy et al., 2012).

CuffDiff: This data analysis consists of pre-processing raw reads, mapping reads with TopHat, transcript assembly using cufflinks, and differential expression analysis with CuffDiff. The up-regulated and down-regulated genes and transcripts were ranked and determined using the q value and fold change. FPKM value was used to evaluate the abundance of the genes in the differential group (Trapnell et al., 2012).

### Functional annotation of transcripts and pathway analysis

The Blast2GO 5 (Conesa and Götz, 2008) Basic software was used. The differential group sequence in FASTA format was uploaded to the software. Then, the pathway analysis was conducted with the KEGG Blast2GO function. All genes that have a q-value less than 0.05 were added to the GO categories “biological process,” “molecular function,” and “cellular components.” 

## Results

### Sequencing, annotation, and mapping to the Durian genome

The sequencing was carried out with the Illumina Hiseq 150 PE Run by a commercial service provider. The data output was around 16.7 million reads per sample, equal to 5 GB. Total raw reads were 193,416,352 M, and filtered reads were 166,709,698 M, with a ≥ Q30 percentage. The quality of the raw data was assessed with the FastQC software. Trimmomatic and Fast QC were tools used to check and improve the quality of the raw transcriptome. In total, 110,351,584 M clean sequences were used for their downstream analysis. The high-throughput sequence data for nine samples were submitted to GEO (Gene Expression Omnibus), at NCBI. 

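Fruit pulp of var. D24 was sequenced at the young stage (YS, 90 days post-anthesis), the mature stage (MS, 120 days) and the ripening stage (RS, 127 days), with 3 libraries per stage, described by the paper as a biological triplicate (Figure S1). By the paper's methods, RS pulp came from mature fruits kept at room temperature to ripen. The 9 deposited tables give a coverage, an FPKM and a TPM value for each reference gene they list, which the authors made with StringTie. No table lists a reference gene at 0, and a gene that a table does not list was set to 0 here. They hold no read counts. The ratio of coverage to FPKM gives the bases mapped in each library. These were 2619, 3182 and 3553 Mb at YS, 2935, 2685 and 3018 Mb at MS, and 2756, 2614 and 2350.2 Mb at RS. The paper's stated depth is around 16.7 M reads per sample, and all values here rest on the FPKM in the tables. FPKM was taken to log2 after adding 1, and 21598 genes with an FPKM of at least 1 in 3 or more of the 9 libraries were tested. The limma package fitted each pair of stages on its own 6 libraries, with a two-sided test and adjustment over all tested genes. Where the MS libraries were averaged to 1 sample, the fit held all 3 stages and took its error from the YS and RS libraries. A gene is said to have risen or fallen where its log2 fold change lay beyond 1.5 in size and its adjusted p lay under 0.05, the paper's thresholds. They were applied with 1 added to each FPKM. At low FPKM this makes a change smaller than the ratio of mean FPKM, so a large ratio can lie within the fold threshold. FPKM values are given as mean ± SD of 3 libraries. In each named gene called so, all 3 libraries of one stage lay above all 3 of the other, which chance gives for 10% of genes. On its own an exact permutation test of 3 libraries against 3 cannot give a p under 0.1. The p-values measure only the spread between these libraries, which can be technical.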

Transcriptome datasets are available through the NCBI under the accession number series GSE136290 (release date: March 31, 2023). 

### Comparison of all mapping tools

Three different mapping methods, namely CLC Mapping, TopHat, and HISAT2 were used for mapping the reads to the Durian reference genome. The number of mapping reads using CLC is 49.82-59.42 %, TopHat 84.5-90.6 %, and HISAT2 88-95 %. Figure 2 shows the graphical representation of mapped and unmapped reads using three mapping tools. CLC mapping shows lower mapping rates, while TopHat and HISAT2 offer high and competitive mapping rates. Overall, HISAT2 outperformed TopHat significantly in aligning FASTQ reads to the Durian genome. TopHat and HISAT2 are a type of splice-aware aligners suitable for RNA reads. This can split reads at intron-exon boundaries. The high mapping rate could be due to the tools’ ability to handle the RNA sequences’ splicing sites. Also, HISAT2 is an improved TopHat version (Trapnell et al., 2009, Kate Shannon, 2016).

**Figure 2 −:**
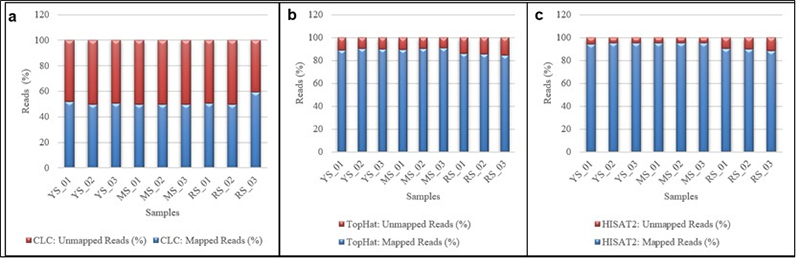
Comparison of the percentage of mapped and unmapped reads using CLC Mapping, TopHat, and HISAT2. (a) CLC Mapping, (b) TopHat Mapping, and (c) HISAT.

YS, youngstage; MS, mature stage; RS, ripening stage.

Compared with other research, the selection of mapping tools has not given any significant indicator to determine the correct mapping for the aligned reads. Raplee et al. (2019) stated that the generally low proportion of aligned reads for all input reads for HISAT2 and STAR is likely due to its quality. They also suggest that many input reads were poly(A) sequences, Illumina adapter sequences, and reads from libraries are too uninformative for accurate mapping to correspond to the very 3-end of mRNAs (Raplee *et al*., 2019). This study also contrasts with other previous studies, which reported that a mapping method has a limited impact on the final analysis of DE genes (Costa-Silva et al., 2017). Table 1 shows the mapping tools’ performance in this study. The mapped reads’ output was used to compare the number of DEGs analyzed with four selected methods. It is also known that selecting a suitable mapping tool relies on a variety of other variables, such as RNA quality, cDNA libraries, genome size, intron length, etc...

**Table 1−:** Statistics of the reads and the mapping percentage using CLC Mapping, TopHat, and HISAT2 in the present study.

Samples	Raw Reads	Total Clean Reads	CLC Mapping: Mapped Reads (%)	TopHat: Mapped Reads (%)	HISAT2: Mapped Reads (%)	Q20	Q30
YS_01	19,073,485	16,032,311	51.77	89.0	94.05	96.39	91.55
YS_02	22,376,330	18,890,648	49.81	90.1	95.14	96.60	91.93
YS_03	28,285,344	22,928,914	50.61	89.6	94.94	96.37	91.41
MS_01	21,308,808	17,586,886	49.65	89.5	94.93	96.33	91.47
MS_02	19,405,436	16,103,585	49.79	90.1	95.36	96.33	91.48
MS_03	21,699,619	19,093,624	49.61	90.6	95.31	96.33	91.45
RS_01	21,124,070	19,682,714	50.77	86.1	90.45	95.84	90.69
RS_02	20,261,496	18,614,759	49.82	85.6	89.83	95.92	90.75
RS_03	19,881,764	17,776,257	59.42	84.5	88.10	95.91	90.63

### Principal component analysis (PCA) for differential expression groups

Each differential studied group was subjected to PCA analysis to identify whether the samples clustered within each group or with other groups. At the young stage (YS) vs. mature stage (MS), the PCA results show that the YS and MS samples were clustered together in their group. 

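The YS and MS libraries formed separate groups along PC1, which held 87.4% of the variance of the 500 most variable genes, and PC2 held 8.5%. Together the components held 95.8%. The 3 MS libraries lay almost on one point, at a mean distance of 0.29 (in log2 units) from each other. The YS libraries were spread over a mean distance of 41.5, against 98.7 between the centres of the stages.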

The total variation of PC1 and PC2 for YSMS was 95 %. There was a strong correlation in their particular groups at the YS vs. ripening stage (RS). 

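In the YS and RS libraries, PC1 held 81.2% and PC2 9.4% of the variance, 90.6% in all, and PC1 separated the stages. The mean distance was 42.4 between YS libraries and 8.66 between RS libraries, and the centres of both stages lay 91.0 apart.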

The total variation of PC1 and PC2 for YSRS was 91 %. The total variation of PC1 and PC2 for MSRS was 100 %. 

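Along PC1 the MS and RS libraries were apart, with 88.3% of the variance on PC1 and 11.1% on PC2, 99.4% in all. RS libraries 01 and 02 lay close to each other, at -40.31 and -40.79 on PC1 and 13.63 and 13.49 on PC2, while RS library 03 stood away from both, at -37.15 and -28.33, so that the mean distance within RS was 28.2 against 0.21 within MS. The distance between the centres of the stages was 78.8.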

The PCA for all samples in three different groups was calculated. Principal component 1 (PC1) and principal component 2 (PC2) were identified by variance stabilising transformation in all three groups. The percentage of variance indicates how much variance was explained by PC1 and PC2. These comparative principal component analyses demonstrate that biological replicates from all differential groups are highly similar. 

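Replicates of the 3 stages differed in how close they were. Between MS libraries the SD of the log2 ratio over genes with an FPKM of at least 10 was 0.102 to 0.103, and r across these genes was 0.994 for each pair. The spread was wider at YS, with an SD of 0.656 to 0.785 and r from 0.831 to 0.893. At RS, libraries 01 and 02 had an SD of 0.139, while their SD against library 03 was 0.484 to 0.507. Genes are not independent replicates, so no p is given for these correlations. RS library 03 had 15171 genes at an FPKM of 1 or more, against 19614 and 19471 in the other two, and 26.3% of its FPKM lay in its top 10 genes, against 8.34% and 8.74%. With all 9 libraries together, PC1 and PC2 held 62.2% and 25.5% of the variance.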

### Comparative transcriptome analysis and differential gene expression using merged DEGs

RNA-seq was used with the Illumina platform technology to explore dynamic changes in gene expression in durian fruit pulp tissues from three developmental stages, young, mature, and ripening. Various techniques are available to assess gene expression, each of which produces distinct results for rapid RNA-seq growth. However, there are no clear rules as to which technique yields the best accurate gene expression estimations. In this study, four statistical techniques were used to produce a more accurate list of DE genes. Other researchers used similar techniques to study the transcriptomic data (Rajkumar et al., 2015; Costa-Silva et al., 2017).

CLC was used to investigate the utilisation of commercial software for Durian RNA seq experiments in this study. CuffDiff was chosen in conjunction with Top Hat, as it is developed explicitly from transcripts, spliced regions, and promoters for DGE analysis. In the comparison, DESEq2 and edgeR were combined to investigate the gene-level expression, as this method works by integrating the raw reads using Ht-seq count. If the absolute value of the expression log2 fold changes > 1.5 and < -1.5, the differentially expressed genes and the transcript were considered statistically significant. Only those genes with expression identified as meaningful with q value of < 0.05 (5 % of a gene for each comparative group, false rate of discovery, FDR) were considered. After mapping the reads to the reference genome using one of CLC mapping, TopHat or HISAT2, transcripts were assembled in separate events using the CLC assembler, Cufflink, and StringTie. Table 2 highlighted the number of significant genes identified in up and down-regulation among the four studied methods. 

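From YS to MS 1171 genes rose and 2211 fell, from YS to RS 647 rose and 2089 fell, and from MS to RS 863 rose and 1142 fell. Between YS and RS the largest rises among genes with a product name belonged to polygalacturonase-like LOC111311521, which cuts pectin, with a log2 fold change of 8.57, and to mavicyanin-like LOC111292651, a copper-binding protein, with 8.13. Acyl-CoA-binding protein-like LOC111303063 and the bidirectional sugar transporter N3 LOC111318443 followed, the transporter with 7.49. Among the largest falls were those of peroxidase N1-like LOC111283076 (-6.93), an ethylene-responsive transcription factor, LOC111290490 (-6.46), and allene oxide synthase 1 LOC111315188, an enzyme of jasmonate synthesis (-6.06). Among genes without a product name, LOC111275239 and LOC111305089 rose by 7.09 and 7.03, and LOC111283487 and LOC111298656 fell by 7.82 and 6.03. Adjusted p for these genes lay between 2.34e-06 and 0.00318. Of all tested genes, 58.5% were separated without overlap between YS and MS, 37.9% between YS and RS and 61.1% between MS and RS, against 10% by chance. The median log2 fold change of all tested genes was 0.06, -0.35 and -0.40 in the 3 comparisons. Rescaling by size factors brought it to 0.01 from YS to RS, where 1097 genes then rose and 1431 fell, and to -0.02 from MS to RS, where 1391 rose and 485 fell. RS library 03 weighs on the RS counts. Without it 1035 genes fell from YS to RS, and from MS to RS 1310 rose and 630 fell. With the 3 MS libraries averaged to 1 sample, 363 genes rose and 803 fell from YS to MS, and 153 rose and 89 fell from MS to RS.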

Among four methods used for RNA - seq analysis, edgeR detected more DE genes in the durian transcriptome. This finding is similar to other researchers’ findings, as they reported that edgeR had identified more DEGs than other tools used (Fischer, 2003; Kvam et al., 2012; Seyednasrollah et al., 2013; Gallego Romero et al., 2014; Rajkumar et al., 2015). 

**Table 2−:** Total number of identified DEGs using four tools of CLC, CuffDiff, DESEq2, and edgeR.

Differential Group	Expression	CLC	CuffDiff	DESeq2	edgeR
YS/MS	Up-regulated	2,565	1,461	5,790	5,117
	Down-regulated	5,793	3,607	1,801	3,426
YS/RS	Up-regulated	1,611	1482	3,452	2,872
	Down-regulated	3,296	2611	1,820	1,894
MS/RS	Up-regulated	4,141	2191	1,265	5,172
	Down-regulated	2,570	926	3,705	5,870

YS, young stage; MS, mature stage; RS, ripening stage.

### Differentially expressed genes in Durian during its fruit development

Genes are differentially regulated to bring about changes in durian fruit from a young to a mature stage. The differentially expressed genes were identified in the young and mature stages (Tables S1 and S2).

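Among genes with a product name and a mean FPKM of at least 10 in one of the stages, the largest rises from YS to MS were those of early nodulin-93-like genes LOC111304216 and LOC111304214, to 3708 ± 66.8 and 3492 ± 22.9 FPKM at MS. Their log2 fold changes were 8.69 (standard error 1.30) and 8.65 (standard error 1.31). YS library 02 held 91.7 and 89.4 FPKM, and the other two YS libraries 1.29 to 2.15. Benzyl alcohol O-benzoyltransferase-like LOC111293555, of a family that forms aromatic esters, rose by 7.67 and the sugar transporter N3 by 7.62. A probable 9-cis-epoxycarotenoid dioxygenase, LOC111280882, the enzyme class that commits carotenoids to abscisic acid, rose by 5.91. Abscisate beta-glucosyltransferase-like LOC111291309, which stores abscisic acid as its glucose ester, fell the most, from 471 ± 99.5 to 0.386 ± 0.168 FPKM with a log2 fold change of -8.40. Phosphoprotein ECPP44-like LOC111314766, dehydration-responsive element-binding protein 1A-like LOC111281364 and stem-specific protein TSJT1-like LOC111278190 fell by 7.71, 7.07 and 7.01. Adjusted p was 0.0034 or lower for each of these genes, and each passed also with the MS libraries averaged to 1 sample. Of genes without a product name, LOC111313976 (6.29) and LOC111275239 (5.96) rose, and LOC111301730 (-6.91) and LOC111315461 (-6.71) fell.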

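From YS to MS the pectin-modifying gene pectinesterase 2-like (LOC111304600) rose from 0.0136 ± 0.0235 to 9.20 ± 0.976 FPKM (SD, n = 3), a log2 fold change of 3.33 (standard error 0.17, adjusted p = 0.00012). The tables of YS libraries 01 and 02 do not list it. Endoglucanase-like (LOC111278395), of an enzyme class that cuts cellulose chains, fell from 406 ± 648 to 0.191 ± 0.122 FPKM (SD, n = 3), a log2 fold change of -6.34 (standard error 1.44, adjusted p = 0.0139). YS library 01 held 1154 FPKM of the endoglucanase, and YS libraries 02 and 03 held 50.0 and 13.9. With 5 in place of 1 added to each FPKM LOC111304600 did not pass. Neither gene passed with the MS libraries averaged to 1 sample, and LOC111278395 also did not pass without MS library 02 or without a filter.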

Pectinesterase 2-like (LOC111304600) had an 11-fold increase in expression, and the endoglucanase-like (LOC111278395) gene had a 10-fold rise in expression. Both of these genes are involved in cell wall metabolism. Glucan endo-1,3 beta-glucosidase 11-like (LOC111287487) and cellulose synthase-like protein G2 (LOC111280213), both implicated in the starch-sucrose breakdown, had a 9-fold and 6-fold expression, respectively. 

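Cellulose synthase-like protein G2 LOC111280213 rose from 0.254 ± 0.327 FPKM at YS to 11.9 ± 0.632 at MS (SD, n = 3), a log2 fold change of 3.39 (standard error 0.23, adjusted p = 0.000268). At RS its FPKM was back at 0.582 ± 0.441, and it fell from MS to RS by 3.07 (adjusted p = 0.000379). Glucan endo-1,3-beta-glucosidase 11-like LOC111287487 had 6.20, 7.61 and 0.801 FPKM in the YS libraries and is not listed in any of the 3 MS libraries. It passed the FPKM minimum in too few libraries to be tested.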

The analysis suggested that the Polygalacturonase inhibitor-like (LOC111311552) gene was expressed highly (an 8-fold increase in expression) and is responsible for protein binding. 

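Polygalacturonase inhibitor-like LOC111311552 (scaffold NW_019167937.1 from 1351425 to 1352844) rose from 0.582 ± 0.522 FPKM at YS to 185 ± 2.56 at MS (SD, n = 3). This is a log2 fold change of 6.94 (standard error 0.28, adjusted p = 5.71e-05). The MS libraries held 186, 182 and 186 FPKM, and the table of YS library 03 does not list the gene.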

Polygalacturonase inhibiting proteins (PGIPs) are cell wall proteins that inhibit the pectin-depolymerising activity of polygalacturonases and play an essential role in the plant defence system (Kalunke et al., 2015). 

Five different genes, namely, LOB domain-containing protein 18 (LOC111304630), LOB domain-containing protein 42 (LOC111282412), LOB domain-containing protein 40 (LOC111290435), LOB domain-containing protein 1 (LOC111297059), and LOB domain-containing protein 19 (LOC111305909), were expressed during the early stage of durian fruit pulp development. These five genes are from the LOB (lateral organ boundaries)-domain gene family. Durian’s LOB gene family members exhibited a 9-fold increase in expression. 

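Of 7 tested LOB domain genes, 6 rose and 1 fell from YS to MS, and from MS to RS 5 fell and 2 did not pass. Averaging the MS libraries to 1 sample left 6 that rose from YS to MS and 4 that fell from MS to RS. The LOB domain-containing protein 18 gene LOC111304630 changed most, from 1.53 ± 1.83 to 839 ± 9.44 FPKM (SD, n = 3), a log2 fold change of 8.62 (standard error 0.47, adjusted p = 0.000134). It lies on scaffold NW_019167893.1 from 1585729 to 1588713, and the gene of LOB domain-containing protein 19, LOC111305909, on the same scaffold from 1573245 to 1578812. Protein 1 (LOC111297059), protein 40 (LOC111290435), protein 42 (LOC111282412) and protein 19 rose by 5.60, 5.29, 4.85 and 3.94, each with an adjusted p of 0.000407 or lower. All of them had less FPKM at RS than at MS. LOC111304630 and LOC111290435 fell by 3.61 each and LOC111282412 fell by 4.94, while LOC111297059 did not pass (-1.40). The fall of LOC111305909 (-2.19) did not pass without RS library 03 (-1.44), without any 1 of the MS libraries or with these averaged, among other settings. Most of the list was chosen by the study on these samples, so its count is not independent evidence. In camera the list as a whole had an adjusted p = 0.0827 with an estimated correlation for YS to MS and 0.639 for MS to RS. With the preset correlation these were 0.000492 and 0.00613. Adjusted over the list alone, the counts were the same.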

Several studies have suggested that LBD genes have a broad range of functions (Luo et al., 2016). Genes from the plant-specific Lateral Organ Boundaries Domain (LBD) family encode transcriptional regulators with roles in various physiological and developmental processes in plants (Luo *et al.,* 2016).

One of the MGL gene isoforms, namely methionine gamma-lyase-like (LOC111287425), responsible for the Volatile sulfur compounds (VSC) ’s production, was up-regulated during the transition from the young to the mature stage. In a differential analysis of Durian, this gene is found up-regulated with a fold change of 10.163. This gene is involved in the transsulfuration metabolic pathway, where sulfur transfer from homocysteine to cysteine occurs. 

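The methionine gamma-lyase gene LOC111287425 was highest at YS, with 1.13, 7.13 and 14.2 FPKM in the 3 libraries, and is not listed in any of the 3 MS libraries, where it was set to 0. It fell from YS to MS (adjusted p = 0.0181). The fall did not pass with 5 added to each FPKM, without a filter, without YS library 02, without any 1 of the MS libraries, or with the MS libraries averaged to 1 sample. No fold change is given against a stage that does not list the gene.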

The pathway leads to the generation of several sulfur metabolites, including cysteine, GSH, and the gaseous signalling molecule hydrogen sulfide (H2S) (Sbodio et al., 2019). 

ATP- binding cassette (ABC) transporters are essential for plant development in processes such as gametogenesis, seed development, seed germination, organ formation, secondary growth, protective layer formation, and phytohormone transport (Ha et al., 2017). In this study, four different ABC transporter gene families, namely, ABC transporter C family member 13 (LOC111274386), ABC transporter G family member 31 (LOC111301322), ABC transporter G family member 14 (LOC111286089), and ABC transporter G family member 11 (LOC111316978) were found significantly up-regulated during the early stage. Members of the ABC transporter gene family in Durian exhibited a 10-fold increase in expression. 

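Of 5 tested ABC transporter genes, 3 rose, 1 fell and 1 did not pass from YS to MS, and none of the 5 passed from MS to RS in limma (0 had an unadjusted p under 0.05). However, LOC111316978 rose in that step without RS library 03 (1.79). The G family member 11 gene LOC111316978 rose from 0.0136 ± 0.0235 to 13.7 ± 0.331 FPKM (SD, n = 3) and the G family member 31 gene LOC111301322 from 0.218 ± 0.325 to 14.4 ± 0.713. Their log2 fold changes were 3.86 (standard error 0.16, adjusted p = 6.62e-05) and 3.69 (standard error 0.23, adjusted p = 0.000197). ABC transporter G family member 14 (LOC111286089) fell, from 12.6, 5.05 and 2.44 FPKM in the YS libraries to MS and RS libraries that do not list it (adjusted p = 0.0052); with 5 in place of 1 added to each FPKM it did not pass. For C family member 13 (LOC111274386) the FPKM was 5.32 ± 1.77 at YS and 2.50 ± 0.378 at MS, a log2 fold change of -0.82 (standard error 0.26, adjusted p = 0.0454), which lay within the fold threshold. The third gene that rose, G family member 39-like LOC111311747 (3.56), did not pass with the MS libraries averaged to 1 sample. Most of these genes were picked by the study from these samples, so the counts are not independent evidence.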

### Differentially expressed genes in Durian during its fruit ripening

Genes that play an essential role in the Durian fruit pulps’ growth and development and are responsible for the transition from a mature to a ripening stage are depicted in Tables S3 and S4.

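From MS to RS the genes with a product name that rose the most include, besides a polygalacturonase-like and an endoglucanase-like gene, a pair of glutathione S-transferase U8-like genes. LOC111311985 rose from 1.18 ± 0.360 to 182 ± 22.2 FPKM (SD, n = 3) and LOC111296619 from 2.69 ± 0.119 to 221 ± 110.0, log2 fold changes of 6.40 and 5.75. Small heat shock protein, chloroplastic-like LOC111287629 rose by 5.72, probable mannitol dehydrogenase LOC111317014 by 5.52, protein EARLY-RESPONSIVE TO DEHYDRATION 7 LOC111308755 by 5.51, the abscisate beta-glucosyltransferase-like gene LOC111291309 by 5.49 and inorganic pyrophosphatase 2-like LOC111278572 by 5.43. Among the deepest falls were those of stem-specific protein TSJT1-like LOC111287652 (-5.94), solute carrier family 25 member 44-like LOC111299239 (-5.58) and fructose-bisphosphate aldolase 1 LOC111297280 (-5.11), apart from a pair of early nodulin genes and the polygalacturonase inhibitor. Unnamed genes LOC111278347 (7.88) and LOC111278348 (6.70) rose, and LOC111294291 (-7.54) and LOC111283878 (-5.36) fell. Among the genes given here by LOC number the highest adjusted p was 0.000677, and those of them with a product name passed also without RS library 03 and with the MS libraries averaged to 1 sample. The polygalacturonase-like gene had an adjusted p of 0.00544, and the endoglucanase-like gene did not pass with the MS libraries averaged. LOC111311985 is listed as a transcribed pseudogene in another durian assembly. LOC111278348 is among the loci whose FPKM follow an rRNA gene.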

Four family members of xyloglucan endotransglucosylase (XTH) were present, namely, xyloglucan endotransglucosylase/ hydrolase protein 33 (LOC111317417), xyloglucan endotransglucosylase/ hydrolase 2- like (LOC111287953), xyloglucan endotransglucosylase/ hydrolase protein 6 (LOC111316166), and xyloglucan endotransglucosylase/ hydrolase protein 6 (LOC111292968). These XTH family members were directly annotated to the term cellular glucan metabolic process. 

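Genes of xyloglucan endotransglucosylase/hydrolases (XTH), which cut and rejoin the xyloglucan of the cell wall, fell first. All 7 tested fell from YS to MS, and from MS to RS 4 rose and 3 did not pass. LOC111287953 (XTH 2-like) had 82.3 ± 55.7 FPKM at YS, 0.543 ± 0.349 at MS and 28.9 ± 22.8 at RS (SD, n = 3), and LOC111292968 (XTH protein 6) had 46.8 ± 3.12, 0.261 ± 0.0814 and 17.2 ± 12.8. They fell by 5.58 and 5.24 (adjusted p = 0.000478 and 3.19e-05) and rose from MS to RS by 3.63 and 3.38 (adjusted p = 0.0237 and 0.0146). XTH protein 6 LOC111316166 had a log2 fold change of 1.03 (standard error 0.39, adjusted p = 0.0744) from MS to RS, and XTH protein 33 (LOC111317417), at 2.48 and 1.87 FPKM in RS libraries 01 and 02 and not listed in library 03, was not tested. RS library 03 held 2.52 FPKM of LOC111287953 and 2.41 of LOC111292968, against 24.5 to 42.7 in the other two RS libraries, and all 7 genes rose without it. Without MS library 01, 02 or 03 1 gene rose, and without RS library 01 or 02 2 did. Averaging the MS libraries to 1 sample left 4 that fell from YS to MS, and none passed from MS to RS in limma (4 had an unadjusted p under 0.05). The rises of LOC111287953 and LOC111292968 did not pass without any 1 of the MS libraries, nor that of LOC111287953 without RS library 01 or 02. The study chose these genes on these samples, so the counts are not independent evidence. In camera the list's adjusted p = 0.0827 with an estimated correlation from YS to MS and 0.639 from MS to RS. With the preset correlation these were 1.82e-05 and 0.000219. Adjusted over the list alone, 5 rose from MS to RS.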

The most significant increase in the expression during durian ripening was observed in this XTH gene family. Similar observations were also reported for the banana and papaya fruit softening process (Asif et al., 2014; Yao et al., 2014). Previously reported gene families include expansins, pectate lyases, and xyloglucan endotransglycosylases responsible for softening banana fruit (Ha et al., 2017) Most of the genes involved in cell wall hydrolysis are also members of multigene families, and many have highly specialised functions in cell wall metabolism (Asif *et al.,* 2014). 

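Of 5 tested genes of glucan endo-1,3-beta-glucosidases, which cut callose and related glucans, none rose, 1 fell and 4 did not pass from MS to RS. The one that fell, LOC111295041, had 11.5 ± 0.564 FPKM at MS and 2.44 ± 1.19 at RS (SD, n = 3), a log2 fold change of -1.92 (standard error 0.31, adjusted p = 0.0044), and did not pass with 5 added to each FPKM or with the MS libraries averaged to 1 sample. LOC111285741 had a log2 fold change of 0.43 (standard error 0.37, adjusted p = 0.385) from MS to RS. In LOC111275649 (12-like) the MS libraries do not list the gene and the RS libraries held 1.53, 2.15 and 0.0541 FPKM (adjusted p = 0.0693). A further gene, LOC111295531, also not listed at MS, held 6.61, 10.1 and 0.117 FPKM at RS and reached the FPKM minimum in too few libraries to be tested. RS library 03 stood lowest in both, and 1 gene of the list rose without it.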

Three family members, namely, glucan endo-1,3 beta-glucosidase (LOC111285741), glucan endo-1,3 beta-glucosidase 12-like (LOC111275649), and glucan endo-1,3 beta-glucosidase (LOC111295531) were among the expressed transcripts. They are known for their hydrolysis activity (Hrmova and Fincher, 2001; Singh et al., 2016). These genes and galactinol-sucrose galactosyltransferase 5 (LOC111316628), beta-amylase 3, and chloroplastic-like (LOC111305012) are also involved in sugar metabolism, and responsible for the degradation of starch to sugar.

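Galactinol-sucrose galactosyltransferase 5 (LOC111316628), which makes raffinose from sucrose, rose from 0.102 ± 0.0311 FPKM at MS (SD, n = 3) to 4.76, 5.10 and 2.75 in the RS libraries, a log2 fold change of 2.21 (standard error 0.22, adjusted p = 0.000704). It did not pass with 5 added to each FPKM or with the MS libraries averaged to 1 sample. Beta-amylase 3, chloroplastic-like (LOC111305012), which releases maltose from starch, had 0.0131 ± 0.0227 FPKM at MS and 1.77 ± 0.408 at RS. With 1 added to each FPKM, its log2 fold change of 1.44 (standard error 0.15, adjusted p = 0.000801) lay just inside the fold threshold. At such low FPKM this scale makes changes smaller than the ratio of the means. Rescaled by size factors, it passed. At YS, library 03 held 5.83 FPKM of beta-amylase 3 and 19.8 of LOC111316628, and the other two YS libraries held 0.220 to 2.17.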

Polygalacturonase (PG), LOC 111311521, was significantly expressed in durian. It is responsible for fruit softening (García-Gago *et al.,* 2009; Anand et al., 2018). 

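Polygalacturonase-like LOC111311521 (scaffold NW_019167937.1 from 1007587 to 1011384), an enzyme that cuts the pectin backbone, had the largest rise of all genes with a product name from MS to RS. Its FPKM was 0.107 ± 0.0283 at YS, 1.56 ± 0.314 at MS and 901 ± 744 at RS (SD, n = 3). The log2 fold change from MS to RS was 7.37 (standard error 1.24, adjusted p = 0.00544). RS libraries 01 and 02 held 1341 and 1320.0 FPKM and RS library 03 held 41.2. The value was 9.03 without RS library 03. From YS to MS it was 1.20 (standard error 0.16, adjusted p = 0.00212), within the fold threshold.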

Its high expression of 12.6-fold was noticeable while doing the data analysis. This gene is also involved in starch and sucrose metabolism. Other significant up-regulated genes involved in the hydrolysis activities were carboxylesterase SOBER1-like (LOC111275243), endoglucanase-like (LOC111278395), and beta-glucosidase 11 (LOC111305070). 

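Of these 3 genes, endoglucanase-like LOC111278395 rose from MS to RS, to 93.5, 97.8 and 39.3 FPKM in the RS libraries from at most 0.291 in an MS library. This rise did not pass with the MS libraries averaged to 1 sample. Carboxylesterase SOBER1-like LOC111275243 had 1.54 ± 0.253 FPKM at MS and 1.09 ± 0.411 at RS (SD, n = 3), a log2 fold change of -0.30 (standard error 0.21, adjusted p = 0.285), and did not pass. Beta-glucosidase 11 (LOC111305070) had 0.152 ± 0.0824 FPKM at MS. At RS it had 9.62 and 8.76 FPKM in libraries 01 and 02 and 0.347 in library 03, too few libraries at the FPKM minimum for the test.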

The findings on *Carica papaya* L. var solo eight (8) fruits at the post-harvest stage reported by Yao et al. (2014) reveal that the loss of the papaya’s firmness was positively related to the hydrolytic enzyme activities and the sweet taste of the presence of simple sugars such as galactose liberated from the polysaccharide complexes. 

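Sulfate transporter 1.3 (LOC111294357) fell at ripening, from 8.24 ± 0.589 FPKM at MS to 0.110 ± 0.0703 at RS (SD, n = 3), a log2 fold change of -3.06 (standard error 0.18, adjusted p = 9.02e-05). Its FPKM at YS was 14.6 ± 9.33, with 4.05 in YS library 02 against 21.7 and 18.1 in the other two, and the log2 fold change from YS to MS was -0.49 (standard error 0.55, adjusted p = 0.5). The fall from MS to RS did not pass with 5 added to each FPKM or with the MS libraries averaged to 1 sample.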

The data analysis suggests that Sulfate transporter 1.3, SULTR (LOC 111294357) is also activated during durian ripening. It is involved in sulfur metabolism (Leustek et al., 2000; Gigolashvili et al., 2014). Sulfur is required for the biosynthesis of proteins, co-enzymes, prosthetic groups, vitamins, amino acids like Cys and Met, GSH, and secondary metabolites such as GSL and sulfoflavonoids. Sulfate transporters are the most prominent S-metabolite transporters in plants, as sulfate is the primary source of sulphur taken from the soil. It is the most abundant S-containing metabolite in plant cells (Gigolashvili *et al.,* 2014). The process is assisted by several sulfate transporter members (SULTR) (Pinsorn et al., 2018). 

### Venn analysis of all differentials expressed genes

Venn analysis was carried out for all differential expressed genes to observe the specific and overlapping sequences among the three stages. 

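Genes that rose in all 3 comparisons numbered 41 and genes that fell in all 3 numbered 21. For the pair YS to MS and MS to RS these are also the whole overlaps, against 46.8 and 116.9 expected if the calls were independent. Rises and falls that followed each other were more frequent. From YS to MS and then from MS to RS, 436 genes rose and then fell, among them the polygalacturonase inhibitor-like gene LOC111311552, and 406 fell and then rose, among them XTH 2-like LOC111287953, against 61.9 and 88.3 expected. With size factors the numbers were 228 and 571, and without RS library 03 310 and 610, so that more genes then fell first and rose later. Each pair of comparisons shares the 3 libraries of one stage, and part of an overlap may come from this alone. In 20 simulated sets of unchanged groups that share libraries in this way no call was shared, but few calls were made. Lists of the smallest p in these sets, as long as those found here, shared a mean of 40.0 genes (rise in both), 102.2 (fall in both), 85.6 (rise, then fall) and 118.0 (fall, then rise). This leaves out all changes, and the count from independent calls leaves out the sharing.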

Figure 3 shows the intersection among YSMS and YSRS and MSRS, with 67 up-regulated and 42 down-regulated genes overlapped in all their gene sets. The Venn diagram analysis revealed a total of 937, 504, and 1,666 of the specific differentials upregulated expressed genes, respectively, in the young, mature, and ripening stages of growth. 

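Counted by comparison, 882 genes rose from YS to MS and in neither of the others, 130 from YS to RS and 594 from MS to RS. Another 248 rose from YS to MS and from YS to RS, such as the ABC transporter genes LOC111301322 and LOC111316978, and 228 rose from YS to RS and from MS to RS, such as glutathione S-transferase LOC111288524. With those in all 3 comparisons, 289 and 269 genes rose in these pairs, against 35.1 and 25.9 expected from independent calls and means of 363.2 and 265.3 in lists of the same length from simulated unchanged groups that share libraries. Without RS library 03, 992 genes rose from MS to RS alone. With size factors 317 rose from YS to RS alone, 956 from MS to RS alone and 382 in both of these.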

The Venn diagram analysis showed a total of 1,965, 724, and 635 of the specific differentials downregulated expressed genes, respectively, in the young, mature, and ripening growth stages. 

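By the same count 923 genes fell from YS to MS alone, 602 from YS to RS alone and 922 from MS to RS alone. The largest overlap, 1267 genes, fell from YS to MS and from YS to RS, among them pectinesterase 3 LOC111274745 and the expansin-like A2 gene LOC111298117, and 199 fell from YS to RS and from MS to RS. With those in all 3 comparisons the pairs numbered 1288 and 220, against 214 and 110.5 expected from independent calls and 1048.6 and 662.8 in the simulated lists of unchanged groups. Without RS library 03, 1436 genes fell from YS to MS alone, 199 from YS to RS alone and 557 from MS to RS alone, and 763 and 61 in these overlaps (775 and 73 with those in all 3). With size factors 301 fell from YS to RS alone, 394 from MS to RS alone and 83 in both of these.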

**Figure 3−:**
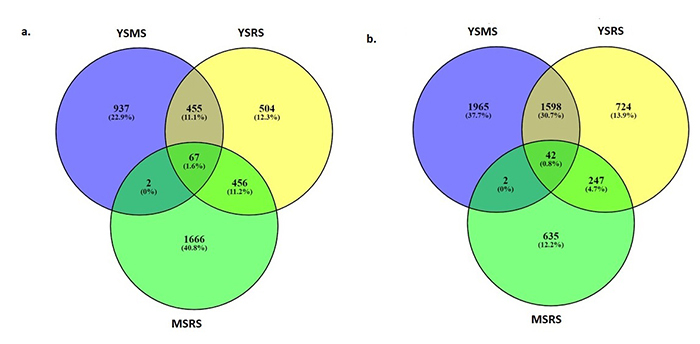
a. Venn diagram for upregulated DEGs from three comparisons, namely YS/MS, YS/RS, and MS/RS. A total of 5,134 genes were expressed in all three stages. The number of tissue-specific genes are 1,965, 724, and 635, respectively. b. Venn diagram for upregulated DEGs from three coparisons, namely YSMS, YSRS, and MSRS. A total of 4,087 genes were expressed in all three stages. The number of tissue-specific genes are 937, 504, and 1,666, respectively.

### Functional analysis of differentially expressed genes

Blast2GO 5 Basic was used to identify the biological significance of each group’s transition stage. The entire DEGs from each group generated using CuffDiff were subjected to GO analysis to achieve a broader functional characterisation. The GO analysis was classified into three major categories, namely, biological process (BP), molecular function (MF), and cellular component (CC)). The total DEGs mapped to the three GO categories for YSMS, YSRS, and MSRS were 6,735, 3,898, and 7,310 (Table 3). All selected transcripts with q value > 0.05 were uploaded to Blast2GO for annotation to assign the putative functions to the DEGs. After running with InterProscan and Annex, the transcripts were assigned to the GO terms within three main categories (BP, MF, and CC). 

**Table 3−:** Analysis of GO terms for differently expressed sequences.

Differential Group	GO:0008150 Biological process	GO:0003674 Molecular Function	GO: 0005575 Cellular Component
YS/MS	1,870	2,876	1,989
YS/RS	1,149	1,646	1,103
MS/RS	2,038	3,160	2,112

In developmental stage YS/MS, for biological process (BP), major sub-categories were 1,416 DEGs in the metabolic process (GO: 0008152), followed by 1,401 DEGs in the cellular process (GO: 0009987) and 395 DEGs in response to stimulus (GO: 0050896). As for molecular function (MF), binding (GO: 0005488) and catalytic activity (GO: 0003824) were the highest genes mapped to these GO terms, with a total number of 1,427 and 1,137, respectively. Cell (GO: 0005623), cell part (GO: 0044464), and organelle (GO: 0043226) with total DEGs of 1,297, 1,272, and 1,049 were enriched in cellular component (CC). In YS/RS, the major sub-categories for biological process (BP) were 862 for metabolic process, 806 for cellular process, and 227 for response to the stimulus. As for molecular function (MF), binding (GO: 0005488) and catalytic activity (GO: 0003824) were the genes mapped to these GO terms with a total number of 730 and 597, respectively. Cell (GO: 0005623), cell part GO: 0044464), and organelle (GO: 0043226) with total DEGs of 775, 746, and 533 were enriched in cellular component (CC). The number of DEGs for all GO terms was lower compared to YS/MS. In late-stage MS/RS, 1509, 1415, and 393 DEGs represented major sub-categories in biological process (BP) for metabolic process, cellular process, and response to the stimulus. As for molecular function (MF), binding (GO: 0005488) and catalytic activity (GO: 0003824) were the highest genes mapped to these GO terms, with a total number of 1,571 and 1,094, respectively. Cell (GO: 0005623), cell part (GO: 0044464), and organelle (GO: 0043226) with total DEGs of 1,354, 1,269, and 969 were enriched in cellular component (CC).

In the developmental stage of growth from young to mature (YS/MS), a total of 210 DEGs mapped to the developmental process (GO: 0032502) and 210 DEGs in anatomical structure development (GO: 0048856). Both GO terms were not present in the MS/RS. The DEGs are important for durian fruit growth and development. Several other GO terms of BP, MF, and CC that were not active in the developmental stage were localisation, catabolic process, and establishment of localisation, transport, non-membrane-bounded organelle, and intracellular non-membrane-bounded organelle. The highest DEGs of GO term associated with response to stress were in the ripening stage, MS/RS with 291, followed by YS/MS with 277 DEGs. 

As shown in Figure 4, the developmental process, cellular component organization, anatomical structure development, protein modification process within the biological process, and RNA binding within the molecular function were the unique groups in YSMS. Localization, catabolic process, the establishment of localization and transport within the biological process, and non-membrane-bounded organelle, an intracellular non-membrane-bounded organelle within the cellular component, were the unique groups in MSRS. This finding revealed that the DEGs classified into the groups might be playing a tissue-specific role during fruit development (Table S5). 

**Figure 4−:**
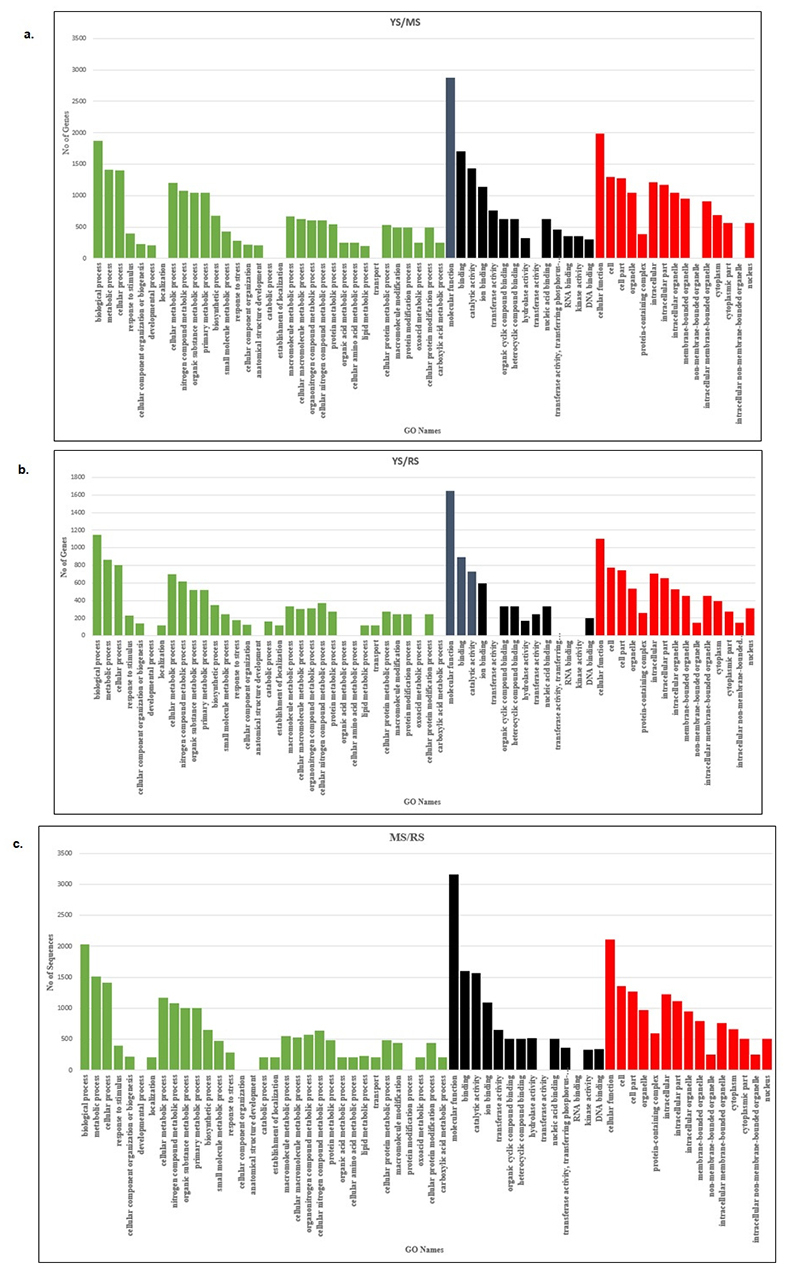
GO terms classification in a) YS/MS, b) YS/RS, and v) MS/RS.

### Enrichment of the KEGG Pathway

The Kyoto Encyclopedia of Genes and Genomes (KEGG) platform (https://www.genome.jp/kegg/) hosts various databases and provides tools for a systematic annotation and analysis of cell metabolic pathways and functions of the gene product. To further investigate the functional studies, all these up-regulated DEGs were enriched and annotated using the KEGG database to obtain the link to the Enzyme Commission number (EC). The EC was finally mapped to the relevant KEGG pathway to obtain the annotated pathway maps. The percentage of the mapped reads to the KEGG pathway for each differential group was 96.50 % (YS/MS), 60.20 % (YS/RS), and 35.30 % (MS/RS). Table 4 shows the number of the mapped pathway, the number of mapped sequences, and the EC number for each differential group. A total of 2,705 DEGs were assigned to 382 EC. The EC were subsequently grouped into 284 biochemical pathways. 

**Table 4−:** No of mapped pathways and sequences.

Stage	No of Mapped Pathway	No of Mapped Sequences	No of EC
YS/MS	96	1,279	114
YS/RS	85	689	95
MS/RS	103	737	173

YS, young stage; MS, mature stage; RS, ripening stage.

The top five KEGG class results from the young to mature stage data analysis indicate that most transcript-encoding enzymes were linked to carbohydrate metabolism (254), metabolism of cofactors and vitamins (200), amino acid metabolism (176), nucleotide metabolism (142) and biosynthesis of other secondary metabolites (82). Carbohydrates are highly essential due to its contribution to texture, flavour, color, and nutritional value in horticultural commodities (Yahia et al., 2019). The classification suggests that the highest number of enzyme activities in Durian growth in the young stage were related to carbohydrate metabolism. This indicates that many pathways related to carbohydrate metabolism were activated to support the durian fruit’s growth and development. Understanding the gene expression patterns in carbohydrate metabolism will facilitate the investigation of durian fruit quality. Durian fruits development involves the accumulation of starch and sucrose. According to KEGG, 254 genes were associated with carbohydrate metabolism, and these genes were classified into several metabolic pathways. The highest number of expressed genes during the early fruit development were from starch and sucrose pathways. Starch is present in unripe durian, mainly in its pulp, which is transformed into sugars during the ripening process. These sugars contribute to the level of sweetness of the fruits. In the transition from the young to the ripening stage, GO analysis produced 4,154 sequences mapped with GO terms, and 2,248 transcripts encoding enzymes were annotated. 

The top five KEGG class results showed that the expressed genes during the transition from the young to ripening stage were mainly for the metabolism of cofactors and vitamins (109), carbohydrate metabolism (102), lipid metabolism (77), nucleotide metabolism (75), and amino acid metabolism (65). The pathways for nitrogen and glutathione metabolism contained the greatest number of expressed genes.

During the transition from the mature to ripening stage, GO analysis produced a total of 7,629 sequences mapped with GO terms, and of these, 4,096 transcripts encoding enzymes were annotated. The top five KEGG class results were the metabolism of cofactors and vitamins (200), nucleotide metabolism (192), carbohydrate metabolism (85), lipid metabolism (61), and amino acid metabolism (56). During the late stage of fruit development, the sulphur metabolism pathway had the highest number of expressed genes, indicating the durian’s strong odour.

In contrast, the classification of transcripts suggests that the highest number of metabolism of cofactors and vitamins outperformed the other pathways in the late stage of Durian growth. In KEGG, 180 genes were identified to be associated with thiamine metabolism to support the nutritional quality and health benefit of durian fruit, mainly in the energy metabolism (Figure 5 and Table S6) (Lonsdale, 2006).

**Figure 5−:**
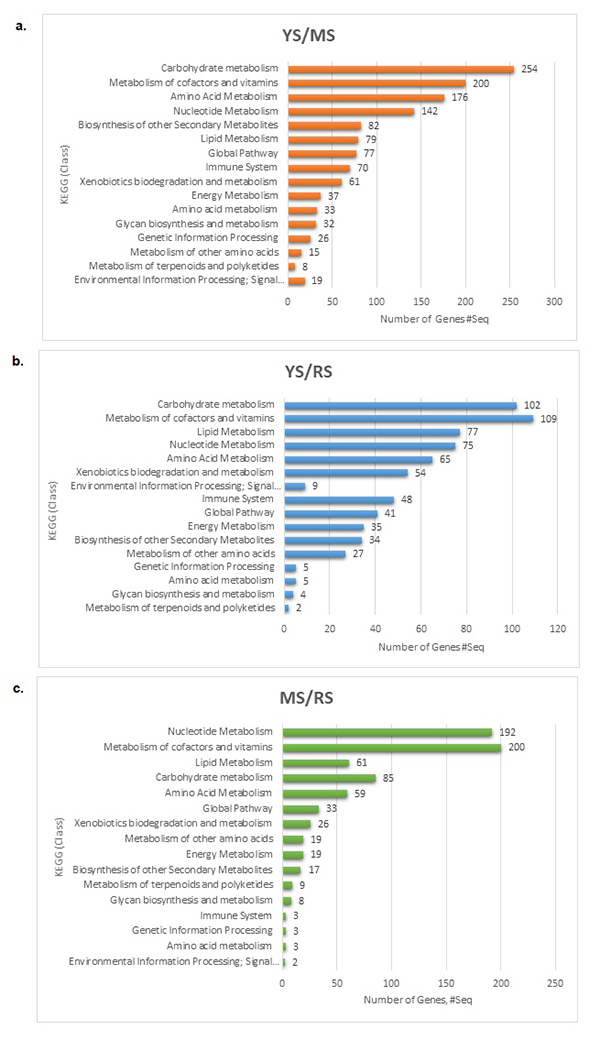
Classification of the sub-categories of KEGG pathways in a) YSMS, b) YSRS, and c) MSRS.

### Genes involved in Durian fruit softening

During the fruit ripening developmental stages, a set of distinct softening genes are expressed. The significant clusters, young vs. mature, and mature vs. ripening annotation, are shown in Figure 6 and Table S7. In developmental stages, several genes that showed more than a 2-fold change in expression level were pectinesterase 3-like, U-box domain-containing protein, expansin-like B1, and probable xyloglucan. These genes coordinate to soften durian fruit in the transition from the young to the mature stage. 

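Pectinesterase 3-like LOC111317423 rose from 5.91 ± 3.83 to 23.9 ± 0.504 FPKM (SD, n = 3) between YS and MS, a log2 fold change of 1.98 (standard error 0.36, adjusted p = 0.00644). Of 21 tested U-box domain genes, which encode ubiquitin ligases, 3 rose, 12 fell and 6 did not pass. LOC111299778 (27-like) rose by 3.27 and LOC111314441 (9-like) by 2.63, and LOC111304738 (33-like) fell from 45.0 ± 35.2 to 0.888 ± 0.0502 FPKM, a log2 fold change of -4.33 (adjusted p = 0.00144). Probable XTH protein 23 (LOC111303423) fell by 6.88 (adjusted p = 0.000329), from 335 ± 245 to 1.42 ± 0.485 FPKM. Pectinesterase 3 (LOC111274745), another member of the pectinesterase family, fell by 7.05 (adjusted p = 0.000135), and pectinesterase-like LOC111274750 by 2.45. Of 4 tested genes of the pectinesterase list, which leaves out product names that hold the word inhibitor, 2 rose and 2 fell. When the MS libraries were averaged to 1 sample, none of the 4 rose and 1 fell, with LOC111317423 and LOC111274750 among the calls lost, and of the U-box genes 2 rose and 8 fell. The U-box genes were chosen by the study on these samples, so their count is not independent evidence, and their list had an adjusted p = 0.148 with an estimated correlation.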

**Figure 6−:**
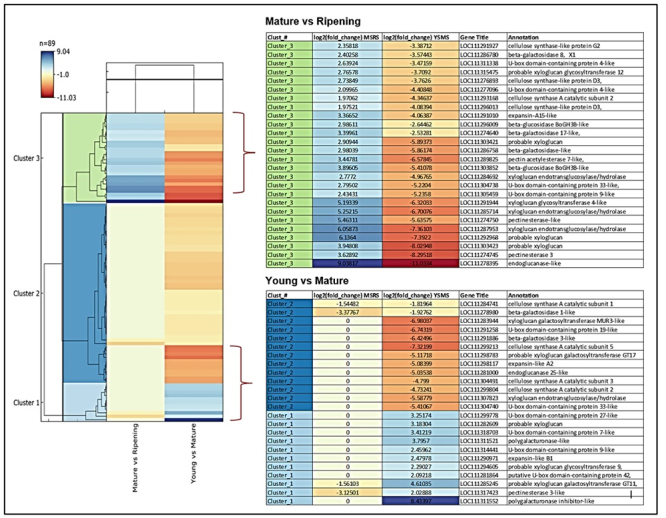
Hierarchical clustering analysis, heatmap, and key regulatory genes involved in Durian fruit softening development and ripening stage. Blue and orange bands indicate the high and low expression of genes, respectively. The color scale representing log2 fold change values is shown; young to mature stage (YSMS), young to ripening stage (YSRS), and mature to ripening stage (MSRS).

Polygalacturonase inhibitors showed the highest expression of 8-fold in the developmental stage. This plant protein can inhibit polygalacturonase (PG) enzymes in the young to mature durian growth stage. In contrast, this gene is down-regulated in the ripening stage with -8-fold expression to activate durian fruit pulp softening genes. 

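Among the 77 tested genes of Table S7, the polygalacturonase inhibitor-like gene LOC111311552 had the highest log2 fold change from YS to MS. The cellulose synthase-like gene LOC111280213 and pectinesterase 2-like LOC111304600 followed. Polygalacturonase-like LOC111311521 was at 1.89, 1.26 and 1.54 FPKM in the MS libraries, where the inhibitor stood at its peak.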

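At RS the inhibitor LOC111311552 was at 0.358 ± 0.115 FPKM (SD, n = 3), a fall from MS with a log2 fold change of -7.10 (standard error 0.18, adjusted p = 4.51e-06). This was the lowest value among the 77 tested genes of Table S7, and all 3 RS libraries, 0.413, 0.436 and 0.227 FPKM, were low. In the young pulp and in the ripening pulp it had a like level, and the change from YS to RS did not pass (log2 fold change -0.16, adjusted p = 0.732).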

It is known that expansins A affect preferentially xyloglucan-rich type-I cell walls characteristic of dicotyledonous plants (Sharova, 2007; Marowa et al., 2016). In contrast, expansins B modify type-II cell walls rich in arabinoxylans and β-glucans (Sharova, 2007). Only proteins from the alpha-expansin and beta-expansin families have been found to weaken cell walls. The roles of expansin-like A and expansin-like B, on the other hand, remain unknown. (Palapol et al., 2015). 

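Expansin-like B1 (LOC111290971) rose from 1.23 ± 1.24 FPKM at YS to 6.59 ± 0.538 at MS (SD, n = 3; adjusted p = 0.00789), and stood at 2.42 ± 1.50 at RS, where the difference from MS did not pass (-1.27, adjusted p = 0.0398). The other 3 tested expansin genes fell from YS to MS. Expansin-like A2 LOC111298117 fell from 93.4 ± 64.8 to 2.88 ± 0.517 FPKM, by 4.37, and expansin-A15-like LOC111291010 by 2.18. Expansin-like A2 LOC111308711 had 7.72 FPKM at YS and is not listed at MS. From MS to RS none of the 4 passed in limma (1 had an unadjusted p under 0.05), and without RS library 03 1 rose, while 1 fell without RS library 01. LOC111290971 and LOC111291010 did not pass with the MS libraries averaged to 1 sample.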

While doing data analysis, we found that the expansin-B is expressed in Durian with more than a 2-fold change in expression level, indicating its role in fruit pulp softening. 

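From MS to RS endoglucanase-like LOC111278395 had a log2 fold change of 5.93 (standard error 0.37, adjusted p = 9.88e-05), with a mean of 76.8 ± 32.6 FPKM at RS (SD, n = 3). Endoglucanase 25-like genes LOC111275321 and LOC111281000 had -0.69 and 0.39 and did not pass. All 3 endoglucanase genes had fallen from YS to MS, and with the MS libraries averaged to 1 sample 1 of these falls passed, that of LOC111281000. The rise of LOC111278395 did not pass in this setting either. The study picked these genes from these samples, so their count is not independent evidence, and the list, at an adjusted p of 0.0296 from YS to MS with the preset correlation, had an adjusted p = 0.180 with an estimated correlation.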

Endoglucanase also showed a high level (9-fold) of change in its expression. 

Other softening genes that showed more than 2-fold expression change in the ripening stage were pectinesterase, U-box domain, xyloglucan endotransglucosylase/hydrolase, beta-galactosidase, cellulose synthase, endonuclease 1, expansin-A (also called α-expansins), beta-glucosidase, and pectin. It appears that more genes were expressed during the ripening stage than the developmental stage of durian fruits. 

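From MS to RS no gene of the pectinesterase list rose. Pectinesterase 3-like LOC111317423 fell from 23.9 to 2.31 ± 1.72 FPKM (SD, n = 3), a log2 fold change of -3.08 (standard error 0.44, adjusted p = 0.00269). The list leaves out product names that hold the word inhibitor, such as that of LOC111314108, which is not listed at MS or in RS library 03. None of 8 tested beta-galactosidase genes passed in limma, though 3 had an unadjusted p under 0.05; LOC111286758 had 1.52 (adjusted p = 0.171) and LOC111278980 -1.41 (adjusted p = 0.000777, within the fold threshold). Of 11 tested cellulose synthase genes 1 rose, 1 fell and 9 did not pass, and the one that fell was the G2 gene LOC111280213. Of 21 U-box genes 1, LOC111304738, rose (1.59, adjusted p = 0.00969), and the list had an adjusted p = 0.732 with an estimated correlation. XTH LOC111285714 rose from 2.33 to 56.0 ± 44.4 FPKM (3.37, adjusted p = 0.0355). From YS to MS 6 of the 8 beta-galactosidase genes had fallen and none had risen, and of the 11 cellulose synthase genes 7 had fallen and 1 had risen (adjusted p = 0.148 and 0.357 with an estimated correlation). Beta-galactosidase LOC111309977 fell by 2.50 and cellulose synthase-like protein D3 LOC111296013 by 3.51. RS library 03 was lowest for many of these genes. Without it 3 pectinesterase, 3 beta-galactosidase and 4 cellulose synthase genes rose from MS to RS. The rise of a cellulose synthase gene was lost without any other 1 of the MS and RS libraries, that of LOC111285714 likewise, and that of LOC111304738 without MS library 01 or 02 or RS library 01 or 02, while 1 beta-galactosidase gene rose without MS library 02 or 03. Without YS library 02, 3 beta-galactosidase genes fell from YS to MS. With the MS libraries averaged, none of the 8 beta-galactosidase genes passed from YS to MS in limma (7 had an unadjusted p under 0.05), and of the cellulose synthase genes 3 fell and 1 rose. The calls of LOC111317423, LOC111304738 and LOC111285714 from MS to RS were lost too, and 1 cellulose synthase gene fell and none rose. The study chose these families on these samples, so the counts are not independent evidence.

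**Figure D1:**
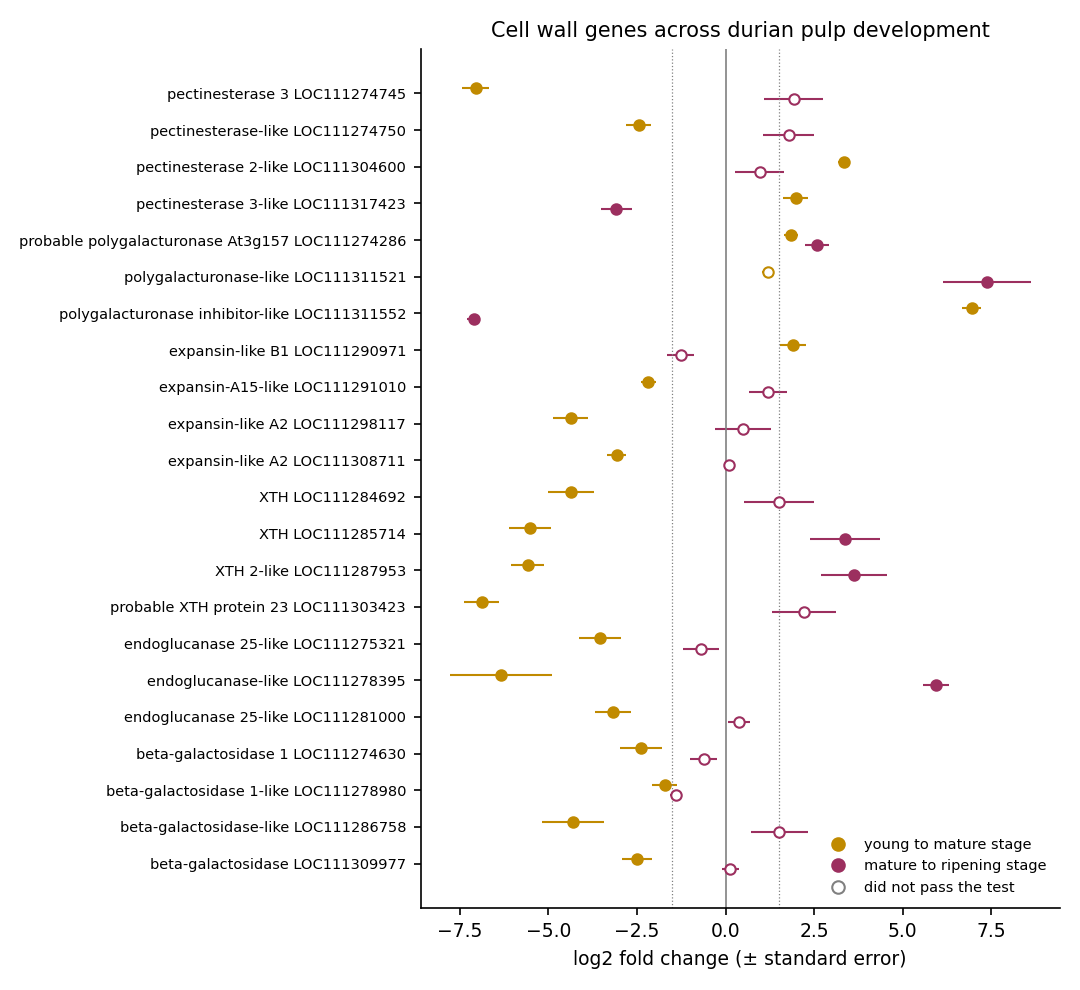
Log2 fold change of single cell wall genes from YS to MS and from MS to RS, with bars for the standard error and 3 libraries per stage. Filled points passed the test, and dotted lines mark the fold threshold of 1.5 on both sides. XTH LOC111285714 goes from -5.52 to 3.37.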

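Of the 89 genes of Table S7, 85 had a mean FPKM of at least 1 at YS, 45 at MS and 58 at RS. From YS to MS, 9 of the 77 tested genes rose, 52 fell and 16 did not pass, and from MS to RS 10 rose, 4 fell and 63 did not pass. Genes that fell first and rose later include LOC111278395 and the XTH genes LOC111287953 and LOC111285714. Polygalacturonase-like LOC111311521 rose late and the inhibitor LOC111311552 rose first and then fell. Without RS library 03, 25 of the 77 genes rose from MS to RS, and 3 to 5 without 1 of the other MS and RS libraries. With the MS libraries averaged to 1 sample 4 rose and 22 fell from YS to MS, and from MS to RS 1 rose and 1 fell. Table S7 was put together from these samples, so its counts are not independent evidence, and its adjusted p = 0.0827 with an estimated correlation from YS to MS and 0.732 from MS to RS.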

### Ethylene synthesis and signal transduction pathway in Durian

The molecular level of ethylene-controlled ripening in Durian has not been investigated in detail. Most of the studies conducted refer to a single gene or a single family of genes. The genes involved in ethylene biosynthesis and signal transduction are significantly important in the growth and development of Durian fruit. Ethylene biosynthesis is essential for the ripening of fruits; hence, the data were analysed to study the genes involved in this process. Durian shows a burst of respiration and a gaseous hormone ethylene biosynthesis at the beginning of its ripening, which regulates the fruit-maturing aspects.

The genes involved in ethylene biosynthesis, signalling pathway, and regulatory response process were identified from the transcriptome data (Table S8). 

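The 3 tested genes of S-adenosylmethionine synthase, the enzyme that makes the precursor of ethylene, had their highest mean FPKM at YS. LOC111279193 fell from 579 ± 317 FPKM at YS to 10.4 ± 0.675 at MS (SD, n = 3), a log2 fold change of -5.45 (standard error 0.49, adjusted p = 0.000571). At RS it was at 29.5 ± 5.83 FPKM, and its log2 fold change from MS of 1.40 (standard error 0.21, adjusted p = 0.00336) lay within the fold threshold. Rescaled by size factors, it passed. LOC111304951 fell from 49.0 ± 1.27 FPKM at MS to 12.7 ± 7.14 at RS (-2.05, adjusted p = 0.0138), but not without RS library 03 (-1.49), without any 1 of the MS libraries or with these averaged, among other settings. The remaining gene, LOC111293717, fell from YS to MS by 1.98, which did not pass with the MS libraries averaged, and had 0.07 from MS to RS. Of the 3 genes, 2 fell from YS to MS (adjusted p = 0.247 with an estimated correlation).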

S-adenosyl-L-methionine (SAM) synthase converts methionine to SAM with a 2-fold expression during fruit ripening (Bouzayen et al., 2010). Several genes linked with ethylene biosynthesis have been identified with six ACS gene members. The ACS genes are involved in converting SAM to 1-aminocyclopropane-1-carboxylic acid (ACC) with 2-fold expression in both stages. 

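Of the ACS genes, 3 could be tested, and none passed from YS to MS in limma (1 had an unadjusted p under 0.05). LOC111304783, the most abundant, had 16.4 ± 14.9 FPKM at YS, 51.5 ± 1.74 at MS and 86.3 ± 31.8 at RS (SD, n = 3). Its log2 fold changes were 2.13 (standard error 0.76, adjusted p = 0.0629) from YS to MS and 0.66 (standard error 0.29, adjusted p = 0.113) from MS to RS. From YS to RS it rose by 2.79 (adjusted p = 0.0205), but not without RS library 03 or without a filter. Without YS library 01, 1 of the 3 genes rose and 1 fell from YS to MS. LOC111300706 fell from MS to RS, a log2 fold change of -1.51 (adjusted p = 0.00192), a call that did not hold without RS library 03 (-1.38) or MS library 03, after rescaling by size factors or with the MS libraries averaged, among other settings, and LOC111313897 had -1.10 and 0.78. The YS libraries held 31.9, 2.32 and 14.8 FPKM of LOC111304783.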

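Of 6 tested genes of ACC oxidase (ACO), which releases ethylene from its precursor, 1 rose, none fell and 5 did not pass from MS to RS. The one that rose, LOC111314546, had 38.6 ± 13.9 FPKM at YS, 1.05 ± 0.340 at MS and 19.6 ± 10.1 at RS (SD, n = 3). Its log2 fold change from MS to RS was 3.19 (standard error 0.43, adjusted p = 0.00231), after a fall from YS to MS of 4.22 (adjusted p = 0.000328). LOC111306707 took the other course. It rose from YS to MS by 2.30 (adjusted p = 0.000474) and had -0.83 from MS to RS. In LOC111296866 the log2 fold change from MS to RS was 1.92 (standard error 0.74, adjusted p = 0.0787). Without RS library 03, 2 genes rose in this step. The late rise of LOC111314546 and the early rise of LOC111306707 did not pass with the MS libraries averaged to 1 sample. Over the list, which the study chose, camera gave an adjusted p = 0.639 with an estimated correlation from MS to RS.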

Most 1-Aminocyclopropane-1-Carboxylic Acid Oxidase (ACO) genes with high expression of 4-fold increase were identified at the stage of ripening. This ACC oxidase is known to play a role in converting ACC to ethylene (Bouzayen *et al.,* 2010).

In addition to this, an array of genes that are associated with ethylene signal transduction have been identified in this study. 

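Of 5 tested ethylene receptor genes, 3 rose from YS to MS and the same 3 fell from MS to RS. The other 2 did not pass and had negative values in both steps. Among them ethylene response sensor 1-like LOC111305038 had -1.49 and -0.95, and it fell from YS to MS after rescaling by size factors and without YS library 01. Ethylene receptor 2-like LOC111279153 had 25.5 ± 11.3 FPKM at YS, 258 ± 2.64 at MS and 19.4 ± 8.79 at RS (SD, n = 3), and LOC111306700 had 46.8 ± 11.7, 330.2 ± 1.94 and 62.1 ± 38.0. LOC111279153 rose by 3.40 (adjusted p = 0.000912) and fell by 3.78 (adjusted p = 0.000463). The genes of EIN3-binding F-box protein 1, which takes part in the breakdown of EIN3, also rose and then fell. LOC111284689 and LOC111303272 rose by 1.95 and 2.72 and fell by 2.23 and 1.67. Of 14 tested MAP kinase cascade genes 1 rose, 9 fell and 4 did not pass from YS to MS, and from MS to RS 3 rose and 11 did not pass. Mitogen-activated protein kinase 3 (LOC111284718) fell by 2.29 and then rose by 1.93 (adjusted p = 0.00103 and 0.000223). RS library 03 and the near-equal MS libraries bear on these calls. The late fall of LOC111303272 did not pass without RS library 03 (-0.98), without any 1 of the MS libraries or after rescaling by size factors, among other settings. Averaged to 1 sample, the MS libraries left 1 receptor gene that rose and 1 that fell, and none of the F-box calls and none of those of LOC111306700 passed. Of the MAP kinase genes none rose and 4 fell from YS to MS, and none passed from MS to RS in limma (3 had an unadjusted p under 0.05). The study chose the genes on these samples, so the counts are not independent evidence. For the MAP kinases the adjusted p = 0.0827 with an estimated correlation from YS to MS and 0.639 from MS to RS, and for the receptors 0.359 from YS to MS and 0.639 from MS to RS.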

Fifteen selected gene family members of mitogen-activated protein kinase (MAPK) and genes linked to transcription factors such as EIN3, ethylene-like receptor, protein kinase constitutive triple response1 (CTR)-like were identified and grouped under the ethylene signalling pathway (Binder, 2020). The ethylene signal transduction pathway has been extensively studied in fruits as ethylene affects fruit’s post-harvest physiology and storage requirements (Binder, 2020). The ethylene response factors (ERFs) that act downstream are the last component of the ethylene signalling pathway to regulate the ethylene-responsive gene’s expression. ERFs have been reported to play essential roles in plant development, flower abscission, fruit ripening, and defence responses (Gao et al., 2020). Fifty-six ERF members expressed the ethylene signalling pathway to regulate the ethylene response for the developmental and ripening processes. 

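Of 45 tested ERF genes 4 rose, 31 fell and 10 did not pass from YS to MS, and from MS to RS 6 rose, 3 fell and 36 did not pass. LOC111280307 fell from 859 ± 507 FPKM at YS to 36.3 ± 1.46 at MS and rose to 199.6 ± 54.8 at RS (SD, n = 3), with log2 fold changes of -4.26 (standard error 0.55, adjusted p = 0.00195) and 2.39 (standard error 0.23, adjusted p = 0.000523). LOC111292116 took the same course (-2.85 and 2.04), and LOC111290490 fell from 187 ± 211 to 0.0854 ± 0.0799 FPKM and was at 0.334 ± 0.367 at RS. A smaller group rose early. LOC111306880 went from 21.5 ± 32.3 FPKM at YS to 536 ± 14.1 at MS, a log2 fold change of 5.91 (standard error 1.11, adjusted p = 0.00713), and LOC111314102 rose by 2.90. Both had no further call at RS (0.38 and -0.52). Without RS library 03, 12 ERF genes rose from MS to RS. With the MS libraries averaged, 2 rose and 13 fell from YS to MS and none passed from MS to RS in limma (7 had an unadjusted p under 0.05), and the early rise of LOC111314102 was among the calls lost. Adjusted over the list alone 5 rose and 33 fell from YS to MS. The study drew the list from these samples, so it is not independent evidence. In camera its adjusted p = 0.0827 with an estimated correlation from YS to MS and 0.732 from MS to RS. With the preset correlation these were 3.84e-07 and 0.0014.

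**Figure D2:**
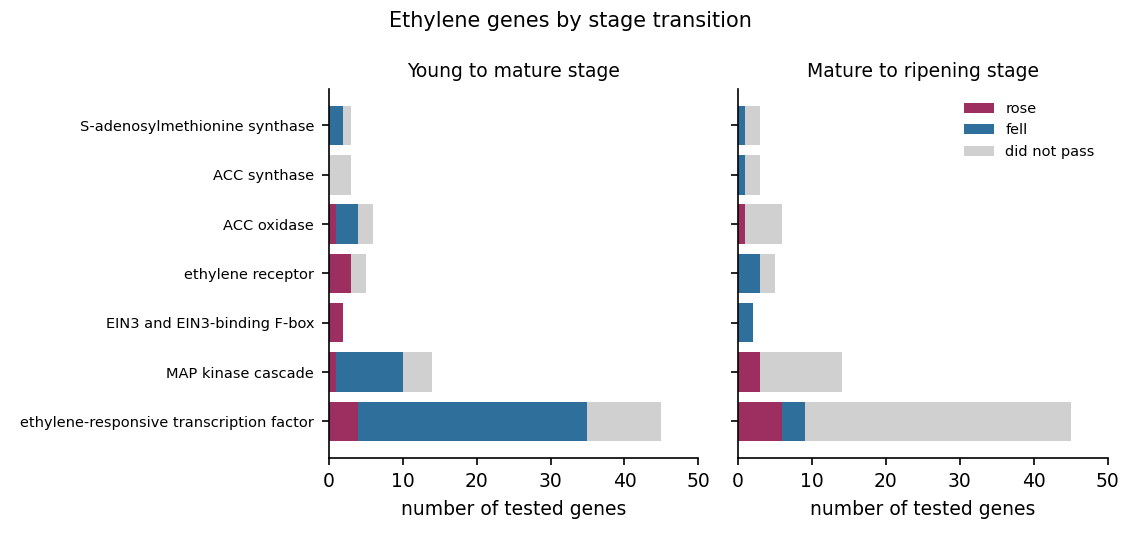
Number of tested genes of each ethylene list that rose, fell or did not pass the test, from YS to MS and from MS to RS, with 3 libraries per stage. The bars start at 0. Of the 45 ERF genes 31 fell in the first transition and 6 rose in the next.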

ERFs mediate the ethylene-dependent ripening gene responsible for the Durian fruit’s significant texture, flavour, and taste (Binder, 2020; Thirugnanasambantham et al., 2015). We have presented the ethylene synthesis and signal transduction pathway for a simplified explanation purpose (Figure 7).

**Figure 7−:**
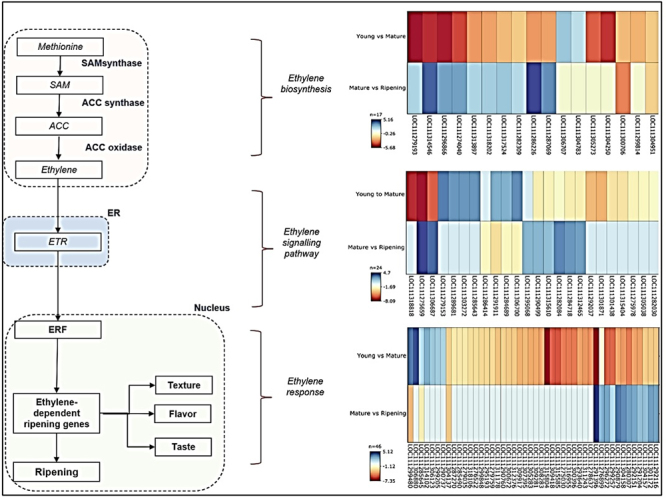
Selected members of gene families involved in ethylene biosynthesis and signal transduction in durian fruit during its developmental and ripening stages. The colour scale is representing the log2 fold change values.

### Role of MGL genes and VSC production in Durian`

To study the biological process related to the Durian fruit’s strong aroma, the heatmap analysis between isoforms of MGL (methionine gamma-lyase-like) gene responsible for volatile sulphur compounds (VSC) production was carried out. The VSCs have been identified as important factors determining the degree of aroma and taste of Durian fruit pulp. MGL enzymes break methionine and cysteine into methanethiol, ethanethiol, and ethionine (Fischer and Steinhaus, 2019). 

MGL genes produce VSC. Durian fruit is unique in the sense of its aroma conferred by VSCs. A study on the Durian genome reveals the presence of four copies of MGL, which contributes to making the Durian fruit pulp aroma strong (Teh et al., 2017). There are two main groups of volatile compounds; sulfur-containing volatiles, such as thiols, disulfides, trisulfides, and esters associated with a fruity aroma. MGL genes control the VSCs level. A distinctive sulfuric aroma can be smelled in durian fruit pulp due to VSCs produced by the MGL enzyme (Teh *et al.,* 2017). Seven low molecular weight sulfurs containing compounds are reported in durian fruit pulp, including hydrogen sulphide, methanethiol, ethanethiol, and propane-1-thiol (Cannon and Ho, 2018). 

While annotating transcripts, we noticed that Durian fruit pulp contains five different MGL isoforms expressed in three different stages of growth, YS, MS, and RS. 

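The methionine gamma-lyase (MGL) genes of the tables lie at 3 places of the assembly the authors used. LOC111315809 (3565731 to 3568615), LOC111308026 (3570028 to 3572662) and LOC111308047 (3581169 to 3583629) lie close together on scaffold NW_019167827.1, all on the plus strand. LOC111287425 lies on scaffold NW_019167838.1 (5242250 to 5244891) and LOC111290112 on scaffold NW_019168381.1 (5847968 to 5850211). Reads that neighbouring copies share can be assigned to either, and this was not tested. LOC111287425 had 0.644 ± 0.345 FPKM at RS (SD, n = 3).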

One outlier of the MGL gene, *MGLc* (LOC111287425), is found in the early stage of Durian fruit pulp. 

A Heatmap showing the gene abundance of MGL isoforms (FPKM) in YS, MS, and RS is depicted in Figure 8. This heatmap was generated using StringTie. The abundance of each reference gene was estimated with StringTie. The output of FPKM (Fragment per kilobase) and TPM (Transcript per kilo base million) values were calculated based on the normalisation of the sequencing depth and gene length. The highest FPKM or TPM value was considered the most abundant genes for the particular sample. FPKM and TPM values were used to compare the relative gene expression levels within a sample.

**Figure 8−:**
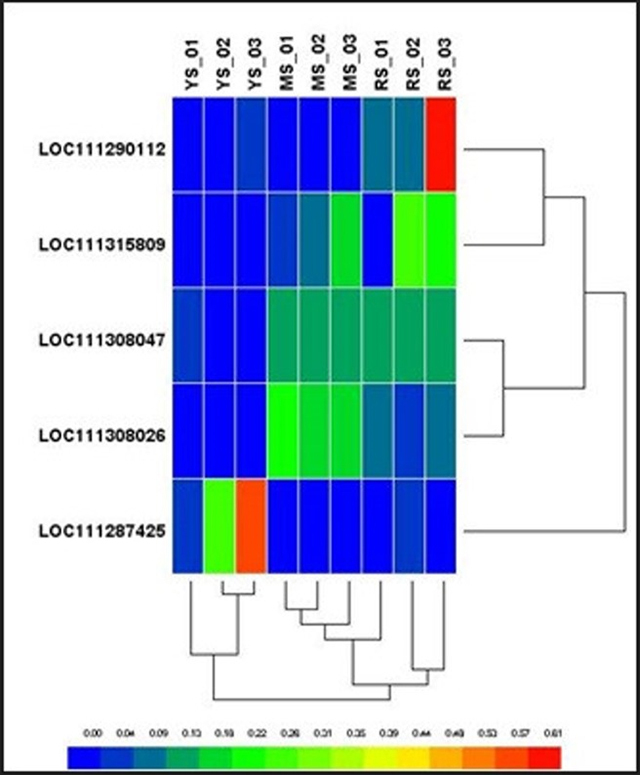
Heatmap showing the expression of MGL (Methionine gamma lyases) gene isoforms in three different growth stages of durian fruit pulp. YS represents for the young stage; MS represents the mature stage, and RS represents ripening stage. The FPKM value and Pearson’s distance are used as the metric.

We found that durian fruits possess various isoforms of the MGL genes. The MGL gene isoforms are abundantly expressed. The transcripts were found in young, mature, and ripening fruit pulp samples. 

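Of the 5 MGL genes, LOC111308026 rose from 0.274 ± 0.385 FPKM at YS to 8.53 ± 0.829 at MS (SD, n = 3), a log2 fold change of 2.94 (standard error 0.25, adjusted p = 0.00049). The table of YS library 02 does not list it, and the call ended with 5 added to each FPKM. LOC111290112 had 1.69 and 3.02 FPKM in YS libraries 01 and 03, was not listed in YS library 02, and had 1.93, 0.981 and 1.68 in the MS libraries, and its log2 fold change between these stages was 0.18 (standard error 0.50, adjusted p = 0.801). LOC111287425 was found in all YS and RS libraries but in no MS library.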

In young, mature, and ripened fruit pulp samples, *Durio zibethinus* methionine gamma-lyase-like (LOC111287425), transcript variant X1, mRNA, *D. zibethinus* methionine gamma-lyase-like (LOC111308026), transcript variant X3, misc_RNA, and *D. zibethinus* methionine gamma-lyase-like (LOC111290112), partial mRNA, were found, respectively. MGL genes abundantly expressed in the mature and ripening stage were *D. zibethinus* methionine gamma-lyase-like (LOC111308047), mRNA, and *D. zibethinus* methionine gamma-lyase-like (LOC111315809), mRNA. 

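LOC111308047 held 98.2% of the summed FPKM of the 5 MGL genes at YS, 99.5% at MS and 98.8% at RS. Its FPKM was 507 ± 507 at YS and 2177 ± 21.1 at MS (SD, n = 3), and the mean at RS was 2089. It rose from YS to MS with a log2 fold change of 2.61 (standard error 0.69, adjusted p = 0.0243), with 1086, 142 and 294 FPKM in the YS libraries. This rise did not pass without a filter, without YS library 03, without any 1 of the MS libraries or with the MS libraries averaged. LOC111315809 was at most 0.142 FPKM in any library, below the minimum for the test. Its mean was 0.00597 ± 0.00536 at YS, 0.0614 ± 0.0348 at MS and 0.0858 ± 0.0755 at RS, where the table of RS library 01 does not list it.

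**Figure D3:**
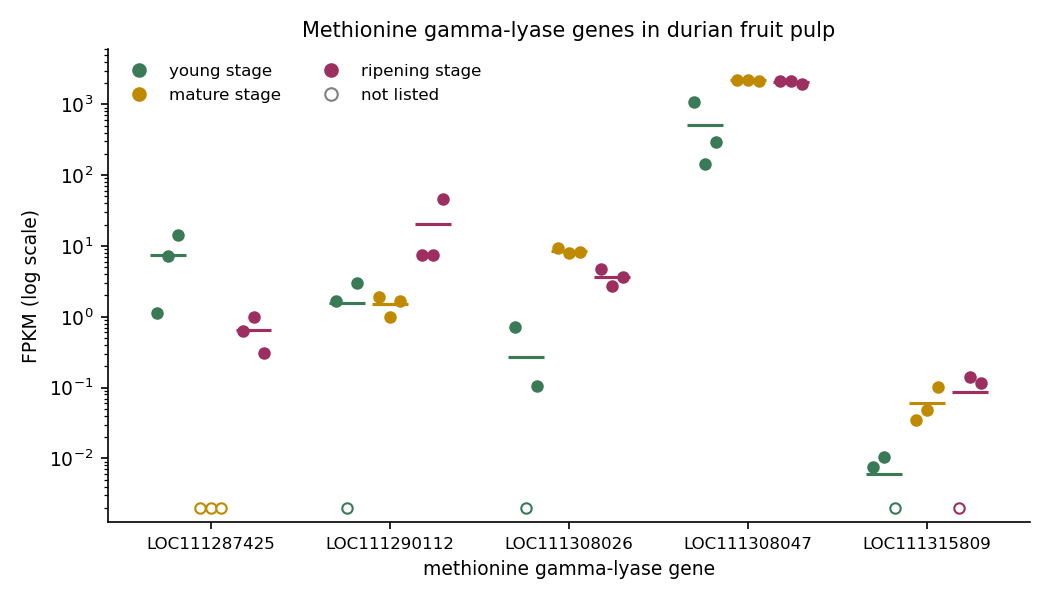
FPKM of the 5 MGL genes in each of the 9 libraries, on a log axis, with lines at the stage means. Open circles at the bottom are libraries that do not list the gene. LOC111308047 stands above the others in each library, and LOC111290112 is not listed in YS library 02.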

The correlation matrix was performed to compare the five MGL gene copies to observe its expression value in three developmental stages. There were two major clusters, major cluster 1 (C1) comprised of 2 minor clusters (C1a and C1b). Major cluster 2 comprised of C2, the outlier. 

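LOC111290112, the gene beside LOC111315809 in cluster C1a of Fig. 8, rose from MS to RS with a log2 fold change of 2.59 (standard error 0.66, adjusted p = 0.0233), to 20.5 ± 22.6 FPKM (SD, n = 3). RS library 03 held 46.6 FPKM and libraries 01 and 02 held 7.54 and 7.38. Without RS library 03 the value was 1.76, and the rise did not pass without a filter, with the MS libraries averaged or without any 1 of them. LOC111315809 held 0.142 and 0.115 FPKM in RS libraries 02 and 03, and no library reached the FPKM minimum.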

C1a showed a relationship between *MGLa1* and *MGLa2.* Both MGL genes in cluster C1a showed a varying high level of expression value in the ripening stage. While C1b comprises MGLb1 and MGLb2, it showed a similar expression pattern from the mature to ripening stage. 

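In cluster C1b of Fig. 8, LOC111308047 had a log2 fold change of -0.06 (standard error 0.10, adjusted p = 0.633) from MS to RS and did not pass, and 0.47 after rescaling by size factors, where it did not pass either. LOC111308026 was at 3.69 ± 1.00 FPKM at RS (SD, n = 3), a log2 fold change from MS of -1.04 (standard error 0.24, adjusted p = 0.0169), within the fold threshold. Whether both genes differ in this change was not tested.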

MGL genes were up-regulated from the mature to the ripening stage. 

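From MS to RS 1 of 4 tested MGL genes rose, LOC111290112, and 3 did not pass. Without any 1 of the MS libraries, or with these averaged, none rose in limma (1 had an unadjusted p under 0.05 in the average). The FPKM of the 5 genes added up to 516 ± 503 at YS, 2187 ± 21.4 at MS and 2114 ± 94.4 at RS (SD, n = 3). The log2 ratio of these sums was 2.08 from YS to MS and -0.05 from MS to RS, and 0.56 from MS to RS after rescaling by size factors. Without YS library 01 it was 3.25 from YS to MS.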

There were two transcripts under *MGLb2*; namely XM_022906389.1 and XM_022906396.1. Major cluster C2 was an outlier, as this MGL gene, *MGLc,* showed an uneven expression level only in the young stage of growth. This gene was downregulated in the mature to ripening stage. 

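At RS the libraries held 0.628, 0.997 and 0.308 FPKM of LOC111287425, and none of the MS libraries lists it. The change from MS to RS, upward, had an adjusted p of 0.0177 and lay within the fold threshold.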

Under this gene, there were three transcripts; XM_022877994.1, XM_022878003.1 and XM_022877983.1. 

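Among the MGL genes LOC111308047 was highest in every library, with 2192, 2187 and 2153 FPKM at MS and 2154, 2159 and 1954 at RS. The next highest gene of the family at RS was LOC111290112.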

Overall, the highest-level expression value of the MGL gene was expressed in *MGLb1* in the transition stage from mature to ripening.

The structural analysis of MGL proteins published in the 2018 International Conference on Tropical Fruit Pests and Diseases suggests that all four MGL genes in Durian have 89 % to 93 % similarity at the protein sequence level. Phylogenetic analysis demonstrated that the MGL genes in Durian are evolutionary-related with high genetic diversity, separating MGLb_1 into different clades (Yusof, 2018). The active sites in MGL protein sequences are highly conserved. However, the regions proximal to the active sites in MGLb_1 showed more residue substitutions than others. Their sequence analysis also showed that LOC111315809, MGLb_1 (accession number XP_022773569) contained more residue substitutions than other MGL genes. This gene expression was highly abundant in the ripening stage, suggesting that it produces more VSCs than other isoforms.

Furthermore, they also suggested some possible residue substitutions in MGLb_1 that may affect the activity of MGL in the recognition and elimination of methionine, which eventually contributes to the pungent odour of ripening Durian fruit (Yusof, 2018). Our findings were similar. *MGLa2 (*LOC111315809) was expressed abundantly in the ripening fruit pulp tissue samples. These findings explain why the strong aroma of Durian is felt when fruit reaches the ripening stage. 

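For the step to ripening pulp, the deposited values give 1 MGL gene that rose (LOC111290112), a dominant gene without a called change (LOC111308047), and LOC111315809 near the lower end of the measured range. The sulfate transporter LOC111294357 fell over the same step, and cysteine synthase 2-like LOC111287927, which makes cysteine, went from 57.2 ± 2.57 to 18.1 ± 2.03 FPKM (SD, n = 3), a log2 fold change of -1.61 (standard error 0.16, adjusted p = 0.00069), after a rise of 4.37 from YS to MS. Its late fall did not pass after rescaling by size factors or with the MS libraries averaged, among other settings. The paper reasons that MGL enzymes release volatile sulphur compounds and that LOC111315809 was abundant in ripening pulp. It also cites earlier sequence work, by which residue substitutions in the protein of this gene may alter MGL activity. From these points it concludes that MGL expression explains the strong aroma at the ripening stage.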

## Discussion

This paper describes the use of next-generation sequencing (Hi-Seq Platform) to understand the molecular attributes of Durian fruit in its young, mature, and ripen stages. A better understanding of how these processes are genetically regulated will facilitate the potential capacities and development of effective strategies to improve local durian fruits by identifying key regulatory genes and their manipulation using genetic engineering tools (Husin et al., 2018). 

We have used three different mapping tools, CLC (Aarhaus, 2015), Top Hat (Trapnell et al., 2009), and HISAT2 (Kim and Yang, 2015), to map the reads against the Durian Reference Genome. A comparison of these mapping tools showed that HISAT2 is a highly sensitive approach to mapping transcriptome data to the Durian Reference Genome, with the highest mapping rate of 95 % (Sutthacharoenthad et al., 2019). Differential expression analysis has revealed a different number of Durian DEGs for all used tools (CLC, CuffDiff, DESEq2, and edgeR) specific to their level of developmental stages in differential expression analysis. The reason is mainly due to the different statistical methods unique to each tool, and the number of mapped reads specific to the tools used is not determined by high or low mapping rates. We have learned from our results that higher rates of mapping do not indicate a higher DEG identification. Venn analysis was carried out further to find the overlapped DEGs identified by four different tools used. As a result, a comparison of the top 50 highly significant genes revealed the similarities and dissimilarities between these four pipelines. Therefore, it is advantageous to combine the results of different tools to obtain a more detailed and reliable DEGs results output. 

Previous studies published by other research groups also support selecting top candidate genes to explore further using several tools for identifying DEGs (Costa-Silva et al., 2017; Raplee et al., 2019). Schurch et al. (2016), recommended to use edgeR for samples of less than 12 replicates due to the superior combination of a truly positive and false positive. DESeq2 is recommended to use for higher replicates of samples. Only DESeq2 and edgeR (TMM) can maintain a reasonable false-positive rate in the presence of top-count genes without any loss of power. 

Results suggest that the total number of identified up and down-regulated expressed genes in all groups is higher using DESeq2 and edgeR compared with CLC and CuffDiff. The highest range of overlapping gene similarities between DESEq2 and edgeR is 72.1-85.4 %. Unknown genes and functions dominate most of the top DEGs associated with DESeq2 and edgeR. These obscure results need further research work using both tools in the identification of novel genes. 

DESeq2 and edgeR tools identified the highest number of up-regulated genes compared to other tools in the transition of young to mature and mature to the ripening stage. EdgeR has successfully identified the highest number of DEGs in up and down-regulated genes in the transition from mature to ripening compared with other tools. For comparative functional analysis and validation between four tools, the top 50 DEGs in up and down-regulated were selected from each tool. The function of the top significant genes between stages shows almost similar patterns. The most common up-regulated genes were involved in cell wall development, cell membrane and cytoplasm, and defence activation in early fruit growth. In the late stage of growth, the most common up-regulated genes were involved in the critical process of growth and development, regulated organ development, stress, defence against pathogen attack, and disease resistance. 

Transcriptome analysis also revealed that genes associated with cell wall softening, such as polygalacturonase, pectin, etc., were significantly up-regulated at the ripening stage of 127 DPA. 

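A further polygalacturonase gene, LOC111274286 (probable polygalacturonase At3g15720), rose in both steps, from 0.0474 ± 0.0820 FPKM at YS to 2.82 ± 0.661 at MS and 22.8 ± 9.19 at RS (SD, n = 3). Its log2 fold changes were 1.85 (standard error 0.19, adjusted p = 0.000934) and 2.57 (standard error 0.34, adjusted p = 0.00215). Both tested polygalacturonase genes rose from MS to RS. With the MS libraries averaged to 1 sample neither step of LOC111274286 passed.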

To delay durian fruit pulp softening, inhibiting PG activity was found in 90 DPA of the Durian’s developmental stage. The essential genes expressed in the ethylene biosynthesis system responsible for Durian ripening were also identified. Interestingly, the transcriptome data analysis suggests that there are five isoforms of the MGL gene, and these isoforms are expressed in Durian fruit pulp tissues during developmental and ripening stages. The MGL and ACS are essential genes. Sugar is one of the essential biochemical components that determine fruit quality. A series of enzymes control starch and sucrose metabolism during durian fruit development and maturation (See Table S9). 

Jackfruit (*Artocarpus heterophyllus* Lam.) is closely related to the Durian fruit. Researchers working on jackfruit have examined how its perianth transcriptomes and metabolites are related to sugar metabolism. They found 17 sugar metabolic genes involved in the starch and sucrose metabolism pathway in ripened jackfruit (Hu et al., 2016). Some of the genes identified in jackfruit are also expressed in Durian fruit pulp tissue. 

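All 3 tested genes of starch synthesis rose from YS to MS. The 1,4-alpha-glucan-branching enzyme 2-1 gene LOC111314672 rose from 0.881 ± 0.202 to 6.21 ± 0.343 FPKM (SD, n = 3), a log2 fold change of 1.94 (standard error 0.18, adjusted p = 0.000623), and a glucose-1-phosphate adenylyltransferase gene, LOC111316856, by 2.40. Both tested genes of the hexokinase and fructokinase list, which was drawn by product name, rose as well. Hexokinase-3-like LOC111303941 went from 4.10 ± 1.55 to 24.7 ± 1.02 FPKM (2.37, adjusted p = 0.000924) and fructokinase-like 1 LOC111293926 from 0.845 ± 0.494 to 6.37 ± 0.903 (2.03, adjusted p = 0.00165). With the MS libraries averaged to 1 sample, the starch genes LOC111316856 and LOC111291600 and hexokinase-3-like LOC111303941 did not pass. With 5 added to each FPKM LOC111314672, LOC111291600 and LOC111293926 did not pass. The genes come from the study's own table on these samples, so the counts are not independent evidence, and the starch synthesis list had an adjusted p = 0.148 with an estimated correlation.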

The commonly expressed genes, namely 1,4-alpha-glucan-branching enzyme 2-1, chloroplastic/amyloplastic-like, fructokinase-like 1, chloroplastic, and hexokinase-3-like, are expressed during the transition from young to mature stage. Similarly, during the transition from the mature to ripening stage, genes, namely hexokinase-3-like, sucrose-phosphatase 2-like, probable sucrose-phosphate synthase 1, glucan endo-1,3-beta-D-glucosidase-like, and fructokinase-like 1, chloroplastic are also expressed in Jackfruit (Hu *et al.,* 2016). 

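No gene of the hexokinase and fructokinase list or of sucrose metabolism passed from MS to RS in limma, though both genes of each list had an unadjusted p under 0.05. Hexokinase-3-like LOC111303941 had a log2 fold change of -1.36 (standard error 0.37, adjusted p = 0.0288) and fructokinase-like 1 LOC111293926 -1.48 (standard error 0.21, adjusted p = 0.00252), both negative and within the fold threshold. Leaving out MS library 01 or 02 or RS library 01 or 02 gave 1 gene of the hexokinase and fructokinase list that fell. Sucrose-phosphatase 2-like LOC111311629 had 1.36 (adjusted p = 0.00584) and probable sucrose-phosphate synthase 1 LOC111286073 0.71 (adjusted p = 0.0116). LOC111311629 passed after rescaling by size factors, and 1 sucrose gene passed without RS library 03. Of 18 tested genes of Table S9, 2 rose, 3 fell and 13 did not pass, and without RS library 03 5 rose and 1 fell. Without MS library 02 or 03 1 rose, and with the MS libraries averaged none passed in limma (8 had an unadjusted p under 0.05). Of the starch synthesis genes 2 fell, LOC111316856 (-1.63) and LOC111291600 (-1.53), and neither passed after rescaling by size factors, without RS library 03 or with the MS libraries averaged. None of 5 starch breakdown genes passed in limma, though 4 had an unadjusted p under 0.05. After rescaling by size factors, after quantile normalization and with TPM 2 rose. Without RS library 03 3 rose, and 1 without MS library 01 (adjusted p = 0.464 for the list in camera with an estimated correlation).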

As a whole, this study has successfully provided the transcriptome data and gene expression data specific to young, mature, and ripened developmental stages of Durian fruit pulp. The research findings reported in this paper will serve as preliminary genomics expression data, which may be helpful in developing a new strategy for genetic engineering to create a new Durian variety with desirable traits beneficial for consumers and Durian growers. 

## Supplementary material

The following online material is available for this article:

Figure S1 - Experimental design of the study.

Figure S2 - The comparative Principal component analysis (PCA) plot of the samples at young, mature, and ripening stages.

Table S1 - Differentially up-regulated expressed genes between the young stage and mature stage of durian fruit pulp.

Table S2 - Differentially down-regulated expressed genes between the young stage and mature stage of durian fruit pulp.

Table S3 - Differentially up-regulated expressed genes between the mature stage and ripening stage of durian fruit pulp. We used FDR:

Table S4 - Differentially down-regulated expressed genes between the mature stage and ripening stage of durian fruit pulp.

Table S5 - Categorisation of expressed genes to Gene Ontology terms in YS//MS, YS/RS, and MS/RS.

Table S6 - KEGG pathway term distribution of expressed genes in YS/MS, YS/RS, and MS/RS.

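Tables S7 and S8 list a fold change per gene for the softening and the ethylene genes. For YS to MS the 174 values that are not 0 lie at a median distance of 0.0547 from the log2 ratio of the mean FPKM of the stages, and all have its sign. For MS to RS the 69 such values lie at a median distance of 0.408 from the ratio of the FPKM as deposited and 0.0552 after rescaling by size factors. Both tables hold log2 ratios of mean FPKM without a pseudocount, and values on the scale of limma, with 1 added to each FPKM, are smaller in size. Polygalacturonase inhibitor-like LOC111311552 and endoglucanase-like LOC111278395 are among the genes listed.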

Table S7 - Heatmap results for softening genes.

Table S8 - Heatmap results for signal transduction.

Table S9 - Genes and metabolising enzymes involved in starch and sucrose metabolism pathway.

# Supplementary material for: Transcriptome analysis during fruit developmental stages in durian (Durio zibethinus Murr.) var. D24
**Source:** Genet Mol Biol. 2023 Jan 6;45(4):e20210379. doi: 10.1590/1678-4685-GMB-2021-0379
**Supplement:** Figure S1 -

## Supplementary Material to “Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24”

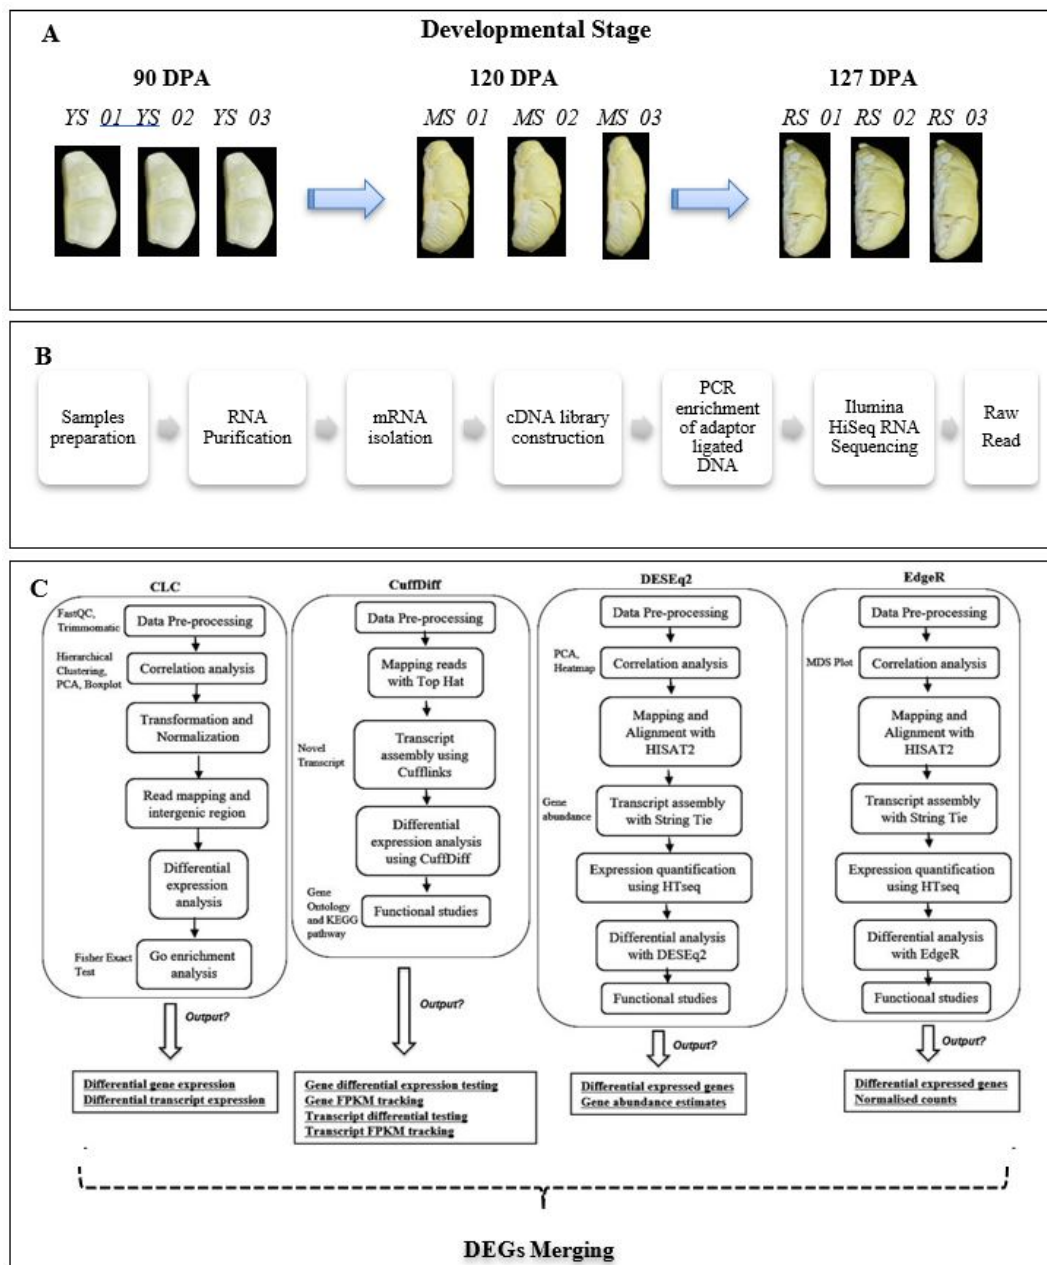

**Figure S1** – Experimental design of the study. (A) The nine samples, a biological triplicate of 90 days post-anthesis (DPA), 120 DPA, and 127 DPA, were used in the transcriptome study. (B) Wet lab experimental workflow, and (C) overview of transcriptome analysis approach using the combined methods.

# Supplementary material for: Transcriptome analysis during fruit developmental stages in durian (Durio zibethinus Murr.) var. D24
**Source:** Genet Mol Biol. 2023 Jan 6;45(4):e20210379. doi: 10.1590/1678-4685-GMB-2021-0379
**Supplement:** Figure S2 -

Supplementary Material to “Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24”

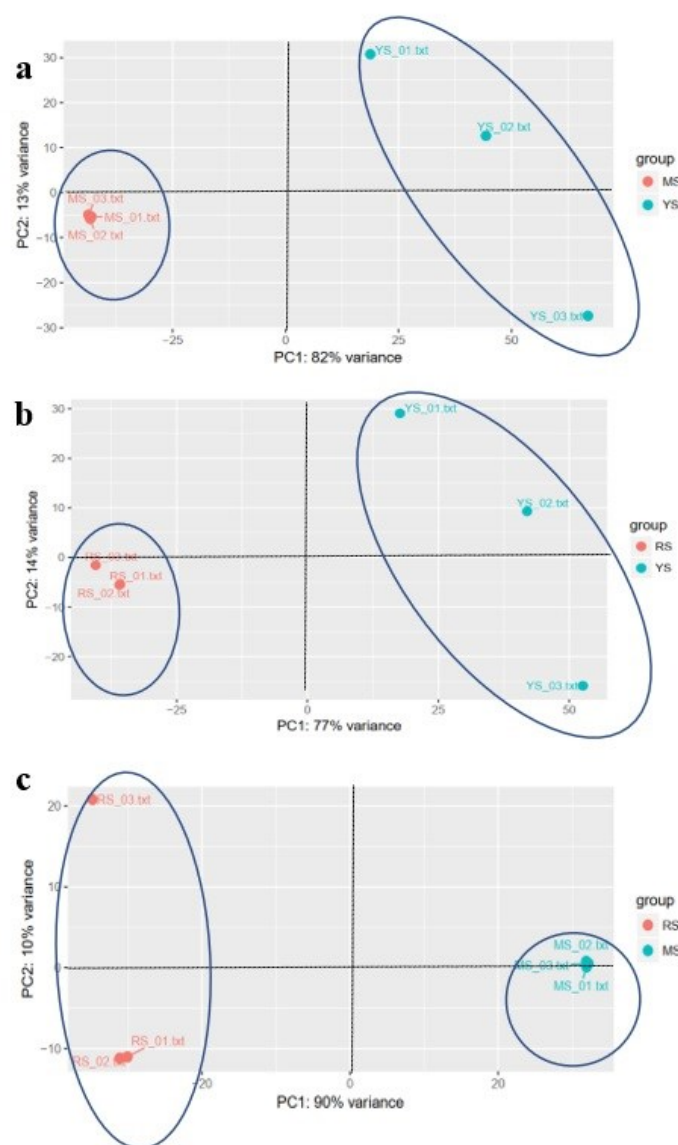

Figure S2 – The comparative Principal component analysis (PCA) plot of the samples at young, mature, and ripening stages. Each replicate was plotted as an individual data point. This type of plot was useful for visualising the overall effect of experimental covariates and batch effects. The percentage of variance indicates how much variance was determined by PC1 and PC2. (a: Young Stage vs Mature Stage (YS/MS), b: Young Stage vs Ripening Stage (YS/RS), c: Mature Stage vs Ripening Stage (MS/RS).

# Supplementary material for: Transcriptome analysis during fruit developmental stages in durian (Durio zibethinus Murr.) var. D24
**Source:** Genet Mol Biol. 2023 Jan 6;45(4):e20210379. doi: 10.1590/1678-4685-GMB-2021-0379
**Supplement:** Table S1 -

Supplementary Material to “Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24”

Table S1 - Differentially up-regulated expressed genes between the young stage and mature stage of durian fruit pulp. We used FDR: <0.05, Log 2 fold change >1.5 and <-1.5.

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111285147	membrane-anchored ubiquitin-fold protein 3-like	13.3352889	0.04012651
LOC111318243	cytochrome b5-like	12.5541173	0.02234778
LOC111304600	pectinesterase 2-like	11.22367883	8.13E-26
LOC111293884	bZIP transcription factor TGA10-like, transcript	11.20479892	3.42E-25
LOC111298007	probable serine/threonine-protein kinase BSK3	11.1190365	0.00487093
LOC111278395	endoglucanase-like	10.872028	0.02831135
LOC111277078	uncharacterized LOC111277078	10.8154348	0.00101408
LOC111274386	ABC transporter C family member 13	10.7658514	0.01995145
LOC111282227	uncharacterized LOC111282227	10.6329582	0.00557413
LOC111286089	ABC transporter G family member 14-like	10.5499989	0.00515839
LOC111309500	protein ROOT HAIR DEFECTIVE 3 homolog 2-like	10.5240047	0.00034707
LOC111278272	uncharacterized LOC111278272	10.4641515	0.02272886
LOC111315188	allene oxide synthase 1, chloroplastic-like	10.44423	0.000689
MSTRG.31886	Unknown sequences	10.34963	0.005651
LOC111306587	LEAF RUST 10 DISEASE-RESISTANCE LOCUS RECEPTOR-LIKE PROTEIN KINASE-like 2.1	10.25225	0.011144
LOC111299220	uncharacterized LOC111299220	10.16312	1.40E-05
LOC111287425	methionine gamma-lyase-like	10.14481	0.015062
LOC111289620	probable methyltransferase PMT21	10.1332	1.40E-05
LOC111289620	probable methyltransferase PMT21	10.07247152	2.00E-129
LOC111283052	ABSCISIC ACID-INSENSITIVE 5-like protein 7	10.06527	0.000829
LOC111318371	probable serine/threonine-protein kinase At1g01540	10.01212	0.000363
LOC111282902	uncharacterized LOC111282902	10.00101943	4.75E-15
LOC111317091	kinesin-like protein KIN-4A	9.991628	0.001951
LOC111301728	calmodulin-binding protein 60 B-like	9.971501	3.25E-05
LOC111315188	allene oxide synthase 1, chloroplastic-like	9.941797555	2.40E-34
LOC111301330	uncharacterized LOC111301330	9.890983	0.009864

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
MSTRG.16320	Unknown sequences	9.884381	0.017358
LOC111287086	probable disease resistance protein At1g58602	9.863055	0.001735
MSTRG.32120	Unknown sequences	9.860302	0.001304
MSTRG.11262	Unknown sequences	9.834361	0.008905
LOC111291064	meiotic recombination protein SPO11-2	9.774328	0.006075
LOC111287487	glucan endo-1,3-beta-glucosidase 11-like	9.762352	0.010156
LOC111297770	DNA-directed RNA polymerase I subunit 1-like	9.740118	0.001338
LOC111302253	uncharacterized membrane protein YuiD-like	9.695723	0.001014
LOC111306077	RNA exonuclease 4	9.694658	0.003033
LOC111299220	uncharacterized LOC111299220	9.688091281	5.40E-32
LOC111303519	SHUGOSHIN 2-like	9.674148	0.013611
LOC111311329	uncharacterized LOC111311329	9.664423	0.000407
LOC111301728	calmodulin-binding protein 60 B-like	9.643236632	5.21E-41
LOC111282399	ELMO domain-containing protein C-like	9.641626	0.01912
LOC111316978	ABC transporter G family member 11-like,	9.632069514	1.60E-36
LOC111305461	serine/threonine-protein kinase OXI1-like	9.61594	0.001961
MSTRG.35109	Unknown sequences	9.602434	0.000342
LOC111296692	nudix hydrolase 26, chloroplastic	9.565827	0.000763
LOC111303365	N-alpha-acetyltransferase 50-like	9.544586	0.009848
LOC111303521	vacuolar protein sorting-associated protein 24 homolog 1	9.527588	0.001597
LOC111283052	ABSCISIC ACID-INSENSITIVE 5-like protein 7	9.52463651	1.04E-29
MSTRG.20171	Unknown sequences	9.522947	6.50E-05
LOC111318157	uncharacterized LOC111318157	9.490975	0.000683
MSTRG.2542	Unknown sequences	9.48254	0.000651
LOC111287285	histidine protein methyltransferase 1 homolog	9.482239	0.024682
LOC111295573	caffeic acid 3-O-methyltransferase-like	9.471809985	1.82E-11
LOC111304634	4-hydroxy-tetrahydronicotinate synthase, chloroplastic	9.448434	0.001676
LOC111312385	uncharacterized LOC111312385	9.435338	0.017413
MSTRG.11205	Unknown sequences	9.413073	0.000812
MSTRG.21045	Unknown sequences	9.373216	0.004234
LOC111287086	probable disease resistance protein At1g58602	9.369810051	1.14E-30
LOC111299987	pentatricopeptide repeat-containing protein At5g39350-like	9.314051	0.002189
LOC111289785	probable NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 5, mitochondrial	9.203199	0.037451
TRNAT-UGU	Transfer RNA	9.19047	0.003094
LOC111295509	probable pyridoxal 5'-phosphate synthase subunit PDX1	9.17956	0.011744
MSTRG.32120	Unknown sequences	9.130971593	8.32E-21
LOC111304630	LOB domain-containing protein 18, (Lateral Organ Boundaries)	9.1229	0.000312596
LOC111305461	serine/threonine-protein kinase OXI1-like	9.118252994	9.81E-28

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111304630	LOB domain-containing protein 18	9.103783345	1.35E-12
LOC111274414	post-GPI attachment to proteins factor 3-like	9.09872768	1.36E-34
LOC111298007	probable serine/threonine-protein kinase BSK3	9.03232922	4.49E-13
LOC111286965	uncharacterized LOC111286965	8.980394396	1.46E-09
LOC111303521	vacuolar protein sorting-associated protein 24	8.98022	5.24E-24
LOC111318243	cytochrome b5-like, transcript variant X1	8.977934	4.00E-10
LOC111277078	uncharacterized LOC111277078	8.837425	4.70E-13
MSTRG.31886	Unknown sequences	8.833591	1.00E-12
LOC111312807	tubulin beta-6 chain-like	8.794125	5.65E-29
LOC111275409	un-characterized LOC111275409	8.793297	2.21E-18
LOC111283878	uncharacterized LOC111283878	8.788679046	2.63E-42
LOC111285475	50S ribosomal protein L9, chloroplastic-like,	8.775158	5.65E-61
LOC111283037	homeobox-leucine zipper protein HOX3-like	8.74162798	1.09E-08
LOC111315258	4-coumarate--CoA ligase-like 5	8.649321	1.08E-28
LOC111309500	Protein ROOT HAIR DEFECTIVE 3 homolog 2-like	8.642184	4.11E-13
MSTRG.14226	Unknown sequences	8.590877	1.87E-63
LOC111282227	uncharacterized LOC111282227	8.577669	1.07E-11
LOC111286089	ABC transporter G family member 14-like	8.500941	1.35E-11
LOC111294556	plant cysteine oxidase 2-like, transcript	8.498471955	1.67E-07
LOC111311552	polygalacturonase inhibitor-like	8.43397	0.000312596
MSTRG.21045	Unknown sequences	8.342354	2.22E-13
MSTRG.30203	Unknown sequences	8.338256	2.21E-29
LOC111298473	transcription activator GLK1-like	8.3172436	5.17E-20
LOC111289307	probable serine/threonine-protein kinase PBL15	8.2843	1.01E-14
LOC111295036	intron-binding protein aquarius	8.26521	2.62E-21
MSTRG.4155	Unknown sequences	8.236132	1.24E-39
LOC111274744	uncharacterized LOC111274744	8.227847	1.38E-67
LOC111317678	protein SIEVE ELEMENT OCCLUSION B-like	8.220546	1.61E-14
LOC111318371	probable serine/threonine-protein kinase At1g01540	8.207395	6.69E-12
LOC111293182	ATP-dependent RNA helicase DEAH11, chloroplastic-like	8.196636	4.10E-23
XLOC_006973	novel transcript	8.17641	0.000312596
LOC111313563	uncharacterized LOC111313563	8.14606986	4.12E-07
LOC111301565	beta-(1,2)-xylosyltransferase-like	8.144911	2.40E-42
MSTRG.19557	Unknown sequences	8.13941	7.51E-24
LOC111306587	LEAF RUST 10 DISEASE-RESISTANCE LOCUS RECEPTOR-LIKE PROTEIN KINASE-like 2.1	8.129383	4.56E-09
MSTRG.31589	Unknown sequences	8.076908	8.52E-19
LOC111317091	kinesin-like protein KIN-4A	8.05726	1.50E-10
LOC111287425	methionine gamma-lyase-like	8.048428	1.02E-09
LOC111292651	mavicyanin-like	8.036744907	7.37E-46

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111303063	acyl-CoA-binding protein-like	8.035915981	2.99E-26
LOC111311552	polygalacturonase inhibitor-like	8.023169229	9.88E-18
LOC111295509	probable pyridoxal 5'-phosphate synthase subunit PDX1	7.986618	3.10E-11
LOC111281937	aminotransferase ALD1, chloroplastic-like	7.960043	9.00E-21
LOC111304216	early nodulin-93-like	7.944972454	7.22E-09
MSTRG.7750	Unknown sequences	7.94274	2.91E-36
LOC111276436	ribonuclease 3-like protein 2	7.915384	2.42E-34
LOC111291994	histone-lysine N-methyltransferase setd3-like	7.912995	4.70E-11
LOC111311329	uncharacterized LOC111311329	7.905622	4.00E-11
LOC111313836	K(+) efflux antiporter 2, chloroplastic-like	7.885134	9.14E-22
MSTRG.22577	Unknown sequences	7.872309	1.85E-29
MSTRG.35109	Unknown sequences	7.87218	3.05E-11
LOC111304140	hepatocyte growth factor-regulated tyrosine kinase substrate-like	7.86719	4.89E-14
LOC111297770	DNA-directed RNA polymerase I subunit 1-like	7.854016	4.15E-10
LOC111301330	uncharacterized LOC111301330	7.848045	2.21E-09
LOC111302253	uncharacterized membrane protein YuiD-like	7.840544	2.35E-10
LOC111294297	uncharacterized LOC111294297, transcript variant X3	7.827264502	1.89E-27
LOC111298508	transcription repressor OFP12-like	7.79210963	4.36E-05
LOC111304275	rust resistance kinase Lr10-like	7.786161735	7.72E-06
LOC111307587	uncharacterized LOC111307587	7.677309697	2.63E-32
LOC111292650	triacylglycerol lipase 2-like	7.55833	0.000312596
LOC111276805	uncharacterized LOC111276805	7.548785254	9.00E-17
LOC111309908	cytochrome P450 77A3-like	7.19743169	0.000195223
LOC111293555	benzyl alcohol O-benzoyltransferase-like	7.129697458	5.38E-06
LOC111293555	benzyl alcohol O-benzoyltransferase-like, transcript variant X1	7.10972	0.000312596
LOC111313396	RING-H2 finger protein ATL5-like	6.977802898	5.79E-21
LOC111288096	uncharacterized LOC111288096	6.91513012	0.000315393
LOC111306284	serine/threonine-protein kinase rio2-like	6.897779308	0.000624792
LOC111274286	probable polygalacturonase At3g15720	6.888506571	0.000902289
LOC111276942	non-specific phospholipase C4-like	6.88614166	4.83E-23
LOC111305909	LOB domain-containing protein 19	6.78294307	3.65E-14
LOC111300249	uncharacterized LOC111300249	6.774395536	0.000970999
LOC111281105	protein DETOXIFICATION 40-like	6.68363772	4.17E-38
LOC111306285	protein GLUTAMINE DUMPER 2-like	6.668945983	2.33E-11
LOC111280925	uncharacterized LOC111280925	6.659256641	0.001160978
LOC111290435	LOB domain-containing protein 40-like	6.616392391	2.58E-12
LOC111298611	uncharacterized LOC111298611	6.608186011	0.002060717
LOC111307587	uncharacterized LOC111307587	6.58076	0.00129227
LOC111293921	calmodulin-like	6.571492192	0.000701268
LOC111282509	uncharacterized LOC111282509	6.55632	0.00343537

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111281105	protein DETOXIFICATION 40-like	6.45873	0.000312596
LOC111312958	uncharacterized LOC111312958	6.438727994	7.11E-10
LOC111315580	synaptonemal complex protein 1-like	6.422667564	1.29E-23
LOC111286976	nuclear transcription factor Y subunit C-2-like	6.359892775	0.011187936
LOC111301968	uncharacterized LOC111301968	6.332188541	3.47E-13
LOC111318443	bidirectional sugar transporter N3	6.3118	0.000312596
LOC111280213	cellulose synthase-like protein G2	6.278284098	1.79E-18
LOC111300836	nuclear pore complex protein NUP205-like	6.274587802	0.005580112
LOC111282509	uncharacterized LOC111282509	6.266850539	1.47E-07
LOC111315580	synaptonemal complex protein 1-like	6.25794	0.000312596
LOC111305909	LOB domain-containing protein 19	6.20871	0.00598521
LOC111283141	polygalacturonase QRT3-like	6.200765753	0.002915672
LOC111301538	probable nucleoredoxin 2	6.186988971	1.73E-08
LOC111318443	bidirectional sugar transporter N3	6.165414964	5.10E-06
LOC111301322	ABC transporter G family member 31	6.162000356	2.18E-09
LOC111283759	transcription factor MYB108-like	6.160669576	1.56E-07
LOC111317870	proline-rich receptor-like protein kinase PERK12	6.107352315	2.22E-17
LOC111286614	putative receptor-like protein kinase At3g47110	6.092903782	0.006511795
LOC111276942	non-specific phospholipase C4-like	6.08761	0.00308959
LOC111285498	transmembrane protein 45A-like	6.06232	0.000312596
LOC111290435	LOB domain-containing protein 40-like	6.03502	0.000312596
LOC111285478	protein NRT1/ PTR FAMILY 7.1-like, transcript	6.01832	0.000582785
LOC111282412	LOB domain-containing protein 42-like	6.0083	0.000312596
LOC111301322	ABC transporter G family member 31, transcript	5.95744	0.000312596
LOC111297059	LOB domain-containing protein 1-like	5.65526	0.000312596
LOC111295041	glucan endo-1,3-beta-glucosidase, basic isoform-like	5.60328	0.00614272
LOC111295977	rop guanine nucleotide exchange factor 7-like	5.56923	0.000312596
LOC111316379	aspartic proteinase Asp1-like	5.46952	0.000312596
LOC111296764	probable purple acid phosphatase 20, transcript	5.42737	0.000312596
LOC111301815	transmembrane protein 45A-like	5.41779	0.000312596
LOC111312665	protein DETOXIFICATION 33, transcript variant	5.37174	0.000312596
LOC111312381	uncharacterized methyltransferase At1g78140,	5.3694	0.0214146
LOC111317748	putative SNAP25 homologous protein SNAP30	5.33821	0.000312596
LOC111310483	uncharacterized LOC111310483, transcript variant	5.32815	0.000312596
LOC111311747	ABC transporter G family member 39-like	5.29601	0.000312596
LOC111317870	proline-rich receptor-like protein kinase	5.29238	0.000833693
LOC111304064	probable receptor-like protein kinase At1g80640,	5.28034	0.000312596
LOC111280882	probable 9-cis-epoxycarotenoid dioxygenase	5.21689	0.000312596

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111298913	uncharacterized LOC111298913	5.18175	0.000312596
LOC111313976	uncharacterized LOC111313976	5.17833	0.000312596
LOC111296606	zinc finger protein ZAT12-like	5.17716	0.000312596
LOC111274350	shikimate O-hydroxycinnamoyltransferase-like	5.03821	0.000312596
LOC111290481	hypersensitive-induced reaction 1 protein-like,	5.03038	0.000312596
LOC111287927	cysteine synthase 2-like	5.02663	0.000312596
LOC111304767	uncharacterized LOC111304767	4.94095	0.000312596
LOC111283735	NAC domain-containing protein 100-like	4.86757	0.000312596
LOC111299261	heat stress transcription factor A-2-like,	4.86241	0.000582785
LOC111312254	probable receptor-like serine/threonine-protein	4.85289	0.000312596
LOC111280497	probable potassium transporter 13	4.84641	0.00106839
LOC111309044	UPF0496 protein At4g34320-like, transcript	4.82114	0.000312596
LOC111316857	uncharacterized LOC111316857	4.81577	0.00232875
LOC111312852	tetracycline resistance protein, class H-like,	4.80275	0.000312596
LOC111283869	uncharacterized LOC111283869	4.79708	0.000312596
LOC111276805	uncharacterized LOC111276805, transcript variant	4.79352	0.000312596
LOC111307626	probable serine/threonine-protein kinase WNK5	4.77008	0.000312596
LOC111294332	feruloyl CoA ortho-hydroxylase 1-like	4.75322	0.0338929
XLOC_024860	Novel gene	4.71534	0.00129227

# Supplementary material for: Transcriptome analysis during fruit developmental stages in durian (Durio zibethinus Murr.) var. D24
**Source:** Genet Mol Biol. 2023 Jan 6;45(4):e20210379. doi: 10.1590/1678-4685-GMB-2021-0379
**Supplement:** Table S2 -

Supplementary Material to “Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24”

Table S2 - Differentially down-regulated expressed genes between the young stage and mature stage of durian fruit pulp. We used FDR: <0.05, Log2 fold change >1.5 and <-1.5.

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
MSTRG.34481	Unknown sequences	-5.71934	1.26E-06
LOC111301324	iridoid synthase-like	-5.75332	1.08E-12
LOC111286552	protein PHOTOSYSTEM I ASSEMBLY 2, chloroplastic	-5.75397	1.29E-14
LOC111283752	tubby-like F-box protein 3	-5.77035	6.83E-09
LOC111289347	synaptotagmin-5-like	-5.78155	7.58E-12
MSTRG.17494	Unknown sequences	-5.81282	1.68E-05
MSTRG.9748	Unknown sequences	-5.84638	2.47E-13
LOC111276937	probable cellulose synthase A catalytic subunit 6 [UDP-forming]	-5.85728	3.30E-12
MSTRG.29429	Unknown sequences	-5.89153	9.78E-06
LOC111294072	ubiquitin carboxyl-terminal hydrolase 2-like	-5.89682	1.01E-05
LOC111311962	BTB/POZ and MATH domain-containing protein 3-like	-5.90035	1.11E-05
LOC111314105	proline-rich protein 3-like	-5.94419	9.99E-19
LOC111287804	receptor-like protein 12	-5.97622	3.13E-07
MSTRG.17496	Unknown sequences	-6.01054	5.48E-06
LOC111293582	uncharacterized LOC111293582	-6.0596	4.56E-06
LOC111274855	katanin p60 ATPase-containing subunit A-like 2	-6.08458	1.27E-12
LOC111305908	AT-hook motif nuclear-localized protein 1-like	-6.15924	3.08E-25
LOC111315575	protein ROOT PRIMORDIUM DEFECTIVE 1	-6.21274	1.01E-05
LOC111282083	uncharacterized LOC111282083	-6.2129	2.24E-06
LOC111289814	probable methyltransferase PMT18	-6.25643	1.40E-13
LOC111280314	calcium-dependent protein kinase 21-like	-6.26744	2.29E-78
MSTRG.4787	Unknown sequences	-6.34128	4.11E-14
LOC111292232	pentatricopeptide repeat-containing protein ELI1, chloroplastic	-6.36727	6.84E-07
LOC111292756	UPF0548 protein At2g17695	-6.49622	0.011606
MSTRG.9760	Unknown sequences	-6.53345	0.010832
LOC111304213	protein kinase PINOID 2-like	-6.5739	0.041848

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
MSTRG.11548	Unknown sequences	-6.60747	0.010324
LOC111289814	probable methyltransferase PMT18	-6.62664	0.00022
LOC111307584	probable serine/threonine-protein kinase PBL8	-6.62792	6.60E-31
MSTRG.5729	Unknown sequences	-6.62804	7.25E-07
LOC111287804	receptor-like protein 12	-6.63194	0.001394
LOC111291144	protein C2-DOMAIN ABA-RELATED 4-like	-6.64067	0.012722
MSTRG.12961	Unknown sequences	-6.65997	8.47E-13
MSTRG.36427	Unknown sequences	-6.66604	0.010238
LOC111302841	histidine kinase 5-like	-6.68511	1.50E-18
MSTRG.4787	Unknown sequences	-6.69632	0.00031
LOC111283068	phytosulfokine receptor 1-like	-6.74285	2.44E-27
LOC111318002	bidirectional sugar transporter SWEET10-like	-6.74348	0.008228
MSTRG.25731	Unknown sequences	-6.75191	7.58E-10
MSTRG.17492	Unknown sequences	-6.75428	2.37E-13
MSTRG.7090	Unknown sequences	-6.76053	6.66E-08
MSTRG.32710	Unknown sequences	-6.76884	3.72E-27
LOC111304629	uncharacterized LOC111304629	-6.81839	6.04E-08
LOC111307584	probable serine/threonine-protein kinase PBL8	-6.86817	0.000252
MSTRG.2851	Unknown sequences	-6.91285	0.007325
MSTRG.33993	Unknown sequences	-6.95097	4.24E-29
MSTRG.32710	Unknown sequences	-7.01124	0.000202
LOC111302841	histidine kinase 5-like	-7.01672	0.00019
LOC111283068	phytosulfokine receptor 1-like	-7.06065	0.001304
LOC111295507	uncharacterized LOC111295507	-7.07453	0.036571
MSTRG.12961	Unknown sequences	-7.11651	0.000552
MSTRG.33993	Unknown sequences	-7.20243	0.000174
MSTRG.17492	Unknown sequences	-7.20892	0.000183
MSTRG.3263	Unknown sequences	-7.22556	8.31E-16
MSTRG.15890	Unknown sequences	-7.34197	0.004234
LOC111311589	protein trichome birefringence-like	-7.34446	0.00901342
LOC111315804	ethylene-responsive transcription factor	-7.35398	0.0314026
LOC111287953	xyloglucan endotransglucosylase/hydrolase	-7.36103	0.000312596
LOC111279922	calmodulin-like protein 8, transcript variant	-7.3707	0.000312596
LOC111290826	nucleobase-ascorbate transporter 6-like	-7.37673	0.000312596
LOC111293453	3-dehydrosphinganine reductase TSC10A-like	-7.37723	2.57E-72
LOC111318818	mitogen-activated protein kinase kinase kinase 18-like	-7.37864	0.00752884
LOC111278288	calcium permeable stress-gated cation channel	-7.38262	0.000312596

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111281901	transcription factor MYB62-like	-7.38509	0.000582785
LOC111292968	probable xyloglucan endotransglucosylase/hydrolase protein 6	-7.3922	0.0202149
LOC111298258	uncharacterized LOC111298258	-7.39728	0.006276
MSTRG.25731	Unknown sequences	-7.41758	0.000317
MSTRG.17494	Unknown sequences	-7.48989	0.0037
LOC111275658	aspartic proteinase-like	-7.49913	0.000312596
LOC111274739	subtilisin-like protease SBT1.5	-7.53268	0.00397856
LOC111293453	3-dehydrosphinganine reductase TSC10A-like	-7.54033	1.40E-05
MSTRG.29429	Unknown sequences	-7.54618	0.003054
LOC111294072	ubiquitin carboxyl-terminal hydrolase 2-like	-7.56002	0.003163
LOC111311962	BTB/POZ and MATH domain-containing protein 3-like	-7.57949	0.003426
MSTRG.33951	Unknown sequences	-7.5839	2.38E-10
LOC111277773	dehydration-responsive element-binding protein	-7.65162	0.0106799
LOC111283075	transcription factor bHLH162-like	-7.65741	0.0243923
LOC111315575	protein ROOT PRIMORDIUM DEFECTIVE 1	-7.66979	0.00143
MSTRG.17496	Unknown sequences	-7.67053	0.00278
LOC111318712	phospholipase A1-IIbeta-like	-7.68886	0.00192383
MSTRG.3263	Unknown sequences	-7.69625	0.000272
LOC111293487	GEM-like protein 5	-7.71764	0.000312596
LOC111316856	glucose-1-phosphate adenylyltransferase large subunit 1, chloroplastic-like	-7.72275	1.39E-10
LOC111293582	uncharacterized LOC111293582	-7.72921	0.00278
LOC111284733	probable galactinol--sucrose	-7.73393	0.000312596
LOC111314503	fasciclin-like arabinogalactan protein 2	-7.75301	0.012623
LOC111286965	uncharacterized LOC111286965	-7.76867	7.27E-11
LOC111289953	salutaridinol 7-O-acetyltransferase-like	-7.83201	0.000312596
LOC111295285	uncharacterized LOC111295285	-7.89381	1.47E-14
LOC111282083	uncharacterized LOC111282083	-7.89568	0.002551
LOC111293109	AAA-ATPase At3g28610-like	-7.90206	0.00887402
LOC111309924	uncharacterized LOC111309924	-7.916390563	1.92E-39
LOC111309093	protein EXORDIUM-like 2	-7.94134	0.00887402
LOC111292232	pentatricopeptide repeat-containing protein ELI1, chloroplastic	-8.0167	0.001792
LOC111303423	probable xyloglucan endotransglucosylase/hydrolase protein 23	-8.02948	0.000312596
LOC111316185	LOB domain-containing protein 38-like	-8.06646	0.00929446
LOC111305904	axial regulator YABBY 1-like	-8.071802227	2.28E-15
LOC111275659	mitogen-activated protein kinase kinase kinase	-8.08745	0.0106799

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111303287	galactosyltransferase 6	-8.11331	0.000312596
LOC111311549	ras-related protein RABA4d-like	-8.114019028	8.45E-37
MSTRG.5729	Unknown sequences	-8.13011	0.014178
LOC111314766	phosphoprotein ECPP44-like	-8.13335	0.000312596
LOC111278190	stem-specific protein TSJT1-like	-8.16401	0.000312596
LOC111309924	uncharacterized LOC111309924	-8.18371	0.000157
LOC111298174	uncharacterized LOC111298174	-8.29316	0.000312596
LOC111274745	pectinesterase 3	-8.29518	0.000312596
LOC111301563,LOC111301566	glycerophosphodiester phosphodiesterase	-8.3828	0.000833693
MSTRG.7377	Unknown sequences	-8.39974446	8.46E-23
LOC111287471	F-box/kelch-repeat protein At1g67480-like,	-8.40684	0.000312596
MSTRG.7090	Unknown sequences	-8.42358	0.001169
LOC111292380	mitochondrial pyruvate carrier 1-like,	-8.47976	0.000312596
LOC111311549	ras-related protein RABA4d-like	-8.4981	0.00118
LOC111304629	uncharacterized LOC111304629	-8.507	0.001296
LOC111281172	probable WRKY transcription factor 40	-8.51332	0.000312596
LOC111274880	LRR receptor-like serine/threonine-protein	-8.58511	0.000312596
LOC111294535	protein SLE1	-8.58778	0.0361286
LOC111305909	LOB domain-containing protein 19	-8.599375192	1.08E-31
LOC111283076	peroxidase N1-like	-8.62056	0.000312596
LOC111295285	uncharacterized LOC111295285	-8.62972	8.25E-05
LOC111312403	protein EXORDIUM-like	-8.77531	0.000312596
LOC111305904	axial regulator YABBY 1-like	-8.82141	7.15E-05
LOC111290894	abscisic acid 8'-hydroxylase 1-like	-8.83601	0.000312596
MSTRG.7377	Unknown sequences	-8.9350345	3.14E-05
LOC111283603	protein RALF-like 27	-8.992785464	5.35E-27
LOC111316977	uncharacterized LOC111316977	-9.005287613	2.30E-20
LOC111305909	LOB domain-containing protein 19	-9.1192627	0.00206985
LOC111293917	omega-3 fatty acid desaturase,	-9.13208	0.00212999
LOC111315262	L-ascorbate oxidase homolog	-9.13668	0.0130188
LOC111316936	cytochrome P450 CYP736A12-like	-9.21472	0.0193685
LOC111284909	asparagine synthetase [glutamine-hydrolyzing] 1	-9.21616	0.00343537
LOC111312815	chaperone protein dnaJ 11, chloroplastic-like	-9.25731	0.038914
MSTRG.33951	Unknown sequences	-9.2749643	0.00041031
LOC111303526	heavy metal-associated	-9.28425	0.000312596
LOC111281364	dehydration-responsive element-binding protein 1A-like	-9.37327	0.000582785
LOC111316856	glucose-1-phosphate adenylyltransferase large subunit 1, chloroplastic-like	-9.4525362	0.0004438
LOC111286965	uncharacterized LOC111286965	-9.4810942	0.00035447

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111283603	protein RALF-like 27	-9.5559029	2.18E-05
LOC111288324	UDP-glucuronate 4-epimerase 6-like	-9.65161	0.00451342
LOC111295419	protein CDI-like	-9.7041	0.00999511
MSTRG.31294	Unknown sequences	-9.711706002	1.28E-17
LOC111305464	auxin-induced in root cultures protein 12-like	-9.74314	0.0108235
LOC111309042	transcription termination factor MTEF1, chloroplastic	-9.800410409	5.82E-25
LOC111316977	uncharacterized LOC111316977	-9.8066878	3.34E-05
LOC111304131	uncharacterized LOC111304131	-10.19820124	1.86E-07
LOC111294115	protein NUCLEAR FUSION DEFECTIVE 4-like	-10.21194632	0.000279608
LOC111308224	actin-depolymerizing factor 5	-10.24748068	2.13E-10
LOC111299223	E3 ubiquitin-protein ligase ATL4-like	-10.28077601	1.03E-47
LOC111291309	abscisate beta-glucosyltransferase-like	-10.2951	0.000312596
LOC111318679	GDSL esterase/lipase At1g29670-like	-10.29761004	1.93E-07
LOC111284187	ACT domain-containing protein ACR2	-10.29959505	8.68E-08
LOC111310206	triosephosphate isomerase, cytosolic	-10.3003751	1.81E-10
LOC111308606	cytochrome P450 CYP82D47-like	-10.30891723	1.89E-28
LOC111308711	expansin-like A2	-10.31275919	7.64E-16
LOC111292555	probable galacturonosyltransferase 15	-10.3326013	2.62E-16
LOC111287561	hydroquinone glucosyltransferase-like	-10.33795766	3.53E-09
LOC111289734	protein STICHEL-like 2	-10.34842623	0.000478496
LOC111305464	auxin-induced in root cultures protein 12-like	-10.3510225	1.11E-26
LOC111303366	probable boron transporter 6	-10.38437493	1.35E-10
LOC111296264	galactinol synthase 2-like	-10.47539103	2.11E-18
LOC111280367	sugar carrier protein C-like	-10.4941838	6.74E-05
LOC111301331	uncharacterized LOC111301331	-10.49676028	1.34E-11
LOC111295419	protein CDI-like	-10.5042274	6.30E-60
LOC111318057	MLP-like protein 43	-10.50850491	4.08E-12
LOC111291687	3-ketoacyl-CoA synthase 11-like	-10.56048853	7.26E-09
LOC111274387	probable WRKY transcription factor 40	-10.60567034	1.59E-11
LOC111318371	probable serine/threonine-protein kinase At1g01540	-10.63722478	6.63E-17
LOC111306117	protein DETOXIFICATION 49-like	-10.65290621	8.57E-07
LOC111285821	12-oxophytodienoate reductase 3-like	-10.65437297	4.17E-08
LOC111315188	allene oxide synthase 1, chloroplastic-like	-10.662	0.0496018
LOC111285984	glucomannan 4-beta-mannosyltransferase 2-like	-10.66770154	4.73E-07
LOC111309042	transcription termination factor MTEF1, chloroplastic	-10.673562	1.69E-05
LOC111317093	ethylene-responsive transcription factor RAP2-10-like	-10.69811349	1.43E-16
LOC111311239	WAT1-related protein At1g21890-like	-10.70063849	1.42E-07
LOC111274892	probable WRKY transcription factor 28	-10.7513683	6.14E-05

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111278395	endoglucanase-like	-10.80853179	1.31E-10
LOC111316161	transcription factor bHLH18-like	-10.84843791	9.30E-08
LOC111301786	beta-amyrin 28-oxidase-like	-10.88131029	2.40E-07
LOC111290490	ethylene-responsive transcription factor	-10.93766998	2.98E-19
LOC111290758	bidirectional sugar transporter SWEET7-like	-10.995443	5.40E-10
LOC111295502	GATA transcription factor 8-like, transcript	-11.0041165	5.26E-09
LOC111285778	LOB domain-containing protein 12	-11.01957649	1.50E-05
LOC111278395	endoglucanase-like	-11.0334	0.000833693
LOC111289922	transcription factor bHLH162-like	-11.08706906	1.13E-08
LOC111290676	monocopper oxidase-like protein SKU5	-11.14908047	5.63E-08
LOC111279835	inorganic phosphate transporter 1-4-like	-11.16340772	1.34E-05
LOC111314108	probable pectinesterase/pectinesterase inhibitor	-11.1741725	7.75E-08
LOC111314312	inorganic phosphate transporter 1-4-like	-11.19136459	1.08E-05
LOC111308606	cytochrome P450 CYP82D47-like	-11.214392	1.69E-05
LOC111309796	CASP-like protein 4D1	-11.24042127	3.13E-23
LOC111315188	allene oxide synthase 1, chloroplastic-like	-11.32095844	3.09E-32
LOC111275649	glucan endo-1,3-beta-glucosidase 12-like	-11.43236842	4.59E-10
MSTRG.31294	Unknown sequences	-11.594121	6.05E-05
LOC111284125	protein P21-like	-11.67915157	5.99E-07
LOC111296083	uncharacterized protein At1g04910-like,	-11.78699476	1.34E-21
LOC111285489	ethylene-responsive transcription factor TINY-like	-11.83986588	5.35E-09
LOC111291469	protein NRT1/ PTR FAMILY 2.11-like	-12.05371469	7.75E-08
LOC111281964	receptor-like protein kinase HAIKU2	-12.54736279	4.72E-11
LOC111318240	protein NRT1/ PTR FAMILY 5.5-like	-13.11914601	1.44E-21
LOC111289849	bidirectional sugar transporter SWEET10-like	-13.95054439	2.49E-18
LOC111275112	sugar carrier protein C	-14.35919627	5.18E-08

# Supplementary material for: Transcriptome analysis during fruit developmental stages in durian (Durio zibethinus Murr.) var. D24
**Source:** Genet Mol Biol. 2023 Jan 6;45(4):e20210379. doi: 10.1590/1678-4685-GMB-2021-0379
**Supplement:** Table S3 -

Supplementary Material to “Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24”

Table S3 - Differentially up-regulated expressed genes between the mature stage and ripening stage of durian fruit pulp. We used FDR: <0.05, Log2 fold change >1.5 and <-1.5.

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111295531	glucan endo-1,3-beta-glucosidase, basic	11.12739807	2.40E-13
LOC111304243	uncharacterized LOC111304243	10.82842026	3.19E-37
LOC111304213	protein kinase PINOID 2-like	10.81391	2.20E-09
LOC111316688	probable leucine-rich repeat receptor-like	10.73250792	3.19E-36
LOC111316289	probable leucine-rich repeat receptor-like	10.18733519	1.32E-24
LOC111304213	protein kinase PINOID 2-like	10.10328474	4.43E-91
LOC111296590	glutathione S-transferase U8-like	9.819365319	2.58E-65
LOC111283910	uncharacterized protein At1g04910-like,	9.624435594	7.93E-23
LOC111299988	ethylene-responsive transcription factor	9.575002879	1.25E-20
LOC111305012	beta-amylase 3, chloroplastic-like	9.545033365	7.88E-24
LOC111274639	protein indeterminate-domain 7-like, transcript	9.538087376	1.35E-13
LOC111303682	17.3 kDa class I heat shock protein-like	9.526186953	4.23E-21
LOC111317014	probable mannitol dehydrogenase	9.51845	0.0167276
LOC111311521	polygalacturonase-like	9.48951	0.00020799
MSTRG.23678	Unknown sequences	9.468612	2.00E-12
LOC111312780	probable LRR receptor-like serine/threonine-protein kinase At4g36180	9.419361796	1.65E-11
LOC111318053	WUSCHEL-related homeobox 6-like	9.392742016	5.40E-20
LOC111277545	formin-like protein 16	9.375942033	6.21E-12
LOC111292776	transcription factor HEC3-like	9.346581074	2.57E-10
LOC111275124	zinc finger protein CONSTANS-LIKE 4-like,	9.272614704	9.57E-18
LOC111282979	auxin efflux carrier component 7-like	9.247544358	2.63E-07
LOC111288554	uncharacterized LOC111288554, transcript variant X1	9.221445682	2.02E-13
LOC111311996	laccase-7-like	9.168182881	1.54E-10
LOC111311521	polygalacturonase-like	9.166818974	1.67E-24
LOC111306867	putative E3 ubiquitin-protein ligase LIN-1,	9.119078894	1.17E-14
LOC111276419	fasciclin-like arabinogalactan protein 1	9.103103988	2.27E-13
LOC111311224	probable calcium-binding protein CML44	9.097227318	1.41E-20

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111276733	uncharacterized LOC111276733	9.064677	9.26E-08
LOC111294224	hevein-like preproprotein	9.039798581	6.52E-11
LOC111278395	endoglucanase-like	9.03817	0.00206807
LOC111317014	probable mannitol dehydrogenase	9.018448275	5.03E-28
LOC111291461	putative calcium-binding protein CML19	9.008240216	6.76E-13
LOC111318057	MLP-like protein 43	8.970261229	1.38E-09
LOC111300619	uncharacterized protein LOC111300619 isoform X1	8.930274519	2.60E-08
LOC111308606	cytochrome P450 CYP82D47-like	8.906831	4.60E-13
LOC111282766	transcription factor TCP8-like	8.884562	1.29E-07
LOC111295536	exocyst complex component EXO70H1-like	8.82363	0.00516878
LOC111317417	probable xyloglucan endotransglucosylase/hydrolase protein 33	8.793108152	1.17E-06
LOC111287629	small heat shock protein, chloroplastic-like	8.76183	0.00727459
LOC111278348	uncharacterized protein LOC111278348	8.725124166	1.15E-83
LOC111278395	endoglucanase-like	8.694660578	4.63E-126
LOC111296235	abscisic acid 8'-hydroxylase 4-like isoform X1	8.664260631	3.16E-25
LOC111294546	hsp70 nucleotide exchange factor fes1-like	8.65954	8.86E-14
LOC111306385	LOW QUALITY PROTEIN: aluminum-activated malate transporter 10-like	8.605369446	1.53E-21
LOC111311549	ras-related protein RABA4d-like	8.605315	8.62E-14
LOC111295536	xocyst complex component EXO70H1-like	8.539212156	8.88E-55
LOC111298613	equilibrative nucleotide transporter 3-like	8.494437461	3.89E-09
LOC111307281	crocin glucosyltransferase, chloroplastic-like	8.492268702	2.16E-09
LOC111283003	Citrate regulatory gene2 protein-like isoform X1	8.425474473	5.68E-15
LOC111275649	glucan endo-1,3-beta-glucosidase 12-like	8.393470393	6.00E-06
LOC111285630	copper transporter 1-like	8.38687971	1.24E-07
LOC111294910	arabinogalactan peptide 13-like	8.380379689	2.07E-07
LOC111294546	hsp70 nucleotide exchange factor fes1-like	8.368659227	4.37E-115
LOC111296858	glutathione S-transferase U8-like	8.363805553	8.88E-57
LOC111300662	stress enhanced protein 2, chloroplastic-like	8.34376	0.0435014
LOC111311549	ras-related protein RABA4d-like	8.310783961	1.74E-113
LOC111285272	uncharacterized protein LOC111285272	8.298631469	5.68E-101
LOC111295761	uncharacterized protein LOC111295761	8.276028728	5.77E-10
LOC111304696	cinnamoyl-CoA reductase-like SNL6	8.238662814	9.14E-08
LOC111305934	actin-depolymerizing factor 10	8.223795205	6.37E-14
LOC111308606	cytochrome P450 CYP82D47-like	8.203264708	4.73E-48
LOC111302013	BURP domain protein RD22-like	8.195761277	3.18E-36
LOC111299025	heptahelical transmembrane protein 1-like isoform X1	8.16854674	4.73E-36
LOC111300662	stress enhanced protein 2, chloroplastic-like	8.140500837	3.42E-36
LOC111316166	probable xyloglucan endotransglucosylase/hydrolase protein 6	8.13317405	1.00E-05

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111285251	protein LURP-one-related 8-like	8.127684788	1.90E-08
LOC111274209	uncharacterized protein LOC111274209	8.11798426	1.50E-22
LOC111312913	probable serine/threonine-protein kinase PIX13	8.009359	5.15E-13
LOC111291309	abscisate beta-glucosyltransferase-like	7.96966	0.00020799
LOC111280333	pseudogene	7.965274278	1.32E-27
LOC111293048	probable Histone-lysine N-methyltransferase ATXR5	7.899614	5.53E-06
LOC111278572	inorganic pyrophosphatase 2-like	7.82673	0.00020799
LOC111311985	glutathione S-transferase U8-like	7.71176	0.00020799
LOC111285272	uncharacterized LOC111285272	7.67617	0.00287618
LOC111293717	S-adenosylmethionine synthase 3-like	7.630571	5.98E-05
LOC111287154	sodium/calcium exchanger NCL-like	7.62475	0.0160447
LOC111305387	sm-like protein LSM5	7.466335	3.86E-05
LOC111312192	probable choline kinase 1, transcript variant	7.45644	0.00020799
LOC111312913	probable serine/threonine-protein kinase PIX13	7.448223943	2.76E-43
MSTRG.33739	Unknown sequences	7.375775	6.57E-10
LOC111310012	putative disease resistance protein At3g14460	7.272589	7.62E-05
MSTRG.5729	Unknown sequences	7.237462	1.97E-12
LOC111311763	pentatricopeptide repeat-containing protein At5g12100, mitochondrial-like	7.234828	6.26E-05
LOC111294072	ubiquitin carboxyl-terminal hydrolase 2-like	7.229179	7.16E-05
MSTRG.29429	Unknown sequences	7.213589	6.82E-05
LOC111288064	protein WVD2-like 4, transcript variant X1	7.19024	0.00926099
LOC111294224	hevein-like preproprotein	7.13727	0.016141
MSTRG.5729	Unknown sequences	7.068946481	3.11E-196
LOC111298258	uncharacterized LOC111298258	7.061663	0.000349
LOC111299242	17.1 kDa class II heat shock protein-like	7.03782	0.00039263
MSTRG.15890	Unknown sequences	7.007487	0.000163
MSTRG.36117	Unknown sequences	6.985456	1.41E-08
LOC111293487	GEM-like protein 5	6.91324	0.00020799
MSTRG.18936	Unknown sequences	6.905658	0.000288
LOC111311546	OTU domain-containing protein At3g57810-like	6.87995	0.000378
LOC111274057	NADH-ubiquinone oxidoreductase 20.9 kDa subunit-like	6.868571	0.000225
LOC111282845	probable nucleoredoxin 1	6.86519	0.00020799
LOC111303701	17.5 kDa class I heat shock protein-like	6.73551	0.00020799
LOC111295774	zinc finger protein ZAT10-like	6.71977	0.00020799
LOC111287951	NADH-ubiquinone oxidoreductase 20.9 kDa subunit-like	6.71362	6.67E-07
LOC111318631	dormancy-associated protein homolog 4-like	6.70525	0.0184336
LOC111303683	7.3 kDa class I heat shock protein-like	6.69473	0.028259
LOC111292230	crocetin glucosyltransferase,	6.59706	0.00670448

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111305070	beta-glucosidase 11-like	6.58271	0.0424588
LOC111296619	glutathione S-transferase U8-like	6.53719	0.00020799
MSTRG.12961	Unknown sequences	6.516409	7.07E-09
LOC111276049	uncharacterized LOC111287951	6.511039	0.000795
LOC111287951	uncharacterized LOC111287951	6.505450314	9.18E-90
LOC111304849	uncharacterized protein At4g00950-like	6.488541	4.31E-07
LOC111294289	protein STRICTOSIDINE SYNTHASE-LIKE 10-like	6.480273	0.000765
MSTRG.33739	Unknown sequences	6.453038713	9.34E-20
LOC111288059	uncharacterized LOC111288059	6.44202	0.0178791
LOC111318002	bidirectional sugar transporter SWEET10-like	6.411296	0.000958
LOC111308755	protein EARLY-RESPONSIVE TO DEHYDRATION 7,	6.40309	0.00020799
MSTRG.4785	Unknown sequences	6.395721	1.07E-12
LOC111306845	uncharacterized LOC111306845	6.392457	0.001692
LOC111288524	probable glutathione S-transferase	6.34518	0.00020799
TRNAG-CCC	Transfer RNA	6.298628	6.36E-10
LOC111277539	protein PHR1-LIKE 1-like	6.29326	3.13E-11
LOC111283603	protein RALF-like 27	6.292572	3.74E-12
LOC111274403	BRCA1-associated protein-like	6.254206	0.001801
LOC111279066	ankyrin repeat-containing protein	6.24248	0.00104814
LOC111282160	homeobox-leucine zipper protein HAT5-like	6.23377	5.44E-11
MSTRG.4785	Unknown sequences	6.221518293	1.79E-107
LOC111303688	class I heat shock protein-like	6.20333	0.00020799
LOC111287988	protein SRC2-like	6.19765	0.00020799
LOC111286287	uncharacterized LOC111286287	6.196615	0.001955
LOC111276733	uncharacterized LOC111276733	6.189345	8.78E-12
LOC111308603	cytochrome P450 82C4-like	6.161448	0.003852
MSTRG.14611	Unknown sequences	6.146772	0.002613
LOC111292968	probable xyloglucan	6.1364	0.0303538
LOC111304865	pentatricopeptide repeat-containing protein At5g16420, mitochondrial	6.10152	8.79E-08
LOC111283809	protein VACUOLELESS1-like	6.101143	0.002969
MSTRG.36117	Unknown sequences	6.076991	3.55E-17
LOC111287953	xyloglucan endotransglucosylase/hydrolase	6.05873	0.00020799
MSTRG.25731	Unknown sequences	6.051906	3.17E-11
LOC111296917	F-box/LRR-repeat protein 3-like	6.04753	0.0069325
LOC111283603	protein RALF-like 27	6.033307	1.36E-50
LOC111311009	UDP-glycosyltransferase 73C6-like	6.02147	0.0179651
LOC111315694	uncharacterized LOC111315694	6.021064	0.003436
MSTRG.32862	Unknown sequences	6.017646	0.003221
LOC111300451	VQ motif-containing protein 31-like	6.00263	0.0320016
LOC111298889	probable glutathione S-transferase	6.00115	0.00020799

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111300248	uncharacterized LOC111300248	6.000248	0.003944
TRNAE-CUC	Transfer RNA	5.995896	1.36E-12
LOC111306167	uncharacterized LOC111306167	5.99026	0.00020799
LOC111282160	homeobox-leucine zipper protein HAT5-like	5.971007	2.87E-48
MSTRG.25133	Unknown sequences	5.967606	0.003794
LOC111310303	MLO-like protein 6	5.9592	0.005599
LOC111285576	chitotriosidase-1-like	5.9544	0.00553144
LOC111274382	putative 12-oxophytodienoate reductase 11	5.94491	0.00860083
LOC111293969	phosphoenolpyruvate carboxylase kinase 1-like, transcript variant X1	5.92943	0.00020799
LOC111303611	zinc finger protein ZAT12-like	5.92177	0.00020799
LOC111277539	protein PHR1-LIKE 1-like	5.902129	4.76E-30
LOC111284075	probable disease resistance protein At4g27220	5.899992	0.004545
MSTRG.22660	LOC111278267	5.896968	1.41E-08
LOC111296955	E3 ubiquitin-protein ligase ATL31-like	5.89603	0.00020799
LOC111277190	perakine reductase-like	5.87857	0.0013488
LOC111316515	GEM-like protein 5	5.86146	0.00020799
MSTRG.15123	Unknown sequences	5.852701	0.000146
LOC111286661	uncharacterized LOC111286661	5.83691	0.018531
TRNAE-CUC	Transfer RNA	5.830207	2.46E-80
LOC111307193	probable WRKY transcription factor 70	5.82317	0.00119934
LOC111316628	probable galactinol--sucrose	5.8137	0.00056455
LOC111313028	BAG family molecular chaperone regulator 6-like	5.81305	0.0179651
LOC111312788	uncharacterized LOC111312788	5.80826	0.00020799
LOC111290564	vignain-like	5.7863	0.00020799
TRNAG-CCC	Transfer RNA	5.717676	1.76E-19
MSTRG.12961	Unknown sequences	5.650746	4.26E-14
MSTRG.15123	Unknown sequences	5.454912	1.08E-28
LOC111278267	uncharacterized LOC111278267	5.345298	1.06E-16
MSTRG.34120	Unknown sequences	5.336981	5.35E-43
LOC111304865	pentatricopeptide repeat-containing protein At5g16420, mitochondrial	5.258758	6.16E-12
MSTRG.6601	Unknown sequences	5.239326	4.26E-25
LOC111304849	uncharacterized protein At4g00950-like	5.239088	1.59E-09
LOC111317018	protein BRICK 1	5.206922	4.63E-18
LOC111289594	transcription factor MYBS1-like	5.19537	4.68E-45
LOC111293048	probable Histone-lysine N-methyltransferase ATXR5	5.169879	1.05E-07
LOC111301699	thioredoxin-like protein CDSP32, chloroplastic	5.082786	1.09E-12
LOC111308611	transmembrane protein 45B	5.007227	4.88E-64
LOC111275914	probable L-type lectin-domain containing receptor kinase V.3	4.993838	2.39E-10

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111275243	probable carboxylesterase SOBER1-like	4.946835	1.17E-27
LOC111277239	14 kDa proline-rich protein DC2.15-like	4.943081	2.03E-20
MSTRG.31257	Unknown sequences	4.930831	5.57E-21
LOC111314105	proline-rich protein 3-like	4.903135	1.90E-22
LOC111294357	sulfate transporter 1.3-like	4.88543	9.62E-26
LOC111287737	G-type lectin S-receptor-like<br>serine/threonine-protein kinase At4g27290	4.884873	7.88E-13
LOC111283194	protein STRUBBELIG-RECEPTOR<br>FAMILY 3-like	4.880131	7.65E-37
LOC111286965	uncharacterized LOC111286965	4.813336	3.98E-12
MSTRG.23594	Unknown sequences	4.807502	6.05E-42
MSTRG.34847	Unknown sequences	4.764986	3.74E-06
MSTRG.2344	Unknown sequences	4.724727	8.10E-42
LOC111305387	sm-like protein LSM5	4.724291	3.39E-06
LOC111285741	glucan endo-1,3-beta-glucosidase	4.603205	7.69E-25
LOC111311763	pentatricopeptide repeat-containing protein<br>At5g12100, mitochondrial-like	4.551911	9.29E-06
LOC111310012	putative disease resistance protein<br>At3g14460	4.541002	1.14E-05
MSTRG.29429	Unknown sequences	4.530304	1.07E-05
LOC111294072	ubiquitin carboxyl-terminal hydrolase 2-like	4.527706	1.14E-05
LOC111293557	nuclear pore complex protein NUP1-like	4.502059	1.66E-06
MSTRG.3089	Unknown sequences	4.463789	1.43E-59

# Supplementary material for: Transcriptome analysis during fruit developmental stages in durian (Durio zibethinus Murr.) var. D24
**Source:** Genet Mol Biol. 2023 Jan 6;45(4):e20210379. doi: 10.1590/1678-4685-GMB-2021-0379
**Supplement:** Table S4 -

Supplementary Material to “Transcriptome analysis during fruit developmental stages in durian (*Durio zibethinus* Murr.) var. D24”

Table S4 - Differentially down-regulated expressed genes between the mature stage and ripening stage of durian fruit pulp. We used FDR: <0.05, Log2 fold change >1.5 and <-1.5.

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111309322	sterol 14-demethylase-like	-3.95444	0.0005645
LOC111294891	uncharacterized LOC111294891	-3.98419	0.00020799
LOC111316121	inositol-3-phosphate synthase-like	-4.03379	0.0369311
LOC111277257	uncharacterized LOC111277257, transcript variant	-4.04538	0.00020799
LOC111316987	homeobox-leucine zipper protein ATHB-6-like	-4.05321	0.00020799
LOC111277014	plant cysteine oxidase 2-like, transcript	-4.06902	0.00020799
LOC111315252, LOC111315261	peroxisome biogenesis protein 19-2-like, protein transport protein SEC16B homolog	-4.07442	0.00056455
LOC111302215	zinc transporter 6, chloroplastic-like	-4.077	0.00020799
LOC111281105	protein DETOXIFICATION 40-like	-4.10876	0.00020799
LOC111299368	ras-related protein Rab7-like	-4.19375	0.00149434
LOC111279856	protein MARD1-like, transcript variant X1	-4.21019	0.00020799
LOC111275775	uncharacterized LOC111275775	-4.22938	0.00020799
LOC111296642	DExH-box ATP-dependent RNA helicase DExH12-like	-4.24855	0.00727459
LOC111297335	trihelix transcription factor PTL-like	-4.25548	0.00020799
LOC111294297	uncharacterized LOC111294297, transcript variant	-4.25692	0.00020799
LOC111299310	probably inactive leucine-rich repeat	-4.26403	0.00020799
LOC111289583	protein DOWNY MILDEW RESISTANCE 6-like	-4.31068	0.00020799
LOC111299532	kelch repeat-containing protein At3g27220-like,	-4.32275	0.00020799
LOC111301337	laccase-4-like	-4.33192	0.00882146
LOC111297909	uncharacterized LOC111297909	-4.38582	0.00020799
LOC111314020	protein S-acyltransferase 18-like, transcript	-4.39634	0.00020799
LOC111306227	uncharacterized LOC111306227	-4.47374	0.0369311
LOC111285675	leucine-rich repeat receptor-like protein kinase	-4.53732	0.00020799
LOC111277427	basic proline-rich protein-like	-4.6469	0.00020799
LOC111289856	traB domain-containing protein, transcript	-4.70252	0.00020799
LOC111311845	cytokinin riboside 5'-monophosphate	-4.79953	0.0153939

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111316168	transcription factor RAX3-like	-4.81611	0.00020799
LOC111316158	uncharacterized protein At5g65660-like	-5.04522	0.00119934
LOC111282836	glutamate formimidoyltransferase-like	-5.05711	0.00020799
LOC111285374	probable indole-3-pyruvate monooxygenase YUCCA4	-5.09951	0.00020799
LOC111274050	uncharacterized LOC111274050	-5.13378	0.00020799
LOC111294421	aquaporin SIP1-1-like	-5.21543	0.00020799
LOC111288008	uncharacterized LOC111288008	-5.32271	0.0153939
LOC111313328	uncharacterized LOC111313328	-5.3437	0.00020799
LOC111280755	uncharacterized LOC111280755	-5.36599	0.00020799
LOC111313396	RING-H RING-H2 finger protein ATL5-like2 finger protein ATL5-like	-5.42314	0.00149434
LOC111294357	sulfate transporter 1.3-like, transcript variant	-5.4384	0.00020799
LOC111301699	thioredoxin-like protein CDSP32, chloroplastic	-5.46366	0.0444584
LOC111277239	14 14 kDa proline-rich protein DC2.15-like kDa proline-rich protein DC2.15-like	-5.55792	0.00491837
LOC111302352	zinc finger protein 2-like	-5.82013	0.00020799
LOC111296030	protein PIN-LIKES 3-like	-5.915014811	0.001385095
LOC111299239	solute carrier family 25 member 44-like	-5.92814	0.000208
LOC111296829	uncharacterized protein LOC111296829	-5.951010534	0.00347361
LOC111297280	fructose-bisphosphate aldolase 1, chloroplastic-like	-5.95271	0.000208
LOC111307200	non-specific lipid-transfer protein 3-like	-5.957471163	0.000736369
LOC111296871	serine carboxypeptidase-like 27 isoform X1	-5.97343927	0.002488342
LOC111311845	cytokinin riboside 5'-monophosphate phosphoribohydrolase LOG3-like	-5.98316846	1.71E-23
LOC111311241	WAT1-related protein At4g08300-like	-6.004389786	0.000324017
LOC111276733	uncharacterized protein LOC111276733	-6.033095468	5.32E-22
LOC111298691	classical arabinogalactan protein 9-like	-6.039672988	0.00050363
LOC111277115	uncharacterized LOC111277115	-6.04314	0.000208
LOC111286976	nuclear transcription factor Y subunit C-2-like	-6.056477887	0.005249413
LOC111297709	uncharacterized LOC111297709	-6.06598	0.0431503
LOC111283878	uncharacterized protein LOC111283878	-6.155812456	9.12E-67
LOC111313342	myb-related protein 308-like	-6.15936	0.0211934
LOC111299239	solute carrier family 25 member 44-like	-6.160903654	2.22E-69
LOC111281093	uncharacterized protein LOC111281093	-6.218754239	0.003594237
LOC111288040	ethylene receptor-like	-6.21884	3.05E-164
LOC111302663	17.3 kDa class I heat shock protein-like	-6.22236	4.59E-26
LOC111289805	mavicyanin-like	-6.24476	2.96E-13

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111310679	uncharacterized protein LOC111310679	-6.254454744	0.000407877
MSTRG.20794	Unknown sequences	-6.25521	5.49E-13
LOC111299987	pentatricopeptide repeat-containing protein At5g39350-like	-6.29017	2.05E-11
LOC111296451	uncharacterized LOC111296451	-6.29958	5.27E-25
LOC111298611	uncharacterized protein LOC111298611	-6.311471128	0.000469177
MSTRG.33394	Unknown sequences	-6.31791	1.11E-95
LOC111294066	transcription factor CSA-like	-6.318003633	3.40E-39
LOC111283878	uncharacterized LOC111283878	-6.31947	0.000208
MSTRG.9353	Unknown sequences	-6.32033	8.79E-26
MSTRG.16875	Unknown sequences	-6.32179	1.38E-19
MSTRG.29631	Unknown sequences	-6.32458	5.43E-27
MSTRG.24765	Unknown sequences	-6.35591	1.40E-24
LOC111305971	LOB domain-containing protein 1-like	-6.375603275	7.06E-18
LOC111292205	U-box domain-containing protein 27-like	-6.378154499	1.76E-11
LOC111295167	serine/arginine-rich splicing factor SC35-like	-6.38201	8.53E-18
MSTRG.10291	Unknown sequences	-6.40003	7.84E-22
LOC111304854	WD repeat-containing protein 44-like	-6.40018	3.76E-13
LOC111309528	uncharacterized protein LOC111309528	-6.408745624	1.86E-05
LOC111310912	3,9-dihydroxypterocarpan monooxygenase-like 6A-	-6.409674566	8.04E-05
LOC111312349	uncharacterized LOC111312349	-6.41738	1.20E-47
LOC111282412	LOB domain-containing protein 42-like	-6.42836	0.000208
LOC111292392	protein trichome birefringence-like 43	-6.437495032	2.19E-05
LOC111277115	uncharacterized protein LOC111277115	-6.459764	9.03E-57
MSTRG.32718	Unknown sequences	-6.47771	1.60E-41
LOC111289856	traB domain-containing protein isoform X1	-6.495710116	1.50E-29
LOC111316286	probable leucine-rich repeat receptor-like protein kinase Atlg35710	-6.49974	1.46E-12
LOC111293859	ubiquitin-conjugating enzyme E2 2	-6.50177	6.27E-15
MSTRG.21056	Unknown sequences	-6.52476	1.93E-13
LOC111295759	zinc finger protein-like 1 homolog	-6.52661	4.08E-107
LOC111305380	alcohol dehydrogenase 1-like	-6.529963658	0.000148747
LOC111313342	myb-related protein 308-like	-6.531272691	6.70E-40
MSTRG.13315	Unknown sequences	-6.53683	1.44E-18
MSTRG.36145	Unknown sequences	-6.54518	3.74E-20
LOC111277239	14 kDa proline-rich protein DC2.15-like	-6.558372723	6.07E-42
LOC111282412	protein=LOB domain-containing protein 42-like	-6.570419784	9.08E-72
LOC111274856	calcyclin-binding protein-like	-6.57107	6.64E-16
LOC111287652	stem-specific protein TSJT1-like	-6.584753109	7.68E-95

Gene Symbol	Gene Name	Log2 fold change	FDR p-value correction
LOC111297851	eukaryotic translation initiation factor 2D	-6.58581	4.00E-154
MSTRG.649	Unknown sequences	-6.60992	7.23E-27
LOC111317381	uncharacterized protein LOC111317381	-6.649742902	4.33E-06
LOC111312151	eukaryotic translation initiation factor 2D	-6.66415	3.83E-12
LOC111284093	putative clathrin assembly protein At1g33340	-6.67899582	4.20E-06
MSTRG.24788	Unknown sequences	-6.72541	3.34E-161
LOC111304242	probable indole-3-pyruvate monooxygenase YUCCA4	-6.73315992	1.99E-05
MSTRG.4788	Unknown sequences	-6.74233	8.39E-51
MSTRG.13935	Unknown sequences	-6.78338	9.04E-46
MSTRG.32418	Unknown sequences	-6.83039	6.56E-22
LOC111309529	putative F-box protein At1g47765	-6.832700784	1.60E-06
LOC111312958	uncharacterized LOC111312958	-6.846234496	1.68E-22
LOC111314256	protein LIFEGUARD2-like	-6.8786	1.67E-14
LOC111280983	embryo-specific protein ATS3B-like	-6.89428	2.42E-35
LOC111292167	protein SCAI-like	-6.92068	1.92E-22
LOC111287086	probable disease resistance protein At1g58602	-7.0144	1.10E-44
LOC111316151	probable glycosyltransferase At5g03795	-7.0346	1.64E-13
LOC111303853	indole-3-acetaldehyde oxidase-like	-7.151661676	7.02E-07
MSTRG.34919	Unknown sequences	-7.18357	1.71E-16
LOC111276612	LOB domain-containing protein 4-like	-7.243266574	3.36E-07
MSTRG.5465	Unknown sequences	-7.24605	5.07E-28
LOC111318518	uncharacterized LOC111318518	-7.319323386	6.13E-07
MSTRG.27668	Unknown sequences	-7.41324	4.31E-56
LOC111298508	transcription repressor OFP12-like	-7.485007744	1.78E-06
LOC111299024	calmodulin-binding receptor-like cytoplasmic kinase 3	-7.53485	1.50E-20
LOC111296791	uncharacterized LOC111296791	-7.57246	2.46E-21
LOC111290228	leucine-rich repeat receptor protein kinase	-7.574169595	6.34E-09
LOC111311518	uncharacterized LOC111311518	-7.582043405	2.08E-18
LOC111317678	protein SIEVE ELEMENT OCCLUSION B-like	-7.5867	4.24E-05
LOC111274060	probable stress-associated endoplasmic reticulum	-7.600592562	2.30E-08
LOC111289620	probable methyltransferase PMT21	-7.601359298	2.45E-78
LOC111294291	uncharacterized LOC111294291, transcript variant	-7.613542517	2.65E-114
LOC111276730	uncharacterized LOC111276730	-7.6196	0.011557
LOC111314621	putative pentatricopeptide repeat-containing protein At1g19290	-7.63118	0.00268
LOC111274856	calcyclin-binding protein-like	-7.63181	0.003399
LOC111285266	ATP-dependent 6-phosphofructokinase 3-like	-7.6341	0.000101
MSTRG.15958	Unknown sequences	-7.63997	1.13E-05
LOC111281786	probable ubiquitin-conjugating enzyme E2 23	-7.64286	8.40E-06

How the deposited data were processed for this re-analysis (not part of the article)

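Pulp of durian var. D24 was sampled at 90 (young stage, YS), 120 (mature stage, MS) and 127 (ripening stage, RS) days post-anthesis, with 3 libraries per stage. The paper states that mature fruits were kept at room temperature to ripen before RS pulp was taken. The deposited data are 9 tables, 1 per library, which the authors made with StringTie from their mapped reads. Each table gives a coverage, an FPKM and a TPM value per gene. The paper names HISAT2 before StringTie, while the notes deposited with the tables name FastQC, Trimmomatic, Bowtie and TopHat, all without a version, so the mapper behind the values is open. The FPKM deposited by the authors are fragments per kilobase scaled to the mapped fragments of the library, as StringTie computed them. The coverage (signal) column that the authors deposited is the mean read depth per base of a gene and is not corrected for sequencing depth. The TPM column is taken here as a score, because the authors' tables hold reference genes and loci assembled anew in each library, and the deposited values sum to the usual total over the assembled loci alone. None of the tables holds read counts, so no count model was fitted. CLC, CuffDiff, DESeq2 and edgeR are named here only as the tools the authors used.

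Reference genes were read from each table. Of 39453 genes with a value above 0 in at least 1 library, 21598 had an FPKM of 1 or more in at least 3 of the 9 libraries and were tested. Assembled loci have no identity across libraries and were left out. No table lists a reference gene at 0, and a gene that a table does not list was set to 0. Of 668 such cases among named genes (gene and library), 39 lay where the same table holds an assembled locus, none of them a gene given by LOC number in the text. Between 33 and 185 genes per library were unlisted while above an FPKM of 10 in another library. The gene table of another durian assembly (57388 genes) matched 87.25% of the symbols and was used only for gene types. It gave no product names for this purpose. Names were taken from the paper's tables and text, which name 692 genes, 686 of them in the data and 593 with a name other than uncharacterized. Every gene list was therefore drawn from genes that the study itself had picked from these samples.

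FPKM was taken to log2 after adding 1. The comparisons YS to MS, YS to RS and MS to RS were each fitted with limma 3.58.1 in R 4.3.3 on their 6 libraries, with moderated two-sided t-tests and the Benjamini-Hochberg adjustment over all tested genes. A gene passed where its log2 fold change lay beyond 1.5 in size and its adjusted p lay under 0.05, both thresholds of the paper, applied here to the scale with 1 added. For each gene list the members that passed were counted, and the list was tested with camera from limma where at least 3 members were tested. A preset correlation of 0.01 was the main setting, and the test was repeated with the correlation between genes estimated. The text mostly prints the values of this repeat, in which fewer lists passed. There were 30 such lists, and adjusted p-values run over the lists of a comparison. Adjustment over the members of a list alone was computed beside the adjustment over all genes. Principal components were computed from the 500 most variable genes. Size factors are medians of ratios to the gene-wise geometric mean. Tables were read and summarised with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, and drawn with Matplotlib 3.10.9.

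The mapped bases of a library follow from the ratio of coverage to FPKM, taken as its median because it was the same within 1% in 72.6% to 74.6% of genes, and lie between 2350.2 and 3553.1 Mb. Between MS libraries the SD of the log2 ratio was 0.203, 0.144 and 0.163 at a coverage of 10 to 20, and 0.038, 0.036 and 0.036 in the highest range, from a coverage of 1000, so that depth limits the precision of genes with low coverage there. Between YS libraries it was 0.427, 0.632 and 0.159 in the lower and 0.718, 0.927 and 0.795 in the highest range, and was not smaller there. Standard errors and p-values cover only the spread between the libraries as deposited, which the paper describes as a biological triplicate of each stage (Figure S1).

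The method was tested on simulated data with the spread of the real libraries and 200 changed genes. These were drawn from genes with a mean log2 value above 3, and noise was drawn for each gene on its own. The results therefore do not cover genes near the FPKM minimum, nor a shift shared by many genes as in RS library 03. True log2 changes of 2, 3 and 4 were recovered in 69.7%, 80.6% and 88.1% of genes for YS to MS, in 45.5%, 77.6% and 82.1% for YS to RS, and in 71.2%, 85.1% and 95.5% for MS to RS. False calls numbered 17, 19 and 13 among 21598 genes, and 0 calls had the wrong direction. In 20 further simulated sets of unchanged groups that share libraries as the real comparisons do, the mean number of false calls was 4.2, 0.05 and 0.95, and no call was shared between comparisons. From the same sets, lists of the smallest p as long as the real lists of calls were taken, and their overlaps counted; this was added after the overlaps were seen.

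The genes named in the text follow a rule set before the data were examined. It takes the genes that the paper's results name by LOC number (32, of which 27 passed the FPKM minimum). It also takes, for each comparison, the 10 genes with the largest rise and the 10 with the largest fall among called genes with a product name, a mean FPKM of 10 or more in 1 of the stages and no overlap between the stages. From each list it takes up to 4 tested members with the highest FPKM. The rule names 154 genes, and the values of many of them in the paper's tables had been seen when it was set. Genes without a product name and the loci that follow an rRNA gene fall outside the rule and were picked after their values were seen, by the size of their change or by their share of a library.

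Alternatives set before the data were examined were a pseudocount of 0.1 or 5, no filter, a filter at an FPKM of 5, TPM, size factors, quantile normalization, all 9 libraries in one fit, arrayWeights, the replicate number as a block, a fold threshold of 1, the MS libraries averaged to 1 sample, RS libraries 01 and 02 averaged to 1 sample, and each library left out in turn. Added later were both averages together, and the overlaps and the lists without RS library 03. Fits with the MS libraries averaged held all stages and took their error from the YS and RS libraries. Gene ontology and pathway classes were left out because no annotation of them is at hand, and 8 lists (pectate lyase, thiamine metabolism, carotenoid synthesis, heat shock proteins 70, 90 and 101, MADS-box, cytosolic ribosomal proteins, photosynthesis, seed storage and oil body) had no member among the named genes and could not be measured.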

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

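The tests of rRNA-like loci and of depth below were chosen after the result was seen, and the test of the state of ripening was set before.

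RS library 03 stood far from the other 8 libraries in 3 of 8 measures. It had 15171 genes at an FPKM of 1 or more, the lowest number, and a size factor of 0.4789, also the lowest. With 26.31% of the FPKM, its top 10 genes held the highest share. The gap to the nearest library made up 0.608, 0.755 and 0.775 of the range of all libraries in these measures. Chance puts about 1 in 20 groups past this limit, and with both ends of the 8 measures 16 were tested, 3 of which passed, all in this library. In data that the paper does not report on, 19 loci whose FPKM follow an rRNA gene (r of 0.9 or more over the 9 libraries) held 32.6% of the FPKM of RS library 03, against 6.28% and 6.66% in RS libraries 01 and 02, 1.21% to 5.03% at YS and 0.55% to 0.64% at MS. This is no separate sign, since the top 10 genes of RS library 03 are all among these loci. The rRNA gene, LOC111286978, itself peaked there at 6104 FPKM, so a high share follows in part from how the loci were picked. Not all are typed as rRNA in another assembly, where LOC111290650 is protein-coding. Among them LOC111291566 had 23530.0 FPKM in RS library 03.

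A larger share of rRNA-like loci may lower the FPKM of every other gene in this library: over 21095 other genes the median log2 ratio of RS library 03 to libraries 01 and 02 was -1.04 as deposited, and -0.40 after these loci were left out and each library was rescaled to the same sum, against -0.01 between libraries 02 and 01. The remaining shift lies between the bounds set for the test, and the loci were picked by a gene that peaks in this library. Part of the smaller shift follows from that choice. In 5 groups of genes by FPKM, the median ratio was -0.70 in the highest group, then -0.93, -1.05 and -1.14, and -1.25 in the lowest. A larger share of these loci alone would shift each group alike, so it does not account for this gradient, whose cause was not tested. The explanation by these loci stays open for part of the pattern. A lower depth of the library is argued against, since the spread in excess of sampling noise was 0.49 and 0.512 against its fellow libraries and 0.108 between those. A fruit further on or further back in ripening also stays open: after rescaling by size factors the genes that rose and those that fell without RS library 03 differed in their median ratio by 0.03, within the bounds set against it, but the 1310 genes that rose went both ways (quartiles -0.97 and 0.72) and so did the 630 that fell (-0.40 and 0.48), so a median near 0 decides nothing. Loss of RNA quality, a difference in poly-A selection, a batch of sequencing and a wrong label were not tested.

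Among genes that the paper's text does not discuss, several rose or fell strongly from MS to RS. Of 6 tested small heat shock protein genes 5 rose, with a median log2 fold change of 3.81 over the 6 (3.97 after quantile normalization), and all 6 glutathione S-transferase genes rose, with a median of 5.27 (5.75 after rescaling by size factors). Both counts were the same without RS library 03, and with the MS libraries averaged to 1 sample they were 4 and 6. The genes come from the study's own tables, so the counts are not independent evidence. In camera each list had an adjusted p = 0.464 with an estimated correlation. With the preset correlation it was 1.12e-08 for the heat shock list and 2.62e-09 for the transferases. The early nodulin-93-like genes LOC111304216 and LOC111304214 were at 1.50 and 1.51 FPKM at RS and had log2 fold changes of -10.54 and -10.45 from MS (standard error 0.15, adjusted p = 1.93e-07 for both), with all 3 RS libraries under all 3 MS libraries. No explanation was tested for these genes.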

How the results depend on the processing

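Averaging both the MS libraries and RS libraries 01 and 02, and recounting overlaps and lists without RS library 03, were chosen after the results were seen. In each setting run, more genes fell than rose from YS to MS and from YS to RS. From MS to RS the balance depended on the setting.

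With 0.1 added to each FPKM, 1793 genes rose from YS to MS, and 1295 rose and 2197 fell from MS to RS. With 5 added, 562 rose and 930 fell from YS to MS, 407 and 799 from YS to RS, and 451 and 409 from MS to RS. Without a filter 319 rose and 623 fell from YS to RS. The stricter filter gave 1458 that fell from YS to MS and 1310 from YS to RS, with fewer genes tested (13911). A fold threshold of 1 admits smaller changes by construction and gave 2616 that rose and 3385 that fell from YS to MS and 1414 and 3334 from MS to RS. Size factors gave 1097 that rose from YS to RS, and 1391 that rose and 485 that fell from MS to RS, so the share of rises went from 23.6% to 43.4% and from 43.0% to 74.1%. Quantile normalization gave 996 and 1268 from YS to RS and 614 that fell from MS to RS, with shares of rises of 44.0% and 66.5%. With arrayWeights 1059 rose from YS to RS, and 1320 rose and 656 fell from MS to RS. The MS libraries averaged to 1 sample, which leaves fewer samples, gave 363 and 803 from YS to MS and 153 and 89 from MS to RS, and both averages together 109 and 72. The cause was not tested for the changes under the pseudocounts, the missing filter, the scalings and arrayWeights. Leaving out each library in turn, from 997 to 1468 rose and from 1768 to 2574 fell from YS to MS, from 460 to 873 and from 1035 to 2551 from YS to RS, and from 726 to 1310 and from 630 to 1629 from MS to RS. Falls from YS to RS numbered 1035 without RS library 03 and 1305 without YS library 02, and without RS library 03 1310 rose and 630 fell from MS to RS. With the replicate number as a block, 1192 rose and 2294 fell, 600 and 1759, and 918 and 1179. The correlations of 9 same-number pairs lay between -0.25 and 0.18, and those of pairs with different numbers between -0.23 and 0.26. The MS libraries hardly differ from each other and RS library 03 stands apart. These correlations therefore cannot decide whether the numbers pair samples.

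Overlaps moved too. With 0.1 added, rises numbered 1409 from YS to MS alone, 999 from MS to RS alone and 62 in all comparisons, which is also the pair of YS to MS and MS to RS. Falls numbered 1548, 389 and 1742 in 1 comparison alone, 373 in YS to RS and MS to RS, 82 in all comparisons and in the pair of YS to MS and MS to RS, and 455 in the pair with YS to RS and MS to RS. Then 694 genes rose and then fell, and 758 fell and then rose. With size factors 317 rose from YS to RS alone, 956 from MS to RS alone and 382 in both (435 with those in all comparisons), and 301 fell from YS to RS alone, 394 from MS to RS alone, 83 in both (91 with those in all) and 8 in all, again the same pair; 228 rose and then fell. When RS library 03 was left out, rises numbered 889, 118 and 992 in 1 comparison alone, 234, 2 and 270 in 2 and 46 in all (pairs 280, 48 and 316). Falls numbered 1436, 199 and 557 alone, 763, 0 and 61 in 2 and 12 in all (pairs 775, 12 and 73), with 310 that rose and then fell and 610 that fell and then rose. The cause was not tested. The fit of all 9 libraries left each of these numbers within 1.5 times its value.

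PC1 and PC2 together held 89.8%, 78.5% and 97.1% of the variance of all genes in the 3 comparisons and 76.4% with 9 libraries, where many more genes enter by construction, and 98.3% from MS to RS with 0.1 added. Leaving out each library gave 94.9% to 99.7%, 90.7% to 94.9%, 99.5% to 99.7% and 86.0% to 92.1%. Of 30 lists, 13, 12 and 13 passed in camera with a preset correlation and 0, 0 and 0 with an estimated one (10, 3 and 3 had an unadjusted p under 0.05). The lowest adjusted p was then 0.0827, 0.321 and 0.464. The summed MGL genes had a log2 ratio of 1.64 to 3.25 from YS to MS and -0.07 to -0.01 from MS to RS without each library in turn, and 0.56 from MS to RS with size factors, as LOC111308047 (0.47) makes up nearly all of the sum.

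Among 137 called changes of single genes in the text, 82 passed under all alternatives run, and of 2567 values 2372 passed, 195 did not and 0 changed sign. Averaging the MS libraries ended 46 calls, both averages 26, adding 5 to each FPKM 23 and no filter 17. Of 36 changes that were not called, 67 of 689 values passed. The sign changed in 12 values of genes without a call. LOC111275321 had 0.05 from MS to RS with arrayWeights, and LOC111314102 0.01 with size factors. LOC111290112 had -0.40 from YS to MS without YS library 02 and up to 0.61 with other libraries left out. LOC111311552 from YS to RS had 0.12 with quantile normalization, and 0.04 without YS library 01, with a lowest value of -0.46 when other libraries were left out. LOC111293717 from MS to RS had -0.19 with 0.1 added, -0.14 with RS libraries 01 and 02 averaged, -0.15 with both averages, -0.01, -0.03 and -0.28 without MS library 02, RS library 01 and RS library 02, and 0.52 without RS library 03. The cause was not tested. Of the counts and medians of the lists, 4274 values stayed within their bounds and 654 moved.

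Changes rest on FPKM, and without read counts no model of sampling noise was fitted. RS library 03 has the lowest mapped bases, and genes near the FPKM minimum of 1 are the least certain in it. The stage differences cannot be parted from differences between fruits, harvest or library preparation, since no label gives them. By the paper's methods, RS pulp came from mature fruits kept at room temperature to ripen. Changes from MS to RS thus cannot be parted from effects of this storage.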

Differences from the paper's values

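Except where stated, the settings named here as near a paper's value were set before the data were examined. A count is called near the paper's where one is at most 1.5 times the other, which leaves gaps of up to that size, and a log2 ratio where the gap is within the larger error. The counts use the paper's thresholds of a log2 fold change beyond 1.5 and a q under 0.05, except in the setting with a fold threshold of 1, which is not the paper's. The fold threshold was applied after a pseudocount was added, which makes changes at low FPKM smaller. Unless named, no other setting came near. The paper counts genes and transcripts, and its lists also hold loci assembled anew. Only tested reference genes are counted here, so the sets differ.

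For YS to MS the paper's CLC count of up-regulated genes is 2,565, against 1171 here (near with 0.1 added to each FPKM, 1793, and with a fold threshold of 1, 2616), and its CLC count of down-regulated genes is 5,793, against 2211 (near in no setting). The paper's CuffDiff count of down-regulated genes is 3,607 and the paper's edgeR count is 3,426. Near both were 3077 with 0.1 added, 2430 with TPM, 2451 with arrayWeights, 3385 with a fold threshold of 1 and 2574 without YS library 01, and near the edgeR count also 2294 with the replicate block, so that all but those with 0.1 added and with a fold threshold of 1 stayed well under the paper's counts. Up-regulated genes number 5,790 in the paper with DESeq2 and 5,117 in the paper with edgeR, and no setting came near either. For YS to RS the paper's up-regulated counts of 1,611 (CLC), 1482 (CuffDiff), 3,452 (DESeq2) and 2,872 (edgeR) stand against 647. Near the paper's CLC and CuffDiff counts was that with size factors (1097), near the CuffDiff count alone those with quantile normalization (996) and arrayWeights (1059), and near the others none. The paper's CLC count of down-regulated genes is 3,296, against 2089, and near it were 2291 with 0.1 added, 2318 with all 9 libraries in one fit, 2717 with a fold threshold of 1 and 2551 without YS library 01. For MS to RS the paper's up-regulated counts of 4,141 (CLC), 2191 (CuffDiff) and 5,172 (edgeR) stand against 863, and no setting came near them. The paper's down-regulated counts of 2,570 (CLC), 3,705 (DESeq2) and 5,870 (edgeR) stand against 1142. Near the CLC count were 2197 with 0.1 added and 3334 with a fold threshold of 1, near the DESeq2 count the latter, and near the edgeR count none.

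In the overlaps the paper's 67 genes up-regulated in all comparisons stand against 41 (near with 0.1 added, 62, and with size factors, 53), and the paper's 42 down-regulated genes against 21 (near in none). The paper's text gives its specific genes by stage, and they are read here as the comparisons of its Venn diagram in order. So read, the paper's 504 and 1,666 genes up-regulated in YS to RS and in MS to RS alone stand against 130 and 594 (near in none), and the paper's 1,965 genes down-regulated in YS to MS alone against 923 (near with 0.1 added, 1548). For the overlaps 3 settings were set beforehand. Leaving out RS library 03, which was chosen after the values were seen, gives 46 genes up-regulated in all comparisons and 1436 down-regulated in YS to MS alone, both near the paper's; the paper does not list the genes of its overlaps, so how many of them this drops is not known.

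The paper's fold changes in the text are read as log2 ratios, as in Tables S7 and S8, and are set against the log2 ratio of stage means. For YS to MS the paper gives 11 for LOC111304600, against 9.40, 10 for LOC111278395, against -11.05, and 6 for LOC111280213, against 5.55. The paper's 10.163 for LOC111287425 has no counterpart here, since no MS library lists the gene and no ratio can be formed. For MS to RS the paper gives -8 for LOC111311552, against -9.01, and 12.6 for LOC111311521, against 9.17. No setting came near any of these. For LOC111311521, LOC111278395 and LOC111287425 the paper's own tables hold values that differ from its text, in size or in sign. Table S3 gives the paper's 9.49 and 9.17 for LOC111311521, the latter as found here. Table S2 gives the paper's -10.81 and -11.03 for LOC111278395, which also stands in Table S1 with the paper's 10.87. For LOC111287425 Table S1 gives the paper's 10.14 and 8.05, both below the 10.163 of its text. For the other genes the tables round to the text. Table S4 has the paper's -8.37 and -8.48 for LOC111311552, and Table S1 the paper's 11.22 for LOC111304600 and 6.28 for LOC111280213. The paper's 9 for the LOB genes stands against a median of 6.26 over 5 genes (near without YS library 01). In Table S1 only LOC111304630 lies near 9 and the other LOB genes lie lower, so the value of 1 member is set against a median. That gene rose the most of them here too. The paper's 10 for the ABC transporter genes stands against a median of 2.48 over 4 genes, 1 of them not listed at MS (near in none). This median takes in genes that went both ways, and those that rose lie above it. In Table S8 the paper gives -3.29 for LOC111300706 (here -3.56), 2.07 for LOC111279193 (1.50), 2.63 for LOC111284718 (1.96) and 3.01 for LOC111280307 (2.46), and in Table S7 the paper gives -3.38 for LOC111278980 (-3.84), all for MS to RS. Size factors brought each of these 5 near, and for LOC111300706 so did 0.1 added and leaving out MS library 03. For LOC111304951 from YS to MS Table S8 has the paper's -1.72, against -1.10, and no setting came near it.

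Tables S1 to S4 list up-regulated and down-regulated genes. Of 176 values of Table S1 that could be compared, 124 have the same sign here and 52 the opposite one. For Table S2 the numbers are 124 and 37 of 161, for Table S3 127 and 40 of 170, and for Table S4 130 and 23 of 157. Tables S1 and S2 share 5 symbols and Tables S3 and S4 share 7, so these stand as both up-regulated and down-regulated in one comparison. The paper selected top genes from each of its tools, and these tables do not name the tool behind a value. Whether shared symbols and opposite signs come from different tools was not tested. In Tables S7 and S8 each value that is not 0 has the sign found here.

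Some directions and rankings in the paper's text differ. The paper has endoglucanase-like LOC111278395 up-regulated from YS to MS in its text, while it fell here and has a negative value in Table S7; its rise at ripening was found here too. The paper has LOC111287425 and glucan endo-1,3-beta-glucosidase 11-like LOC111287487 up-regulated in the same step, while neither is listed in any MS library. The paper has 4 ABC transporter genes up-regulated early. LOC111316978 and LOC111301322 rose, LOC111286089 fell, and LOC111274386 did not pass (-0.82). The paper has sulfate transporter LOC111294357 activated at ripening, while it fell in that step (-3.06); it stands in both Table S3 and Table S4. Carboxylesterase SOBER1-like LOC111275243 is among the paper's up-regulated genes at ripening and did not pass here (-0.30) in any setting run.

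The paper has MGL genes up-regulated from MS to RS. Of 4 tested 1 rose, and 2 with 0.1 added. It has LOC111315809 abundant at RS, where no library held more than 0.142 FPKM. The paper gives this LOC number to both MGLb_1 and MGLa2 and names MGLb1 as the MGL gene with the highest expression, so which gene it means is open. The paper finds the XTH genes to rise the most at ripening. Of 7 tested 4 rose, and 7 with arrayWeights or without RS library 03, while the largest rise among named genes was that of polygalacturonase LOC111311521. It finds most ACC oxidase genes raised at ripening, where 1 of 6 rose, and 3 with 0.1 added or a fold threshold of 1. Of the 6, 5 had a positive log2 fold change in this step. It has an S-adenosylmethionine synthase gene raised at ripening, where none of 3 rose, and 1 with size factors, quantile normalization, arrayWeights, a fold threshold of 1 or without RS library 03. It lists pectinesterase, beta-galactosidase and expansin genes as changed at ripening. None of 4, 8 and 4 rose, while 3, 3 and 2 rose with arrayWeights and 3, 3 and 1 without RS library 03. One pectinesterase fell. The paper proposes that more softening genes were expressed at ripening than during development. Read as expressed genes, 85 of the genes of Table S7 reached a mean FPKM of 1 at YS, 45 at MS and 58 at RS. Read as changes, 9 of its tested genes rose and 52 fell from YS to MS, and 10 rose and 4 fell from MS to RS. Without RS library 03, 25 rose and 4 fell in the later step. Which reading the paper means is open.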

Other observations

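The tests of a library sequenced 3 times and of less variation between fruits below were chosen after the result was seen, and the other splits of the libraries were set before.

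A gene of abscisic acid breakdown moved against the rise of the synthesis gene LOC111280882 from YS to MS. Abscisic acid 8'-hydroxylase 1-like LOC111290894 fell from 176 ± 193 FPKM at YS to 0.376 ± 0.149 at MS (SD, n = 3), a log2 fold change of -6.39 (standard error 0.75, adjusted p = 0.00146), and had 8.84, 7.70 and 0.551 FPKM in the RS libraries. Its fall from YS to RS (-4.49) did not pass without RS library 03 (-3.63). Another gene of the same step, 8'-hydroxylase 4-like LOC111296235, is not listed in any MS library and rose to 12.9, 13.1 and 1.54 FPKM at RS (adjusted p = 0.0125), a call lost with the MS libraries averaged, without MS library 02 or 03, with 5 added to each FPKM and without a filter. Of the 3 tested abscisic acid genes 1 rose and 1 fell from YS to MS, and from MS to RS 1 rose, or 2 without RS library 03 (adjusted p = 0.639 with an estimated correlation).

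The lists of glutathione S-transferases and of small heat shock proteins each had an adjusted p = 0.464 with an estimated correlation from MS to RS. Probable glutathione S-transferase LOC111298889 went from 119.6 ± 74.5 FPKM at YS to 9.88 ± 1.10 at MS and 427 ± 165 at RS (SD, n = 3), with log2 fold changes of -3.30 (adjusted p = 0.00165) and 5.21 (adjusted p = 9.34e-05). LOC111288524, of the same name, rose from 2.69 ± 0.324 to 159 ± 71.4 FPKM from MS to RS (5.32, adjusted p = 0.00015). Of the 6 tested genes of this family 4 fell from YS to MS, and 1 did with the MS libraries averaged, without any 1 of them or without YS library 02, and 2 without YS library 03. The 17.1 kDa class II heat shock protein-like gene LOC111299242 rose from 0.544 ± 0.280 to 51.7 ± 12.3 FPKM (5.08, adjusted p = 5.78e-05) and the 17.5 kDa class I gene LOC111303701 from 0.614 ± 0.293 to 31.9 ± 3.70 (4.36, adjusted p = 5.83e-05). None of the 6 small heat shock genes passed from YS to MS in limma, though 3 had an unadjusted p under 0.05, and 1 fell without YS library 03. The GEM-like protein 5 genes LOC111316515 and LOC111293487 fell from YS to MS by 5.37 and 6.45 and rose from MS to RS by 5.07 and 5.14, each with an adjusted p of 5.09e-05 or lower, and passed also without RS library 03 and with the MS libraries averaged.

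Of 4 tested SWEET sugar transporter genes 1 rose and 2 fell from YS to MS, and 1 fell from MS to RS. SWEET10-like LOC111289849 had 222.8, 27.1 and 19.3 FPKM in the YS libraries and is not listed at MS (adjusted p = 0.00325). SWEET7-like LOC111290758 fell as well, but not with the MS libraries averaged or without any 1 of them, among other settings. SWEET10-like LOC111318002 fell from 1.84 ± 0.115 FPKM at MS (SD, n = 3) to RS libraries that do not list it, a call lost without MS library 02 and after rescaling by size factors, among other settings. NAC domain-containing protein 100-like LOC111283735 rose from 15.6 ± 5.37 to 471 ± 7.92 FPKM from YS to MS (4.88, adjusted p = 0.00012) and had -1.18 from MS to RS, which did not pass. Of 3 tested WRKY genes 2 fell from YS to MS, among them WRKY 40 LOC111281172 (-5.15, adjusted p = 0.0158), and 1, WRKY 70 LOC111307193, rose from MS to RS (3.17, adjusted p = 0.00142). None of these WRKY calls passed with the MS libraries averaged. Both early falls were also lost without any 1 of the MS libraries, without YS library 02 and without a filter, and 1 of them without YS library 03.

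Lists with few named genes gave single values. Auxin-induced in root cultures protein 12-like LOC111305464 fell by 6.64 from YS to MS and rose by 2.51 from MS to RS, the rise not passing with the MS libraries averaged. Acyl carrier protein 1 LOC111295458 fell from YS to MS (-2.67, adjusted p = 0.00255). Tubulin beta-6 LOC111312807 had -1.51 (adjusted p = 0.00967), a call lost without YS library 02 or 03, with the MS libraries averaged and after rescaling by size factors, among other settings. Calcyclin-binding protein-like LOC111274856 did not pass in any comparison. Non-specific lipid-transfer protein 3-like LOC111307200, not listed at RS, passed as a fall only from YS to RS (adjusted p = 0.0271), but not without RS library 03 or after rescaling by size factors, among other settings. From YS to MS and from MS to RS it was negative as well, with an unadjusted p under 0.05 in limma. Of 3 lignin genes 1 rose from YS to MS and 2 fell from MS to RS, among them laccase-4-like LOC111301337 (-1.71, adjusted p = 0.000503), which did not pass with the MS libraries averaged. Of the ethylene genes of Table S8, 7 of 16 tested for biosynthesis, 10 of 23 for signalling and 28 of 42 for response fell from YS to MS, while 1, 6 and 4 rose (adjusted p = 0.148, 0.357 and 0.0827 with an estimated correlation). Averaging the MS libraries left 3, 4 and 11 that fell and 0, 1 and 2 that rose in limma (8, 10 and 29 negative and 1, 7 and 5 positive at an unadjusted p under 0.05). In the step to RS 4, 3 and 5 rose and 2, 6 and 3 fell (adjusted p = 0.639, 0.745 and 0.732), and without RS library 03 7, 3 and 11 rose and 0, 4 and 3 fell. In the same step 1 of these genes, of signalling, fell with the MS libraries averaged and none rose in limma (4, 3 and 5 were positive at an unadjusted p under 0.05). Biosynthesis genes that rose to RS numbered 2 without RS library 02, those that fell 1, 1 and 0 without MS libraries 01, 02 and 03, and those that rose to MS 2 without YS library 01. All these genes were picked by the study, so none of the counts is independent evidence.

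The MS libraries lay far closer together than the YS libraries: the spread in excess of sampling noise was 0.044 to 0.048 on the log2 scale between MS libraries, 0.108 between RS libraries 01 and 02 and 0.817 to 0.992 between YS libraries. The paper describes the samples as a biological triplicate of each stage (Figure S1). One library sequenced 3 times may give such values, but the excess variance of the MS pairs lay at least 3.61 standard errors above 0, which noise other than sampling can also give, so this stays open. Less variation between fruits at the mature stage is a candidate explanation as well, with the largest excess of 0.048, and the tables hold no value for the spread that library preparation alone gives. The p-values of comparisons with MS rest on this spread, whatever its source.

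With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split changed 3382 genes from YS to MS, 2736 from YS to RS and 2005 from MS to RS, and 1 split, the real one, reached each number. The highest count of any other split was 0 in each comparison. Each other split mixes both stages within its groups, so the stage difference widens its spread. A low count there is thus no measure of what unchanged groups would give.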
